# Loss of *Brca1* and *Trp53* in adult mouse mammary ductal epithelium results in development of hormone receptor-positive or hormone receptor-negative tumors, depending on inactivation of Rb family proteins

**DOI:** 10.1186/s13058-022-01566-4

**Published:** 2022-11-04

**Authors:** Ludmila Szabova, Melanie B. Gordon, Lucy Lu, Nathan Pate, Laura Bassel, Anthony J. Iacovelli, Baktiar Karim, Philip J. Homan, Deborah B. Householder, Theresa M. Guerin, Sandra Burkett, Amanda M. Day, Wendi Custer, Zoe Weaver Ohler

**Keywords:** *Brca1*, *Trp53*, Rb, Breast cancer, Mouse model, Basal-like, Luminal B, Endocrine resistant

## Abstract

**Background:**

Breast cancer is a heterogenous disease with several histological and molecular subtypes. Models that represent these subtypes are essential for translational research aimed at improving clinical strategy for targeted therapeutics.

**Methods:**

Different combinations of genetic aberrations (*Brca1* and *Trp53* loss, and inhibition of proteins of the Rb family) were induced in the mammary gland by injection of adenovirus expressing Cre recombinase into the mammary ducts of adult genetically engineered mice. Mammary tumors with different genetic aberrations were classified into molecular subtypes based on expression of molecular markers and RNAseq analysis. In vitro potency assays and Western blots were used to examine their drug sensitivities.

**Results:**

Induction of *Brca1* and *Trp53* loss in mammary ductal epithelium resulted in development of basal-like hormone receptor (HR)-negative mammary tumors. Inhibition of Rb and *Trp53* loss or the combination of Rb*, Trp53* and *Brca1* aberrations resulted in development of luminal ductal carcinoma positive for ER, PR, and Her2 expression. HR positivity in tumors with Rb*, Trp53* and *Brca1* aberrations indicated that functionality of the Rb pathway rather than *Brca1* status affected HR status in these models. Mammary tumor gene expression profiles recapitulated human basal-like or luminal B breast cancer signatures, but HR-positive luminal cancer models were endocrine resistant and exhibited upregulation of PI3K signaling and sensitivity to this pathway inhibition. Furthermore, both tumor subtypes were resistant to CDK4/6 inhibition.

**Conclusions:**

Examination of molecular expression profiles and drug sensitivities of tumors indicate that these breast cancer models can be utilized as a translational platform for evaluation of targeted combinations to improve chemotherapeutic response in patients that no longer respond to hormone therapy or that are resistant to CDK4/6 inhibition.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13058-022-01566-4.

## Background

Breast cancer (BC) is the most commonly diagnosed cancer in women, and the second leading cause of cancer deaths [1]. BC is a heterogenous disease that can be histologically classified into several subtypes, with invasive ductal carcinoma being the most frequent, accounting for over 75% of all cases [2]. Recent improvements in the molecular classification of BC have allowed for the selection of more patient-tailored therapies [3]. Based on expression of molecular markers, all BC can be classified into several molecular subtypes: basal-like (ER^−^, PR^−^, Her2^−^, K5/14^+^, EGFR^+^), Her2 enriched (ER^−^, Her2^+^), claudin low (ER^−^, claudin^−^, vimentin^+^, E-cadherin ^low^, Zeb1^+^), luminal A (ER ^high^, Her2 ^low^), luminal B (ER ^low^, Her2 ^low^, proliferation ^high^) and normal breast-like (adipose tissue gene signature). Luminal A and B are the only hormone receptor (HR)-positive subtypes.

BC is heterogeneous in its mutational profile, although certain genes and pathways are frequently affected [4–7]. Mutations in the Tumor Protein 53 (*TP53*) gene are observed in about 37% of patients [4], and while mutations in the retinoblastoma (*RB1*) gene occur in only 2.5% of invasive BC patients (Fig. 1A), the dysregulation of *RB1* and genes in the RB1 pathway, including Cyclin D1, p16Ink4a, CDK4, and Cyclin E, is observed in approximately 27% of patients (Fig. 1A). Just 3% of BC patients have genetic alterations in the Breast Cancer Type 1 susceptibility (*BRCA1*) gene (Fig. 1A), yet *BRCA1* mutation carriers have a 70% lifetime risk of developing breast cancer [8]. Moreover, *BRCA1* is an important marker to consider when selecting therapeutic regimens, as patients with *BRCA1* mutations have been shown to benefit from targeted therapy with PARP inhibitors [9]. Mouse models that incorporate aberrations in *Trp53, Brca1*, and the Rb pathway are thus important tools for preclinical research into therapeutics that may benefit patients.

**Fig. 1:**
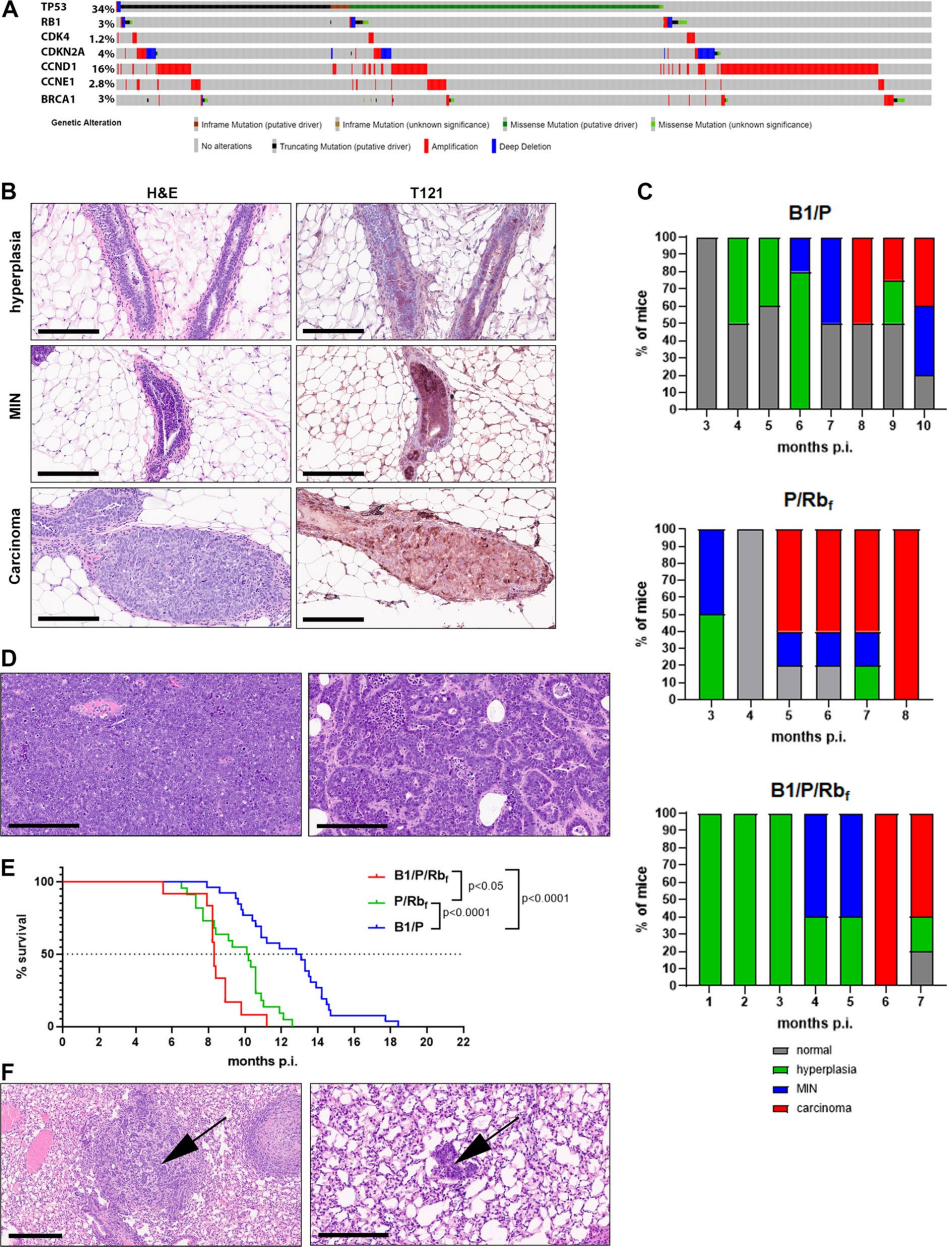
Development and characterization of mammary cancer models. **A** Oncoprint for somatic aberrations in *TP53*, *BRCA1* and genes of the Rb pathway in METABRIC cohort of primary breast cancer samples. Data were analyzed on cBioPortal web site and included all 2509 patients (Curtis, Shah et al. 2012, Pereira, Chin et al. 2016, Rueda, Sammut et al. 2019). **B** H&E and IHC for T121 on mammary ductal hyperplasia, MIN and carcinoma in B1/P/Rb_f_ mice. In early MINs, the epithelial cells lining ducts were hyperchromatic, with a small amount of cytoplasm, 2 or more layers of atypical cells and an increased mitotic rate. High-grade MINs had the additional criteria of greater cytologic and nuclear pleomorphism, and a further increased mitotic rate. Note focal expression of T121 (brown stain) in hyperplastic ductal epithelium. **C** Graphic representation of the spectrum of histological findings in induced mammary glands evaluated at various time points post-viral induction in all three genotypes (*N* = 5 mice per time point). **D** Example of solid and ductal histology of mammary adenocarcinoma in B1/P/Rb_f_ mice, **E** Kaplan–Meier survival plot for mice of three different genotypes. Statistical analysis performed by Log-rank (Mantel-Cox) test, **F** Adenocarcinoma histology of the occasional lung metastases (arrows). Scale bar 200 µm

Genetically engineered mouse models (GEMMs) for BC developed previously utilize transgenes for Cre recombinase driven by mammary-specific promoters, to drive loss of *Trp53* alone or in combination with loss of *Brca1* or *Rb1* in mammary tissue [10–13]. The most frequently used mammary-specific promoters for Cre transgene are keratin 14 (K14), whey acidic protein (WAP), bovine *β*-lactoglobulin (BLG) and mouse mammary tumor virus (MMTV), directing Cre expression into basal or myoepithelial cells, or luminal cells, that are mostly steroid-receptor negative [14–18]. Although these mammary-specific Cre transgenes are widely used, they do not allow for temporal control of the Cre expression and often result in induction of genetic events before onset of adulthood. Moreover, many of the Cre transgenes are expressed in other tissues in addition to the mammary gland, e.g., skin in K14-Cre mice [17], brain, testes and muscle in WAP-Cre mice [16], and multiple tissues in MMTV-Cre mice [18], thus complicating use of the models and data analysis.

The majority of tumors in promoter-driven transgenic models lack ER (estrogen receptor), PR (progesterone receptor) and Her2 (human epidermal growth factor receptor 2) expression. Up to 40% of WAP-Cre mice with loss of *Trp53* develop ER + tumors [11]; however, the extent of ER expression in these tumors is affected by specificity of the promoter driving the Cre transgene, targeting expression to different subpopulation of cells as well as into different percentage of cells, as indicated by differences between WAP-Cre and MMTV-Cre mice [11]. A more relevant model would initiate mammary cancer development in a promoter-independent, temporally controlled manner.

Here, we present new mouse models that develop mammary cancer with genetic aberrations frequently occurring in BC patients. To avoid a bias toward induction of genetic events in a specific mammary cell type and to control the timing of tumor initiation, we induced *Brca1* loss, inhibition of proteins of the Rb family (Rb_f_), and *Trp53* loss in the mammary ductal epithelium by injecting adenovirus expressing Cre recombinase into the mammary ducts of adult mice. We investigate three different allele combinations that cooperate to produce HR-positive or HR-negative mammary tumors of the luminal or basal-like subtype. Mice with *Brca1* and *Trp53* loss develop basal-like HR-negative mammary tumors, and mice with inhibition of proteins of the Rb family and *Trp53* loss or the combination of Rb, *Trp53* and *Brca1* aberrations develop luminal ductal carcinoma that is positive for ER, PR and Her2 expression, but endocrine resistant. Molecular characterization and drug sensitivities of the models point to pathways that may be exploited for comparisons of therapeutic response in these BC subtypes.

## Methods

### Experimental animals

NCI-Frederick is accredited by AAALAC International and follows the Public Health Service Policy for the Care and Use of Laboratory Animals. Animal care was provided in accordance with the procedures outlined in the “Guide for Care and Use of Laboratory Animals (National Research Council; 1996; National Academy Press; Washington, D.C.).” All study protocols were approved by the NCI at Frederick Animal Care and Use committee (Frederick, MD). Brca1^fl/fl^ (FVB;129- Brca1^tm1Brn^), p53^fl/fl^ (FVB;129- Trp53^tm1Brn^) mice were obtained from the NCI Mouse Repository (National Cancer Institute, Rockville, MD), and bred into C57Bl/6 J background. TgK18GT_121_^tg/+^ BAC transgenic mice were generated in-house [19] and were inbred on C57Bl/6 J background. C57Bl/6 J females were purchased from the Jackson Laboratory.

### Adenoviral induction

Recombinant adenovirus Ad5-CMV-Cre (Adeno-Cre) was purchased from the Viral Vector Core of the University of Iowa at a titer of 4 × 10^10^ pfu/ml. The #4 right side abdominal mammary glands of females were injected with 10 µl of undiluted virus via nipple. Animals were injected between 9 and 13 weeks of age. Tumor size was measured by caliper with end point set at 2 cm.

### Cell injections to establish allograft models

Single-cell suspensions of dissociated tumor cells from GEM models were injected into mammary glands of adult recipient C57Bl/6 female mice either through the nipple or directly into the mammary fat pad. Cells were resuspended in DMEM-F12 media at 50,000 or 100,000 cells per 10 µl.

### Hormone dependency

The allograft model was used to evaluate dependency of the tumor growth on estrogen and progesterone. Dissociated tumor cells were implanted into syngeneic C57Bl/6 recipient female mice via intraductal injection. To observe the growth of tumors in hormone free environment from the start, recipient mice were ovariectomized two weeks prior to tumor cell implantation. A group of implanted mice was also treated with tamoxifen once small tumors were established. Tamoxifen pellets (tamoxifen free base 0.5 mg pellet with 60-day slow release from Innovative Research of America, Sarasota, FL, USA) were implanted subcutaneously.

### Derivation of primary cell lines

To derive mammary carcinoma cell lines, primary tumors were dissociated into single cell suspension by incubating with 2 mg/ml collagenase IV (Worthington Biochemical Corporation, Lakewood, NJ, USA) in DMEM-F12 (Sigma Aldrich, St. Luis, MO, USA) under constant agitation at 37 °C for 1 h. Cells were strained through 100 µm cell strainer and washed with DMEM-F12. Cell pellets were resuspended in ACK lysis buffer (Thermo Fisher Scientific, Frederick, MD, USA) for 5 min to lyse red blood cells and then washed twice with PBS (Thermo Fisher Scientific, Frederick, MD, USA). Cells for in vitro assays were maintained in DMEM-F12 media supplemented with 100U/ml of penicillin and streptomycin and 0.25 µg/ml amphotericin B (Thermo Fisher Scientific, Frederick, MD, USA), 1 × insulin-transferrin-selenium (Thermo Fisher Scientific, Frederick, MD, USA), 2% fetal bovine serum (Thermo Fisher Scientific, Frederick, MD, USA), 0.4% bovine pituitary extract (Cell Applications, San Diego, CA, USA), 0.5 µg/ml hydrocortisone (Sigma Aldrich, St. Luis, MO, USA), 1 µg/ml hIGF1 (Prospec, Ness-Ziona, Israel) and 3 ng/ml EGF (Sigma Aldrich, St. Luis, MO, USA).

### Histology and immunohistochemistry (IHC)

Animals were euthanized by CO_2_ inhalation followed by cervical dislocation. Tissues were collected into 10% neutral buffered formalin for 48 h and processed for routine paraffin embedding. Five-micrometer sections were cut for hematoxylin and eosin staining and for immunohistochemical (IHC) stains. H&E-stained sections were evaluated by a board-certified veterinary pathologist (B.K., N.P. or L.B.). The specific conditions and antibodies used for IHC are detailed in Additional file 1: Table 1. 3,3’-Diaminobenzidine or Nova red was used to visualize peroxidase activity in IHC followed by hematoxylin counterstain. Stained slides were scanned using the Aperio AT2 digital whole brightfield slide scanner (Aperio, Vista, CA, USA) at 20 × magnification. IHC for ER, PR and Her2 were quantified by H-score, which accounts for number of stained cells as well as for the staining intensity as follows: H-Score = 3 × percentage of strongly staining nuclei + 2 × percentage of moderately staining nuclei + percentage of weakly staining nuclei, giving a range of 0 to 300, where 0–50 = negative result, 51–100 = mildly positive, 101–200 = moderate positive, > 200 = strong positive. All quantification was performed by digital image analysis of whole slide images using thoroughly validated algorithms in Aperio software. Regions of interest (ROIs) were annotated manually by a pathologist to exclude areas of necrosis and allow for automated quantification to identify the number of cells at each threshold of positivity. Results were reported as the absolute counts of stained cells with each intensity of expression including negative, low, moderate and high intensity cells. Rigorous quality control evaluation was performed by a pathologist. For Ki-67, validated Aperio algorithm was adapted by a veterinary pathologist to determine the total number of cells in the ROI as well as the number of cells with Ki-67 nuclear positivity. The percent Ki-67 positivity was determined by dividing the number of Ki-67 positive cells by the total number of cells.

### In vitro potency assays

Compounds for in vitro assays were obtained from Developmental Therapeutics Program at NCI (palbociclib, gedatolisib, afatinib, neratinib, buparlisib, alpelisib,), BEZ235 and trametinib from ChemieTek (Indianapolis, IN, USA), rapamycin from LC Laboratories (Woburn, MA, USA) and were dissolved in 100% DMSO. Primary mammary cancer cells were plated at 2,500 cells per well in opaque white 96-well plates. Single compound treatment was conducted at a range of concentrations between 0.1 and 50,000 nM in 0.5% DMSO. Compounds were added once to wells, 24 h after plating cells, and drug-treated wells were run in triplicate. At 72 h after drug exposure, cell viability was measured using CellTiter-Glo Luminescent Cell Viability Assay (Promega, Madison, WI, USA) as per the manufacturer’s instruction. DMSO-treated wells were considered as 100% viability for each treatment plate.

### RNA preparation, sequencing and analysis

Mammary glands and tumors were homogenized in TRIzol (Thermo Fisher Scientific, Frederick, MD, USA) using TissueLyser (Qiagen, Germantown, MD, USA). Chloroform was added to the cleared lysates and after separation of phases the clear aqueous phase was mixed with isopropanol to precipitate the RNA. RNA in isopropanol was loaded onto RNeasy columns (Qiagen, Germantown, MD, USA) and purified per manufacturer’s protocol. Total RNA was submitted for sequencing. Eighteen mRNA-Seq samples were pooled and sequenced on NovaSeq 6000 SP using Illumina Stranded mRNA Prep and paired-end sequencing. The sequencing quality of the reads was assessed per sample using FastQC (version 0.11.5)[20], Preseq (version 2.0.3)[21], Picard tools (version 1.119) (https://broadinstitute.github.io/picard/) and RSeQC (version 2.6.4)[22]. Sequencing reads were trimmed of low-quality bases, and adapter sequences were removed using Cutadapt (version 1.18)[23]. The trimmed reads were aligned using the GRCh38 (GENCODE hg38, version 30). Gene expression levels were quantified using RSEM (version 1.3.0) DEseq2 (version 1.28.1)[24]. Raw read counts (expected counts from RSEM) were imported into the NIH Integrated Data Analysis Platform for downstream analysis (https://nidap.nih.gov/). Counts were normalized to library size as log_2_CPM. Genes with a log_2_ count-per-million (CPM) ≥ 6 in at least 6 samples were analyzed. Samples were further normalized using the voom algorithms [25] quantile normalization from the Limma R package (v3.40.6) [26]. Differentially expressed gene (DEG) analysis was performed using Limma and pre-ranked gene set enrichment analysis (GSEA)[27] was performed using the KEGG [28] and REACTOME [29] databases. Genes or gene sets with an FDR adj. *p* value of ≤ 0.05 were considered statistically significant. Ingenuity Pathway Analysis software (Qiagen) was used to evaluate pathway perturbations and diagram results.

### Statistics

Results were expressed as means ± SD. Statistical analyses were performed with Prism 9.0 (GraphPad Software) and consisted of one-way ANOVA, followed by Tukey’s multiple comparisons test. Survival curves were compared by Log-rank (Mantel-Cox) test.

## Results

### Induction of aberrations in ***Trp53, Brca1*** and Rb_f_ in mammary ductal epithelium leads to development of mammary adenocarcinoma

The Cre-dependent *TgK18GT*_*121*_ transgene was designed to express 121 amino acids of the N-terminal region of the SV40 large T antigen under the keratin 18 (K18) promoter, inhibiting all 3 pocket proteins of the Rb family (pRb, p107, and p130; henceforth referred to as Rb_f_), specifically in epithelial cells [19]. We crossed *TgK18GT*_*121*_ mice to mice carrying *Brca1*^*fl/fl*^ and *Trp53*^*fl/fl*^ conditional alleles. In order to generate mice with genetic aberrations specifically in the mammary gland, we injected adenovirus expressing Cre recombinase through the nipple into the mammary ducts of 9–13-week-old female mice, thereby abrogating the need for a tissue-specific promoter restricted to adult expression.

Genetic events induced by Cre recombinase occurred in epithelial cells of the mammary ducts, as confirmed by IHC stain for T121 (Fig. 1B), in mice carrying *TgK18GT*_*121*_ transgene. We collected mammary glands at various time points after adenoviral injection to evaluate the development of lesions (Fig. 1C). The first histological changes in the transformed epithelium were epithelial hyperplasia and mammary intraepithelial neoplasia (MIN). Hyperplasia presented as epithelial ducts and glands multifocally lined by multiple layers of epithelial cells (Fig. 1B). Inflammatory cells were often present surrounding the ducts. In MIN, the epithelial cells lining ducts were hyperplastic and were composed of small, dark, cuboidal to low columnar cells forming papillary and glandular proliferation (Fig. 1B). Cells displayed anisocytosis and anisokaryosis with high mitotic rate. We compared the timelines for development of lesions in *Brca1*^*fl/fl*^*/Trp53*^*fl/fl*^*/TgK18GT*_*121*_^*Tg/*+^ (B1/P/Rb_f_) mice with *Brca1*^*fl/fl*^*/Trp53*^*fl/fl*^ (B1/P) and *Trp53*^*fl/fl*^*/TgK18GT*_*121*_^*Tg/*+^ (P/Rb_f_) mice (Fig. 1C). B1/P/Rb_f_ mice displayed hyperplastic changes as early as 1-month post-induction (p.i.) while hyperplasia was not observed until 3–4 months p.i. in B1/P and P/Rb_f_ mice. MINs progressed to adenocarcinoma as early as 6 months p.i. in B1/P/Rb_f_ mice, and as late as 8 months p.i. in B1/P mice (Fig. 1C).

Adenocarcinomas developed multifocally in all three models and progressed to form partially circumscribed, non-encapsulated, multi-lobulated, nodular masses effacing and replacing the normal gland. Neoplastic cells were arranged in densely cellular sheets or formed poorly defined tubular structures (Fig. 1D). The majority of tumors were characterized as ductal or solid adenocarcinomas (Fig. 1D). A subset of tumors in B1/P mice exhibited heterogeneity in the adenocarcinoma tumor histology, developing metaplastic carcinomas with foci of squamous differentiation (adenosquamous carcinoma) in 14% of tumors (5/36), and occasionally tumors with mesenchymal differentiation (6%, 2/36). In comparison, all B1/P/Rb_f_ mice developed mammary adenocarcinoma, and only one mouse in the P/Rb_f_ cohort developed carcinoma with focal mesenchymal differentiation.

The survival of tumor-bearing mice (based on tumor growth end point) was dependent on the genotype, with the shortest survival observed in B1/P/Rb_f_ mice (*N* = 12, mean survival 8.5 months p.i.). The mean survival in P/Rb_f_ mice (*N* = 22) was 9.5 months p.i., and the longest survival was observed in B1/P mice (*N* = 26, mean survival 12.7 months p.i.) (Fig. 1E). Models occasionally developed lung metastases (Fig. 1F), however, no bone or brain metastases were observed. Recombination of floxed alleles was confirmed by PCR in all mammary tumors, and loss of Brca1 expression was confirmed in B1/P/Rb_f_ and B1/P tumors by RT-qPCR (Additional file 2:. Figure 1).

### Inhibition of Rb_f_, not *Brca1* status, determines molecular subtype of mammary adenocarcinoma

Human BC is classified into subtypes based on molecular and histological properties, and hormone receptor status is a major determinant for therapeutic options. Tumors from B1/P mice were negative for ER and PR, as well as Her2 expression (Fig. 2A–B), similar to other triple-negative models with *Brca1* and *Trp53* loss that have been described previously [30]. Status of hormone receptor expression was also assessed by quantitative RT-PCR for *Esr1* and *Pgr* mRNA, which confirmed the lack of expression of both receptors (Additional file 3: Figure 2). B1/P tumors also expressed vimentin and cytokeratin 14 (assessed by IHC), indicating resemblance to the triple-negative, basal-like subtype of BC in humans (Fig. 2A). These tumors also exhibited widespread positivity for p63, and histology was consistent with adenocarcinoma (Additional file 4: Figure 3).

**Fig. 2:**
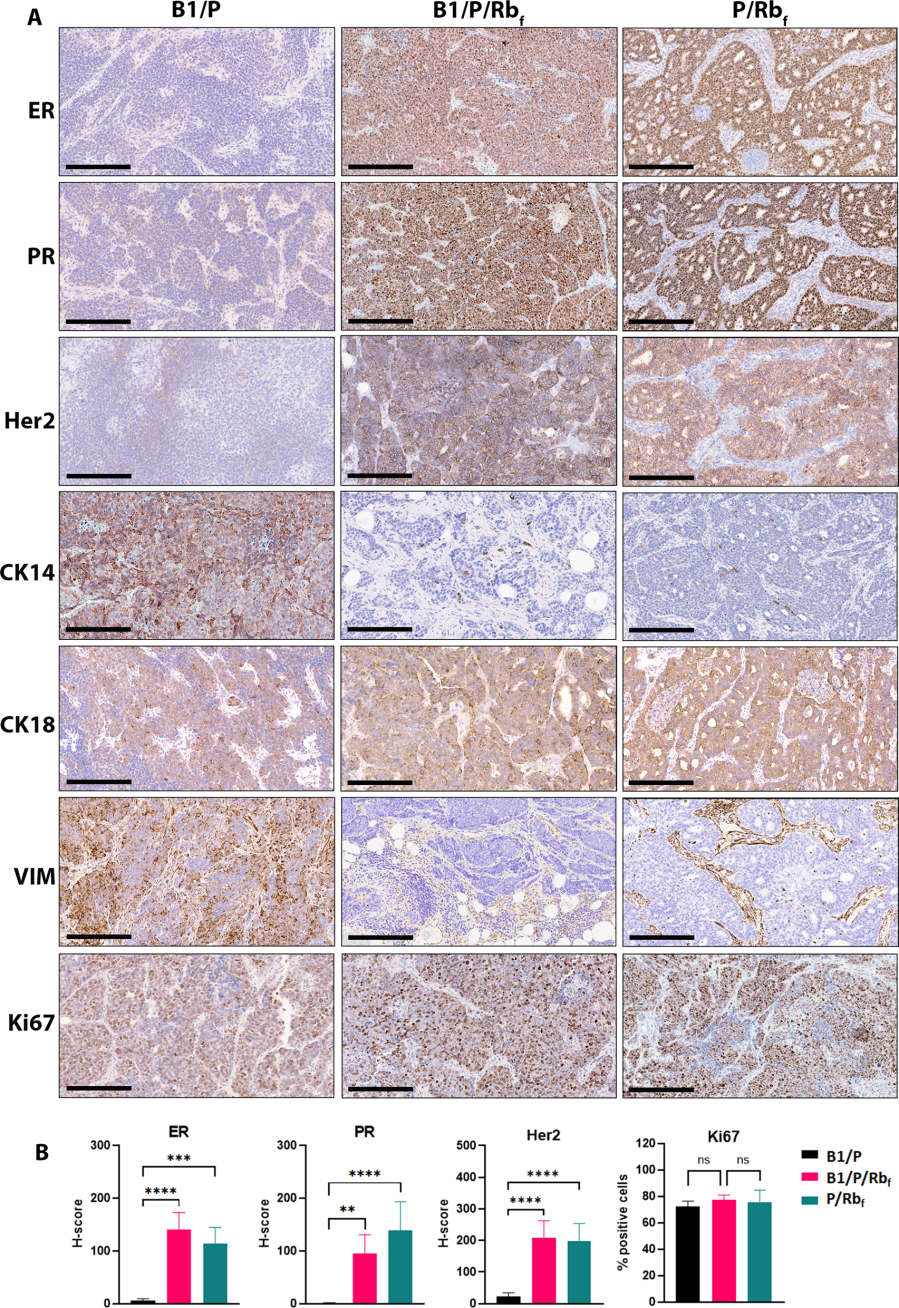
Analysis of molecular marker expressions in mammary tumors of three different genotypes. **A** Representative ER−, PR−, HER2−, CK14 + , CK18 + and VIM + staining in B1/P mammary tumors and ER + , PR + , HER2 + , CK18 + , CK14−_and VIM- staining in B1/P/Rb_f_ and P/Rb_f_ mammary tumors. B1/P/Rb_f_ tumors displayed the highest expression of Ki67. ER = estrogen receptor, PR = progesterone receptor, Her2 = human epidermal growth factor receptor 2, CK14 = cytokeratin 14, CK18 = cytokeratin 18, VIM = vimentin, Ki67 = marker of proliferation Ki-67. Expression is indicated by DAB positivity (brown stain). **B** Quantitative analysis of IHC stains in tumors. Mean and SD are plotted, one-way ANOVA was used for statistical analysis. B1/P/Rb_f_ tumors *N* = 8, P/Rb_f_ tumors *N* = 6, B1/P tumors *N* = 5. Scale bar 200 µm

In contrast, inhibition of the Rb family proteins in B1/P/Rb_f_ and P/Rb_f_ mice resulted in development of triple positive mammary tumors with high expression of ER, PR and HER2 (Fig. 2A–B). Fluorescence in situ hybridization (FISH) in cell lines derived from B1/P/Rb_f_ primary tumors revealed an additional copy of *Erbb2* (*Her2*) on chromosome 14 in addition to the endogenous copy on chromosome 11 (Additional file 5: Figure 4). B1/P/Rb_f_ tumors were positive for the epithelial marker cytokeratin 18 (CK18), however, cytokeratin 14 was also expressed by a subpopulation of cells (0–30% of cells) indicating a variable component of cells with basal differentiation in tumors (Fig. 2A). Tumor cells were negative for vimentin while stromal cells surrounding tumors were highly positive for this marker (Fig. 2A). Based on the ER + , PR + , HER2 + , Vimentin −, and CK18 + molecular profile, B1/P/Rb_f_ tumors represent luminal type B breast cancers with a high proliferative index. P/Rb_f_ tumors with intact *Brca1* were also ER + , PR + , Her2 + , Vimentin -, and CK18 + (Fig. 2A–B). Therefore, although all 3 models were induced in the same manner in the ductal epithelium, B1/P mice develop HR- basal-like tumors while B1/P/Rb_f_ and P/Rb_f_ mice develop HR + luminal tumors. Tumors of all three genotypes were highly proliferative with B1/P/Rb_f_ tumors exhibiting an average of 77% cells positive for Ki67, triple-negative B1/P tumors 72% and P/Rb_f_ tumor 75% (Fig. 2A–B).

The lack of HR expression in B1/P tumors prompted us to compare marker expression at early stages of cancer development in each model. We found that ER, PR and HER2 expression were retained in luminal cells during progression of the disease through hyperplasia and MIN in all genotypes; however, progression to carcinoma in B1/P mice resulted in loss of expression (Fig. 3A). These results suggest that HR-negative and HR-positive BC in these models could arise from a common luminal progenitor population, and loss or retention of HR expression upon progression to cancer is affected by status of the Rb pathway.

**Fig. 3:**
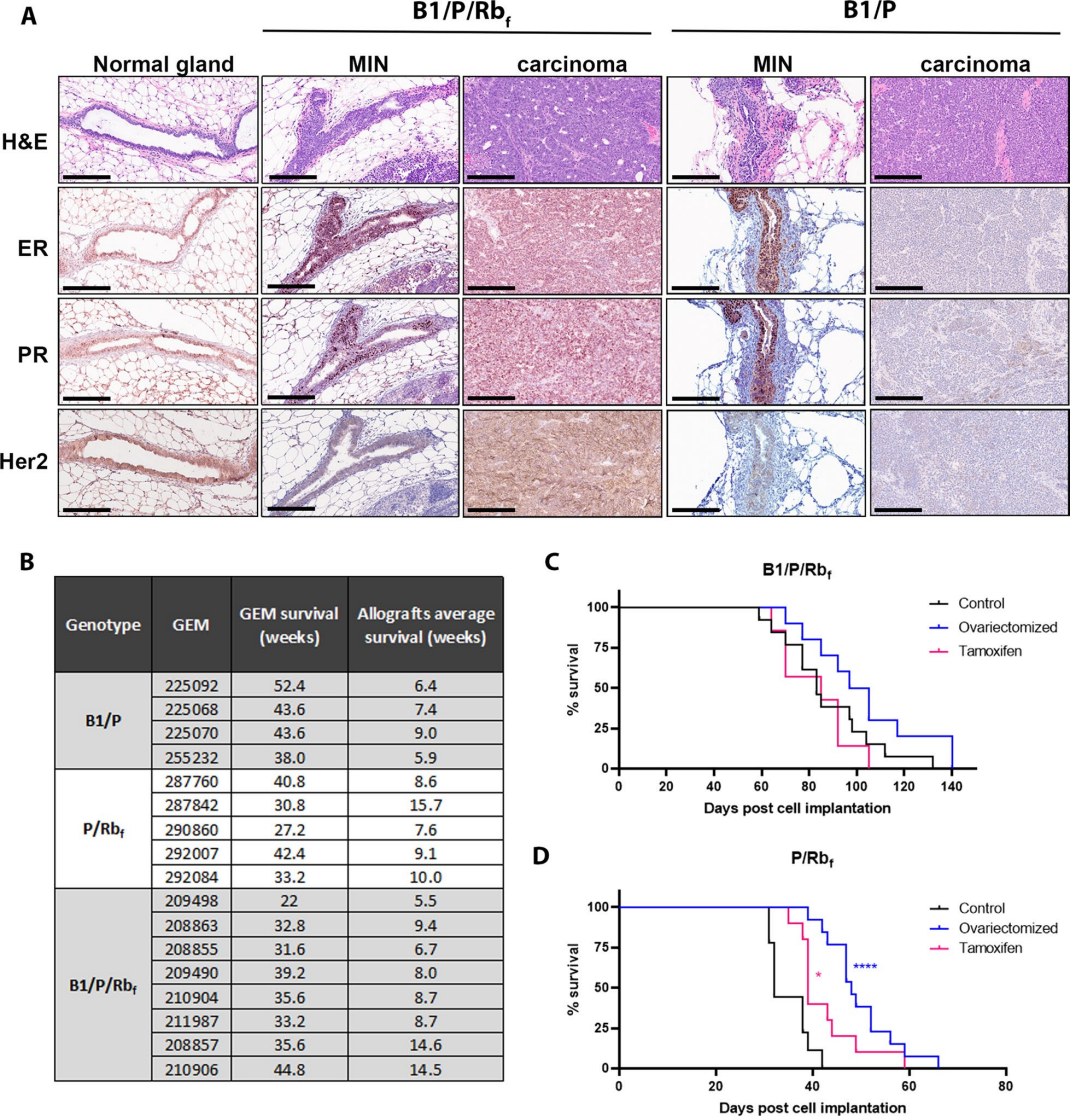
Hormone receptor status changes during GEM mammary tumor progression depending on genotype and is maintained in orthotopic tumors. **A** Loss of hormone receptor expression in B1/P model occurs after progression from MIN to carcinoma stage. Comparison of the hormone receptor expression in normal gland, in early and in late-stage lesions in B1/P/Rb_f_ and B1/P models is shown. Scale bar 200 µm. **B** Summary of allograft lines derived from GEM tumors and comparison of their latencies to GEM models. Latencies for allografts are averages from *N* = 5 mice. **C**–**D** Growth of ER + allograft tumors was not inhibited by tamoxifen treatment, or by implanting tumor cells into pre-ovariectomized mice. **C** B1/P/Rb_f_ cells (passage 1) from the 210,904 tumor line were implanted intraductally into strain-matched recipient mice and treated with tamoxifen, or were implanted into ovariectomized recipients. Differences in survival were not significant by the Log-rank (Mantel-Cox) test, **D** P/Rb_f_ cells (passage 2, freshly dissociated cells) from the 290,860 tumor line were implanted intraductally into strain-matched recipient mice and treated with tamoxifen, or were implanted into ovariectomized recipients. Ovariectomized mice survived longer than controls (the difference was significant by the Log-rank (Mantel-Cox) test), but all tumors grew to endpoint

### Orthotopic allograft models recapitulate the original GEMM and are hormone-independent

To assess whether growth of ER + luminal carcinomas was dependent on presence of sex hormones, we first established an orthotopic allograft model by injecting freshly dissociated tumor cells from B1/P/Rb_f_ or P/Rb_f_ models directly into the mammary ducts of wildtype strain-matched female mice. Allografts recapitulated the histology as well as the expression of all the molecular markers of the primary GEMM tumors (Additional file 6: Figure 5A and B). Injected cells established tumors with considerably shortened latency compared to the GEM models (Fig. 3B). Survival (based on tumor growth end point) was tumor line dependent, averaging 5–15 weeks in allograft models compared to 20–52 weeks (5–13 months) in the GEMMs. When B1/P/Rb_f_ allograft tumor-bearing recipients were treated with tamoxifen, no growth inhibition or regression was observed compared to untreated mice (median survival 85 days vs. 83 days, respectively, *p* = 0.55: Fig. 3C). Mice that were ovariectomized 2 weeks prior to cell implantation supported tumor growth with only a slight delay compared to the control group (median survival 101 days vs. 83 days in control, *p* = 0.08: Fig. 3C). Survival of P/Rb_f_ allograft models was relatively increased with tamoxifen treatment: median survival was 39 days, compared to 32 days in control mice, *p* = 0.0048 (Fig. 3D). Median survival of ovariectomized P/Rb_f_ tumor-bearing mice was 48 days compared to 32 days in non-ovariectomized (*p* < 0.0001) (Fig. 3D). Despite the increase in survival of ovariectomized or tamoxifen-treated mice, all tumors grew to endpoint size. Therefore, the tumors are functionally hormone-insensitive due to their continuous growth in the absence of hormone supplementation [31]. We conclude that, in spite of the HR-positive status of B1/P/Rb_f_ and P/Rb_f_ tumors, growth of tumors was not estrogen-dependent and was correspondingly refractory to hormone therapy with tamoxifen.

To investigate whether hormone status was dependent on continued tumor passage via intraductal injection only, we established allograft models by injection of GEM tumor cells into the mammary fat pad. Comparison of allografts derived by intraductal injection versus fat pad injection of cells revealed that the fat pad-injected allografts were very similar in terms of latency, histology and expression of molecular markers to tumors generated by intraductal injection (Additional file 7: Fig. 6A-B).

### HR-positive and HR-negative mammary tumors recapitulate human luminal and basal-like breast cancer expression signatures

In addition to subtype differentiation by histology markers, the heterogeneity of BC has been described at the molecular level by gene expression classification [32]. 

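RNA was sequenced from 15 mammary tumors, 5 each from B1/P/Rbf, B1/P and P/Rbf mice, and from 3 normal mammary glands. Every sample came from a different mouse, so the mouse is the replicate throughout. In these models B1 stands for deletion of Brca1, P for deletion of Trp53, and Rbf for the T121 transgene, whose product binds and inactivates pRb, p107 and p130. The authors deposited RSEM's expected count of read pairs for each gene, without normalization. RSEM divides read pairs that match several genes between them, so the counts of near-identical genes can be shared. The paper describes stranded libraries pooled in one sequencing run, and its text does not say whether the counting used the strand. Total expected counts ranged from 27661173 to 37794889 per sample, with medians of 33917976 in B1/P/Rbf tumors, 31767822 in B1/P tumors, 36481215 in P/Rbf tumors and 35636685 in normal glands. The gene identifiers are those of GENCODE release M21 on the mouse genome build GRCm38, on which all positions are given.

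Counts were rounded and scaled by the TMM method of edgeR, whose factors lay between 0.952 and 1.11 in the tumors and between 0.788 and 0.858 in the glands. The 19186 genes kept by edgeR's filterByExpr with a minimum count of 10 were tested in one quasi-likelihood fit of all 18 samples, in 6 comparisons of the 4 groups. Genes with a Benjamini-Hochberg adjusted p of 0.05 or less were called, and all these choices were made before the data were examined. Values per sample are TMM-normalized CPM, given as mean ± SD over mice, and all p values are two-sided.

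The log2 fold changes that the paper lists in Table S2 differed by at most 0.0605 from a limma-voom fit that held, besides the genotype, a term for 2 sets of libraries. The first set held all 5 B1/P/Rbf tumors and B1/P tumors 225068, 225070 and 246361, and the second held B1/P tumors 255232 and 248662, all P/Rbf tumors and all normal glands. The paper's text does not name such a term or say what the sets are. Only the B1/P tumors fell in both sets, so neither B1/P/Rbf against P/Rbf nor B1/P/Rbf against normal gland can be compared within a set. A fit with this library-set term rests on the 5 B1/P tumors to tell the sets from the genotypes, was chosen after the data were seen, and is given beside the results it changes.

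The targeted genes were measured first. Brca1, on chromosome 11 from 101488764 to 101551955, had 29.8 ± 8.97 CPM in B1/P/Rbf tumors, 15.3 ± 8.78 CPM in B1/P tumors, 5.45 ± 0.735 CPM in normal glands (n = 5, 5 and 3), and from 44.9 to 116 CPM in the 5 P/Rbf tumors, which keep the gene. Relative to B1/P tumors the log2 fold change of P/Rbf tumors was 2.37 (standard error 0.37, adjusted p = 0.000845 from edgeR's quasi-likelihood test), without overlap. B1/P/Rbf tumors had a log2 fold change of −1.41 relative to P/Rbf tumors (standard error 0.36, adjusted p = 0.0903 from edgeR), with 4 of 5 below every P/Rbf tumor. B1/P/Rbf tumor 208863, at 45.0 CPM, was level with the lowest P/Rbf tumor, at 44.9 CPM. The paper's RT-qPCR on the sequenced tumors also singles out this tumor, with only a partial loss of Brca1. Across the alternative fits the adjusted p of B1/P/Rbf against P/Rbf tumors ranged from 0.00823 with DESeq2 to 0.638 with the library-set term in limma-voom. Trp53, on chromosome 11 from 69580359 to 69591873, fell from 61.5 ± 9.16 CPM in normal glands to 14.7 ± 4.68, 14.8 ± 7.48 and 10.8 ± 1.96 CPM in B1/P/Rbf, B1/P and P/Rbf tumors, and every tumor lay below every gland. Its log2 fold changes relative to normal gland were −2.06, −2.05 and −2.51 (standard error 0.36 each, largest adjusted p = 0.00037 from edgeR's quasi-likelihood test). Whole-gene counts do not tell the deleted exons from the rest of either gene. The glands also held genes of fat and muscle that tumors lacked, so all comparisons with normal gland include differences in cell composition.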

To evaluate whether histology subtypes in the three mammary tumor models were reflected in their gene expression profiles, we analyzed RNA-seq data from a set of five tumors from each model and three normal strain-matched mammary glands. 

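Principal components were computed from the scaled log2 CPM of all genes kept by the filter. The first component held 27.1% of the variance and the second 14.9%. Normal glands lay at 149 ± 6.26 on the first component, apart from B1/P tumors at −0.69 ± 8.87, B1/P/Rbf tumors at −42.9 ± 12.5 and P/Rbf tumors at −45.8 ± 16.8 (SD, n = 3, 5, 5 and 5). On the second component B1/P tumors lay at −81.5 ± 21.4, against 29.9 ± 5.54 for B1/P/Rbf tumors, 32.3 ± 14.2 for P/Rbf tumors and 32.2 ± 2.47 for normal glands. The B1/P tumor nearest to the others was 225070, at −44.7. For all 18 samples the nearest neighbor in the plane of both components came from the same of 3 groups, normal glands, B1/P tumors or tumors with T121. B1/P/Rbf tumor 208863, for example, lay nearest to P/Rbf tumor 287842. Complete-linkage clustering on the 300 most variable genes placed all 18 samples in the same 3 groups, and the B1/P tumors of both library sets fell together. The shares of variance moved most when only the 500 most variable genes were used, to 53.6% and 21.2%, while all 18 nearest neighbors stayed within these 3 groups.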

Principal component analysis (PCA) (Fig. 4A) as well as an unsupervised hierarchical clustering of genes (Additional file 8: Fig. 7A) segregated samples into three distinct groups: normal mammary gland, B1/P tumors, and a third group comprised of B1/P/Rb_f_ and P/Rb_f_ tumors, confirming that the histology differences evidenced by these genotypes were reflected in their gene expression profiles (Fig. 4A, Additional file 8: Figure 7A). Hierarchical clustering of tumors based on gene expression of a 50-gene subtype predictor developed using expression data from human breast cancer prototype samples (Prediction Analysis of Microarray 50, PAM50) [33], also separated B1/P/Rb_f_ and P/Rb_f_ tumors from B1/P tumors (Fig. 4B). 

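Of the PAM50 genes, 46 passed the filter on low counts and were clustered by the same method. The 3 clusters again held the normal glands, the B1/P tumors, and the B1/P/Rbf and P/Rbf tumors together, with all 18 samples in place. Average linkage and a correlation distance gave the same clusters. Between B1/P/Rbf and B1/P tumors, 17 of the 46 genes were called higher and 4 lower over all genes tested, and 22 higher and 9 lower when adjusted over the list alone. From the separation of the samples by principal components and by clustering, the paper concludes that the histology differences between the genotypes are reflected in their expression profiles.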

A correlation coefficient between PAM50 subtype centroids and the gene expression for each mouse tumor sample was calculated (Fig. 4C). This analysis confirmed that B1/P/Rb_f_ and P/Rb_f_ tumors were most similar to human luminal B cancers, and B1/P tumors to the basal-like subtype.

**Fig. 4:**
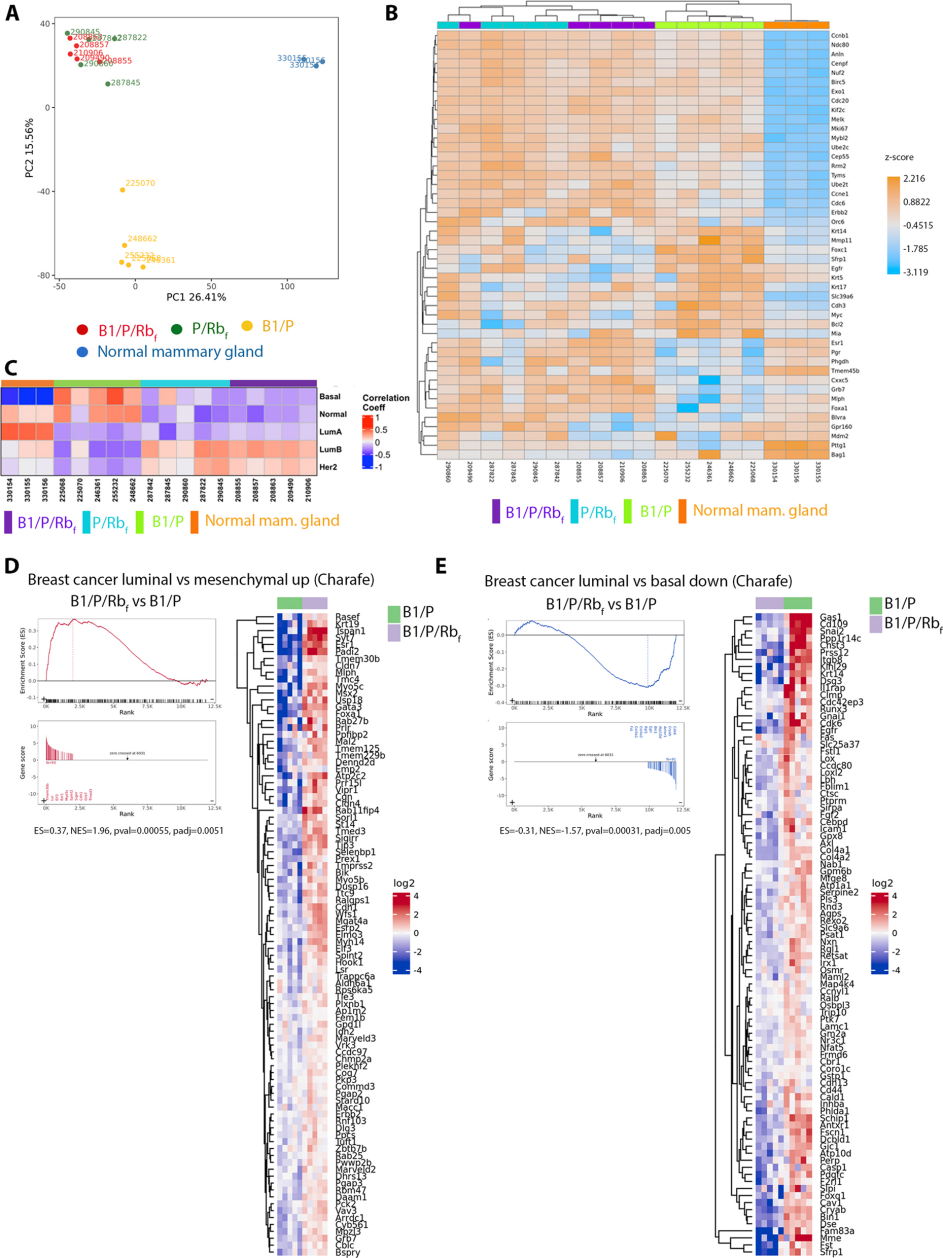
Gene expression analysis reveals segregation of mammary tumors into patient-defined luminal and basal-like molecular subtypes. **A** Principal component analysis shows that samples clustered into 3 separate groups, normal mammary glands (blue), B1/P tumors (yellow), and tumors with Rb_f_ inhibition (red, green). **B** Hierarchical clustering of PAM50 genes divides B1/P tumors from tumors with Rb_f_ inhibition. **C** Correlation analysis with PAM50 signatures indicates high association of B1/P tumors with the basal-like subtype and tumors with Rb_f_ inhibition with the luminal B subtype. **D**–**E** GSEA shows significant enrichment for curated gene sets distinguishing luminal vs basal-like breast cancer. **D** The gene set upregulated in luminal vs mesenchymal breast cancer is highly expressed in B1/P/Rb_f_ tumors compared to B1/P tumors. **E** The gene set downregulated in luminal vs basal breast cancer is suppressed in B1/P/Rb_f_ tumors compared to B1/P tumors

As the subtype distinctions have both prognostic and predictive clinical value, we applied gene set enrichment analysis (GSEA) to the differentially expressed genes (DEGs) in B1/P/Rb_f_ compared to B1/P tumors (Additional file 9: Tables 2 and Additional file 10: Table 3). 

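Between B1/P/Rbf and B1/P tumors, 3195 of 19186 genes were called, 1413 higher and 1782 lower in B1/P/Rbf tumors. The count was 886 when only genes with a log2 CPM of at least 6 in at least 6 samples were tested. With the thresholds of Table S2 that filter gave 322. The count was 592 in limma-voom with a term for 2 library sets, a CPM of at least 6 and those thresholds. This last combination was chosen after the values were seen. With the library-set term in edgeR it was 2388, of which 1998 were shared. The first library set holds all B1/P/Rbf tumors and only 3 B1/P tumors, and no separate test was run within it. In a simulation on these counts with 200 genes changed, edgeR called 41.5% of the changed genes and 2 unchanged ones. It called 53.8% of the genes changed at least 4-fold, so in that setting many differences, large ones included, went undetected with 5 tumors per group. The comparison here called far more than 200 genes, which loosens the threshold that the adjustment sets. The share missed here may therefore be smaller.

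The largest changes among genes with no overlap between the groups and a mean of at least 5 CPM were bounds, since one group held at most 3 counts. Reg3b, on chromosome 6 from 78370657 to 78373466, was at least 1581-fold higher in B1/P/Rbf tumors (140 ± 179 CPM, n = 5), and other Reg genes close to it in sequence could share its reads. The long noncoding RNA D130009I18Rik, on chromosome 14 from 104612791 to 104966783, had 19.4 ± 4.71 CPM (n = 5) against no counts in any B1/P tumor. Csn1s1 was at least 3715-fold lower in B1/P/Rbf tumors, with a wide spread in B1/P tumors (314 ± 652 CPM, n = 5). Hpse2 was at least 280-fold lower, with 23.7 ± 18.9 CPM in B1/P tumors (n = 5).

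Gene sets were ranked by the signed square root of the quasi-likelihood F and tested by preranked GSEA with 10000 permutations of genes. The 41 sets whose members Tables S3 to S5 list in full were tested, and 6 further sets whose lists were cut short in the copy used were left out. The study lists there only sets that it found enriched on these samples, so counts of called sets are not independent evidence. Of the 41 sets, 10 were higher and 5 lower in B1/P/Rbf than in B1/P tumors at an adjusted p of 0.05 or less. Ranking by log2 fold change instead moved this count most, to 5.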

Curated gene sets that were reported to distinguish luminal from basal or mesenchymal BC in human cell lines [34, 35] were significantly enriched in the mammary tumors (Additional file 10: Table 3, Fig. 4 D–E). B1/P/Rb_f_ tumors had increased expression of genes that were previously identified as upregulated in the luminal subtype of BC [35], including *Esr1* (estrogen receptor), *Krt19* (cytokeratin 19), zinc finger transcription factor *Gata3* and Forkhead box protein A1, *Foxa1* (Fig. 4D). Conversely, a gene set with reduced expression in the luminal vs. mesenchymal subtype in human cell lines [35] was likewise reduced in B1/P/Rb_f_ tumors compared to B1/P tumors (Fig. 4E). 

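All 93 genes of the luminal heat map of Fig. 4D that were tested had a positive log2 fold change in B1/P/Rbf relative to B1/P tumors, from 0.21 to 5.60 with a median of 1.25. Over all genes tested 54 of them were called higher, and 72 when adjusted over the list alone. The study chose this list on these samples, so these counts are not independent evidence. In P/Rbf relative to B1/P tumors 44 of the 93 were called higher and none lower, with 0 lower at an unadjusted p under 0.05.

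Esr1, on chromosome 10 from 4611593 to 5005614, had 181 ± 60.5 CPM in B1/P/Rbf tumors and 10.6 ± 6.85 CPM in B1/P tumors (n = 5 each). Its log2 fold change was 4.10 (standard error 0.54, adjusted p = 0.000303 from edgeR's quasi-likelihood test), and every B1/P/Rbf tumor lay above every B1/P tumor (exact permutation test, p = 0.00794, the smallest that 5 tumors against 5 allow). Gata3, on chromosome 2 from 9857078 to 9890034, had 288 ± 91.1 and 25.6 ± 16.8 CPM and a log2 fold change of 3.49 (standard error 0.58, adjusted p = 0.0012 from edgeR), again without overlap. Foxa1, on chromosome 12 from 57540628 to 57546916, had 390.0 ± 91.5 and 52.6 ± 50.9 CPM and a log2 fold change of 2.89 (standard error 0.61, adjusted p = 0.00445 from edgeR), also without overlap. Krt19, on chromosome 11 from 100140810 to 100148665, had 1322 ± 674 CPM in B1/P/Rbf and 248 ± 392 CPM in B1/P tumors. Its log2 fold change of 2.41 (standard error 1.11) was not called (adjusted p = 0.145 from edgeR), and 3 of 5 B1/P/Rbf tumors lay above every B1/P tumor (exact permutation test, p = 0.0238). Across the alternative fits the adjusted p of Krt19 ranged from 0.016 to 0.255. Krt19 was called by limma-voom with quantile normalization (0.0347) and by limma-voom with the library-set term (0.016). Without B1/P tumor 248662 its log2 fold change was 4.14, and it was called (adjusted p = 0.0224 from edgeR).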

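The heat map of Fig. 4E names 91 genes that were tested. All of them had a negative log2 fold change in B1/P/Rbf relative to B1/P tumors, from −5.45 to −0.25 with a median of −1.55. Over all genes tested 45 were called lower, and 68 when adjusted over the list alone, again on a list the study drew from these samples. In P/Rbf relative to B1/P tumors 82 of the 91 were negative and 35 were called lower.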

Further analysis revealed that B1/P basal-like tumors were enriched for matrisome and integrin gene sets [36, 37] with increased expression of collagens, laminins, integrins and extracellular matrix remodeling proteases (Fig. 5A–B). They also had decreased expression of genes involved in cell cycle regulation compared to B1/P/Rb_f_ tumors (Fig. 5C and Additional file 8: Fig. 7B), including mitotic checkpoint genes *Cdc20*, *Bub1*, and *Bub3*, corresponding to the slower growth of tumors observed in vivo (Fig. 1E). 

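The 25 collagens were lower in B1/P/Rbf relative to B1/P tumors, with a normalized enrichment score (NES) of −2.26 (adjusted p = 0.00117, gene permutation) and no member higher in B1/P/Rbf tumors. The 27 basement membrane genes had an NES of −1.82 (adjusted p = 0.00822, gene permutation), with 8 members higher and a median log2 fold change of −0.91. The αvβ3 integrin pathway had an NES of −1.71 over 63 genes (adjusted p = 0.00822, gene permutation), and the β1 integrin pathway an NES of −1.64 over 57 genes (adjusted p = 0.0169, gene permutation). The α6β1 and α6β4 integrin pathway was not called (NES −1.29, adjusted p = 0.201, gene permutation). Permuting genes treats them as independent, so camera and fry, which allow for correlation between genes, were run beside it. Under both, the collagens, the basement membranes and the αvβ3 pathway kept their calls, while the β1 pathway did not (Benjamini-Hochberg adjusted p = 0.0626 with limma's camera and 0.144 with limma's fry). Ranking genes by log2 fold change ended the calls of the basement membranes, the β1 and the αvβ3 pathway (adjusted p = 0.21, 0.353 and 0.0781, gene permutation). The β1 call also rested on single libraries, since its adjusted p was 0.454 without B1/P tumor 225070, and the αvβ3 pathway reached 0.166 without the same tumor.

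Of the genes in Fig. 5B, 20 were tested, and all 20 were lower in B1/P/Rbf tumors with a median log2 fold change of −1.59. Over all genes 13 were called lower, and 18 when adjusted over the list alone, which the study drew from these samples. Markers of fibroblasts, from a list fixed beforehand that holds some of the same collagens, were also lower in B1/P/Rbf tumors, with a difference in mean log2 CPM of −1.54 (exact permutation test, p = 0.0397, n = 5 and 5).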

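Relative to B1/P tumors, B1/P/Rbf tumors had higher scores for the PLK1 pathway (NES 2.31, 32 of 39 genes higher) and for DNA replication (NES 2.51, 30 of 35 genes higher), each with an adjusted p of 0.00117 by gene permutation. The KEGG cell cycle set was not tested, since the copy of its list was cut short at 66 of 113 genes. Of the genes in Fig. 5C, 50 were tested and 49 had a positive log2 fold change, with a median of 0.77. Over all genes 23 were called higher, and 39 when adjusted over the list alone, which the study drew from these samples.

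Cdc20 had a median of 112 CPM in B1/P/Rbf and 54.4 CPM in B1/P tumors (n = 5 each), a log2 fold change of 0.87 (standard error 0.27, adjusted p = 0.0364 from edgeR), and 3 of 5 B1/P/Rbf tumors lay above every B1/P tumor. Its adjusted p ranged from 0.0174 to 0.0825 across the alternative fits of all samples or of these groups alone, the latter giving the largest, and 7 single samples left out in turn each ended the call. Bub1 was not called, with 41.9 ± 17.7 and 29.1 ± 10.5 CPM and a log2 fold change of 0.52 (standard error 0.30, adjusted p = 0.241 from edgeR). Bub3 had 122 ± 26.0 and 85.8 ± 29.5 CPM and a log2 fold change of 0.51 (standard error 0.23), which was not called either (adjusted p = 0.144 from edgeR), with 1 of 5 B1/P/Rbf tumors, 209490, above every B1/P tumor. The library-set term brought the adjusted p of Bub3 to 0.0374 in edgeR and 0.034 in limma-voom, within a range that reached 0.203 across the alternative fits, and edgeR without B1/P tumor 255232 also called it (0.0427). Against normal gland, Bub1 was called higher in all 3 tumor groups, with log2 fold changes of 3.94, 3.42 and 4.66 in B1/P/Rbf, B1/P and P/Rbf tumors (largest adjusted p = 9.0e-06 from edgeR).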

Although *Brca1* was depleted in both basal-like B1/P and luminal B1/P/Rb_f_ models (Suppl. Figure 1D), expression of homologous recombination and nucleotide excision repair genes was comparatively lower in B1/P tumors (Fig. 5D-E), as expected for the triple-negative subtype of breast cancer.

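Between both models that carry its deletion, Brca1 had a log2 fold change of 0.96 in B1/P/Rbf relative to B1/P tumors (standard error 0.36, adjusted p = 0.0755 from edgeR), and 1 of 5 B1/P/Rbf tumors lay above every B1/P tumor. It was called by DESeq2 (0.0484), by limma-voom with quantile normalization (0.0463), and by edgeR without B1/P tumor 255232 (0.0215), and the adjusted p reached 0.118 across the alternative fits. The homologous recombination set was higher in B1/P/Rbf tumors, with an NES of 2.12 (adjusted p = 0.00117, gene permutation), 17 of 24 genes higher and a median log2 fold change of 0.40. Nucleotide excision repair had an NES of 2.04 (adjusted p = 0.00117, gene permutation) with 26 of 43 genes higher and a median log2 fold change of 0.13. Both sets kept their calls under camera and fry but not when genes were ranked by log2 fold change (adjusted p = 0.193 and 0.422, gene permutation). Of the 14 homologous recombination genes in Fig. 5D, 7 were called higher over all genes and 11 when adjusted over the list alone, with a median log2 fold change of 0.90. In Fig. 5E, 10 of 20 nucleotide excision repair genes were called higher by either adjustment, with a median of 0.59. Both lists were drawn by the study from these samples. In P/Rbf tumors, where Brca1 is intact, the homologous recombination set was also higher than in B1/P tumors (NES 2.26, adjusted p = 0.000919, gene permutation).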

**Fig. 5:**
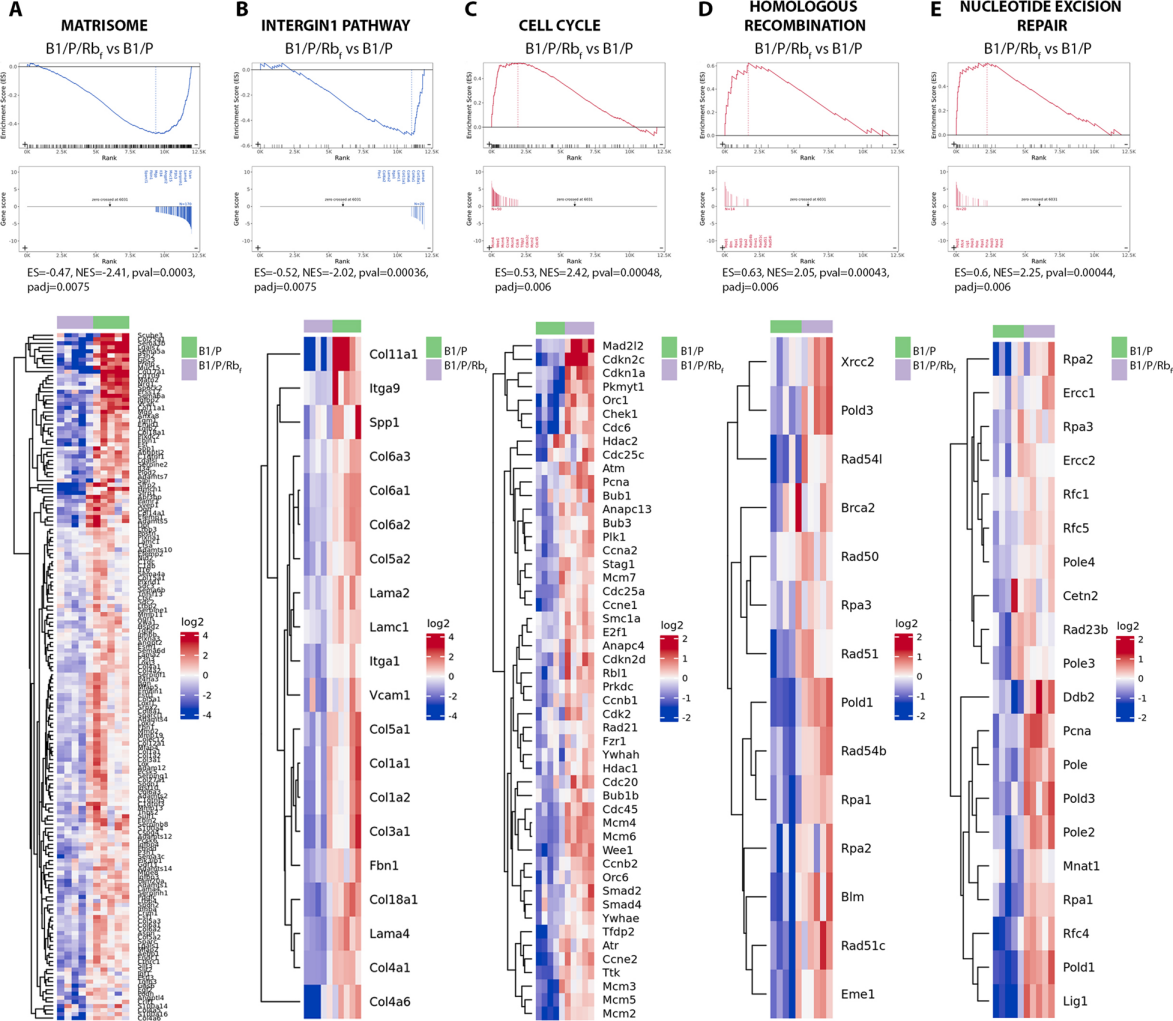
Several examples of pathways enriched in GSEA comparing B1/P/Rb_f_ and B1/P models. **A**-**B**) Genes of the matrisome **A** and integrin **B** gene set were upregulated in B1/P compared to B1/P/Rb_f_ tumors. **C**–**E**) Genes of the cell cycle **C**, homologous recombination **D** and nucleotide excision repair **E** were upregulated in B1/P/Rb_f_ compared to B1/P tumors

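P/Rbf tumors, which keep Brca1, had 53.1 ± 29.9 CPM of Esr1 (n = 5), a log2 fold change of 2.33 relative to B1/P tumors (standard error 0.50, adjusted p = 0.00513 from edgeR), and 4 of 5 P/Rbf tumors lay above every B1/P tumor. Once the library-set term was added this difference was not called (log2 fold change 1.66, adjusted p = 0.101 in edgeR and 0.356 in limma-voom), and the smallest adjusted p among the alternative fits was 5.4e-05 with DESeq2. Within the second library set, P/Rbf tumors could be compared with B1/P tumors 255232 and 248662 only, and no separate test was run within it. Between both groups with T121, Esr1 was higher in B1/P/Rbf than in P/Rbf tumors by a log2 fold change of 1.77 (standard error 0.49, adjusted p = 0.111 from edgeR), and no B1/P/Rbf tumor overlapped with a P/Rbf tumor. Among the alternative fits its adjusted p ranged from 0.0129 with DESeq2 to 0.224. Pgr, which encodes the progesterone receptor, had 288 ± 95.7 CPM in B1/P/Rbf, 127 ± 99.8 CPM in P/Rbf and 15.8 ± 20.6 CPM in B1/P tumors (SD, n = 5 each). Its log2 fold change relative to B1/P tumors was 4.19 in B1/P/Rbf tumors (standard error 1.27, adjusted p = 0.0321 from edgeR; not called without tumor 208857 or 246361), without overlap, and 3.01 in P/Rbf tumors (standard error 1.20, adjusted p = 0.0866 from edgeR), with 3 of 5 above every B1/P tumor. The difference between these 2 changes, which is that between B1/P/Rbf and P/Rbf tumors, was not called (log2 fold change 1.18, adjusted p = 0.662 from edgeR).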

Hormone receptor positivity in mammary tumors was not correlated to the presence or absence of the *Brca1* allele, but instead to inhibition of Rb_f_ via expression of the *TgK18GT*_*121*_ allele, pointing to differences in Rb pathway regulation as a key determinant between HR-positive and HR-negative models. 

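Rb1, on chromosome 14 from 73183673 to 73325822, had 70.9 ± 4.32 CPM in normal glands (n = 3) and 23.3 ± 2.72 CPM in B1/P tumors (n = 5). The log2 fold change was −1.60 (standard error 0.35, adjusted p = 0.00196 from edgeR), and every B1/P tumor lay below every gland (exact permutation test, p = 0.0179, the smallest that 5 samples against 3 allow). No alternative fit and no sample left out changed this call. All these fits set tumors against the same whole glands, which held genes of fat and muscle that tumors lacked. They cannot tell a fall of Rb1 in epithelial cells from a difference in cell composition.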

*Rb1*(pRb) gene expression was depleted in B1/P HR-negative tumors relative to the normal mammary gland (Fig. 6A and B), similar to observations in human triple-negative *BRCA1*-mutated tumors [38–40]. 

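Rb1 in B1/P/Rbf tumors had 28.2 ± 10.4 CPM and a log2 fold change of −1.33 relative to normal gland (standard error 0.35, adjusted p = 0.00636 from edgeR), and in P/Rbf tumors 37.3 ± 18.7 CPM and −0.93 (standard error 0.35, adjusted p = 0.0437 from edgeR). All 10 tumors with T121 lay below every gland. The library-set term left the change in B1/P/Rbf tumors uncalled (adjusted p = 0.122 in edgeR and 0.0826 in limma-voom), with adjusted p values down to 0.00185 among the other fits. The change in P/Rbf tumors was not called with library sizes only (adjusted p = 0.158 from edgeR), in a fit of these groups alone (0.0854) or when any of 7 samples was left out, while other fits gave values down to 0.00904.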

*Rb1* gene expression was also decreased in B1/P/Rb_f_ and P/ Rb_f_ HR-positive tumors (Fig. 6A-B), even though Rb family proteins were already suppressed at the protein level by T121. However, expression of Rb_f_ components p107 and p130, as well as expression of genes within the Rb pathway, differed between HR-positive and HR-negative tumors (Fig. 6A-B). 

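Rbl1, which encodes p107 and lies on chromosome 2 from 157145893 to 157204534, had 97.8 ± 31.5 CPM in B1/P/Rbf, 110 ± 45.0 CPM in P/Rbf and 46.7 ± 17.5 CPM in B1/P tumors (n = 5 each). Relative to B1/P tumors its log2 fold change was 1.07 in B1/P/Rbf tumors (standard error 0.30, adjusted p = 0.0221 from edgeR) and 1.23 in P/Rbf tumors (standard error 0.30, adjusted p = 0.01 from edgeR), with 4 of 5 tumors above every B1/P tumor in each. The first of these was not called without B1/P/Rbf tumor 210906 (adjusted p = 0.0615 from edgeR), and the second not with the library-set term (adjusted p = 0.144 in edgeR and 0.188 in limma-voom, against 0.00143 with DESeq2). Rbl2, which encodes p130 and lies on chromosome 8 from 91070057 to 91123844, had 31.9 ± 6.02 CPM in B1/P/Rbf, 29.5 ± 3.29 CPM in P/Rbf and 70.6 ± 33.3 CPM in B1/P tumors. The log2 fold change was −1.15 in B1/P/Rbf tumors (standard error 0.26, adjusted p = 0.00669 from edgeR; 3 of 5 below every B1/P tumor) and −1.26 in P/Rbf tumors (standard error 0.26, adjusted p = 0.00391 from edgeR; 4 of 5 below). In limma-voom with the library-set term the change in B1/P/Rbf tumors was not called (adjusted p = 0.0779, against 0.00035 with DESeq2). Of the 12 genes of Fig. 6A, 3 were called higher and 3 lower in B1/P/Rbf than in B1/P tumors, and 4 higher and 3 lower when adjusted over the list alone. Ccnd1 had the largest of these changes, with 41.5 ± 29.4 CPM in B1/P/Rbf and 671 ± 460 CPM in B1/P tumors and a log2 fold change of −4.01 (standard error 0.71, adjusted p = 0.00172 from edgeR), without overlap. Cdk6 followed with a log2 fold change of −3.75 (standard error 0.63, adjusted p = 0.00128 from edgeR), also without overlap. Cdk4 differed by a log2 fold change of −0.06 (adjusted p = 0.916 from edgeR), and its sign changed with the library-set term (0.07 in edgeR and 0.09 in limma-voom).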

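Against normal gland, Ccne1 rose from 3.97 ± 0.297 CPM (n = 3) to 34.4 ± 5.34 CPM in B1/P/Rbf and 30.5 ± 13.0 CPM in P/Rbf tumors (n = 5 each), log2 fold changes of 3.11 and 2.94 (adjusted p = 1.7e-05 and 2.8e-05 from edgeR). Cdkn2a rose from 0.454 ± 0.0326 CPM to 138 ± 48.0 and 220.1 ± 91.6 CPM, log2 fold changes of 8.24 and 8.91 (adjusted p = 3.8e-08 and 2.7e-08 from edgeR), and its counts cover the transcripts of both p16 and p19. Rbl1 rose by 2.26 and 2.43 (adjusted p = 0.000198 and 0.00011 from edgeR). For these 3 genes every tumor lay above every gland. In B1/P/Rbf tumors the log2 fold changes were 1.37 for Cdk2, 1.44 for Cdkn1a and 1.30 for Cdk4 (adjusted p = 0.00144, 0.0067 and 0.0066 from edgeR), without overlap with the glands. With the library-set term in edgeR, Cdk2 (1.07, adjusted p = 0.097) and Cdkn1a (0.30, adjusted p = 0.699) were not called in B1/P/Rbf tumors, against at most 0.00254 and 0.00529 in the alternative fits without it. In P/Rbf tumors the corresponding log2 fold changes were 1.40, 1.20 and 1.31 (adjusted p = 0.00117, 0.0181 and 0.00613 from edgeR), also without overlap, and Cdkn1a was not called there without gland 330154 or 330156. Cdkn1b was called in P/Rbf tumors (log2 fold change 1.23, standard error 0.42, adjusted p = 0.0304 from edgeR), where 4 tumors lay above and 1 below every gland, and not in B1/P/Rbf tumors (1.01, standard error 0.42, adjusted p = 0.0676 from edgeR), where all 5 lay above. Across the alternative fits the adjusted p of Cdkn1b ranged from 0.0102 to 0.279 in B1/P/Rbf tumors and from 0.0104 to 0.145 in P/Rbf tumors, leaving out single samples added the first call in 3 fits and ended the second in 5, and the difference between both tumor groups was not called (log2 fold change −0.22, adjusted p = 0.816 from edgeR).

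In B1/P tumors Ccnd1 rose from 135 ± 7.25 CPM in normal glands by a log2 fold change of 2.31 (standard error 0.81, adjusted p = 0.0357 from edgeR), and 5 single samples left out in turn each ended this call. Cdk6 rose from 23.2 ± 2.10 to 206 ± 149 CPM, a log2 fold change of 3.16 (standard error 0.76, adjusted p = 0.00436 from edgeR), and was not called with the library-set term in edgeR (1.88, adjusted p = 0.0702), against 1.9e-05 with DESeq2. Cdk4 rose from 92.6 ± 5.01 to 238 ± 66.6 CPM, a log2 fold change of 1.36 (standard error 0.34, adjusted p = 0.00569 from edgeR). For these 3 genes every B1/P tumor lay above every gland. Ccne1, Cdkn2a and Rbl1 rose in B1/P tumors too, by log2 fold changes of 2.26, 7.75 and 1.20 relative to normal gland (adjusted p = 0.000285, 8.8e-08 and 0.0166 from edgeR), without overlap, while Cdk2 (0.50), Cdkn1a (−0.15) and Cdkn1b (0.50) were not called (smallest adjusted p = 0.181 from edgeR). Rbl2 was not higher in B1/P tumors than in normal glands, at 94.3 ± 12.3 CPM in the glands, a log2 fold change of −0.42 (standard error 0.29, adjusted p = 0.282 from edgeR), with 4 of 5 tumors below every gland and 1 above. Of the 12 genes of Fig. 6A, 6 were called higher and 2 lower than in normal gland in B1/P/Rbf tumors, 6 and 1 in B1/P tumors, and 7 and 2 in P/Rbf tumors. From the lower Rb1 expression in both models and the different genes that it lists as raised, the paper concludes that suppression of the protein family dysregulates the pathway in B1/P/Rbf tumors through different mechanisms. The paper also measured genes of this pathway by RT-qPCR in tumors of each genotype, which was not analysed here.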

Increased expression of cell cycle genes *Ccne1* (Cyclin E), *Cdkn2A* (Cyclin-dependent kinase inhibitor 2A; p16)*, Rbl1* (Retinoblastoma-like 1; p107)*, Cdk2* (Cyclin-dependent kinase 2), *Cdkn1b* (Cyclin-dependent kinase inhibitor 1B, p27)*, Cdkn1a* (Cyclin-dependent kinase inhibitor 1A; p21) and *Cdk4* (Cyclin-dependent kinase 4) was observed in Rb_f_ suppressed tumors compared to the normal mammary glands, and increased expression of *Ccnd1* (Cyclin D1)*, Cdk4, Rbl2* (Retinoblastoma-like 2; p130) and *Cdk6* (Cyclin-dependent kinase 6) characterized B1/P tumors (Fig. 6A, Additional file 11: Fig. 8A–B). Thus, while *Rb1* gene expression is decreased in tumors from both B1/P/Rb_f_ and B1/P models, we conclude that suppression of the protein family in B1/P/Rb_f_ results in dysregulation of the pathway through different mechanisms. Of note, resistance to CDK4/6 inhibition has been previously linked to activation of CDK2 and modification of CCNE1, MYC, and CDKN1A activity [41], genes that were overexpressed in the B1/P/Rb_f_ tumors.

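Relative to normal gland, Myc was not called in B1/P/Rbf tumors, with 62.2 ± 38.8 CPM against 41.6 ± 4.01 CPM (SD, n = 5 and 3), a log2 fold change of 0.58 (standard error 0.56, adjusted p = 0.442 from edgeR), and 3 tumors above and 2 below every gland. Relative to B1/P tumors its log2 fold change was −0.89 (standard error 0.48, adjusted p = 0.22 from edgeR). Cdkn1a was higher in B1/P/Rbf than in B1/P tumors, with 169 ± 38.1 and 55.9 ± 22.6 CPM, a log2 fold change of 1.60 (standard error 0.32, adjusted p = 0.00314 from edgeR) and no overlap. Cdk2 was higher by 0.87 (standard error 0.24, adjusted p = 0.02 from edgeR), with 102 ± 28.0 and 55.6 ± 20.0 CPM and 4 of 5 tumors above every B1/P tumor, and it was not called with the library-set term (0.0866 in edgeR and 0.0641 in limma-voom), in a fit of these groups alone (0.0727) or without B1/P/Rbf tumor 210906 (0.0533), against 0.00572 with DESeq2. Ccne1 was higher by 0.85 (standard error 0.30), just short of the threshold (adjusted p = 0.0637 from edgeR), with 3 of 5 tumors above every B1/P tumor, and its adjusted p ranged from 0.0176 to 0.0679 across the alternative fits, and it was also called without tumor 255232 (0.0248) or 287842 (0.0305).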

**Fig. 6:**
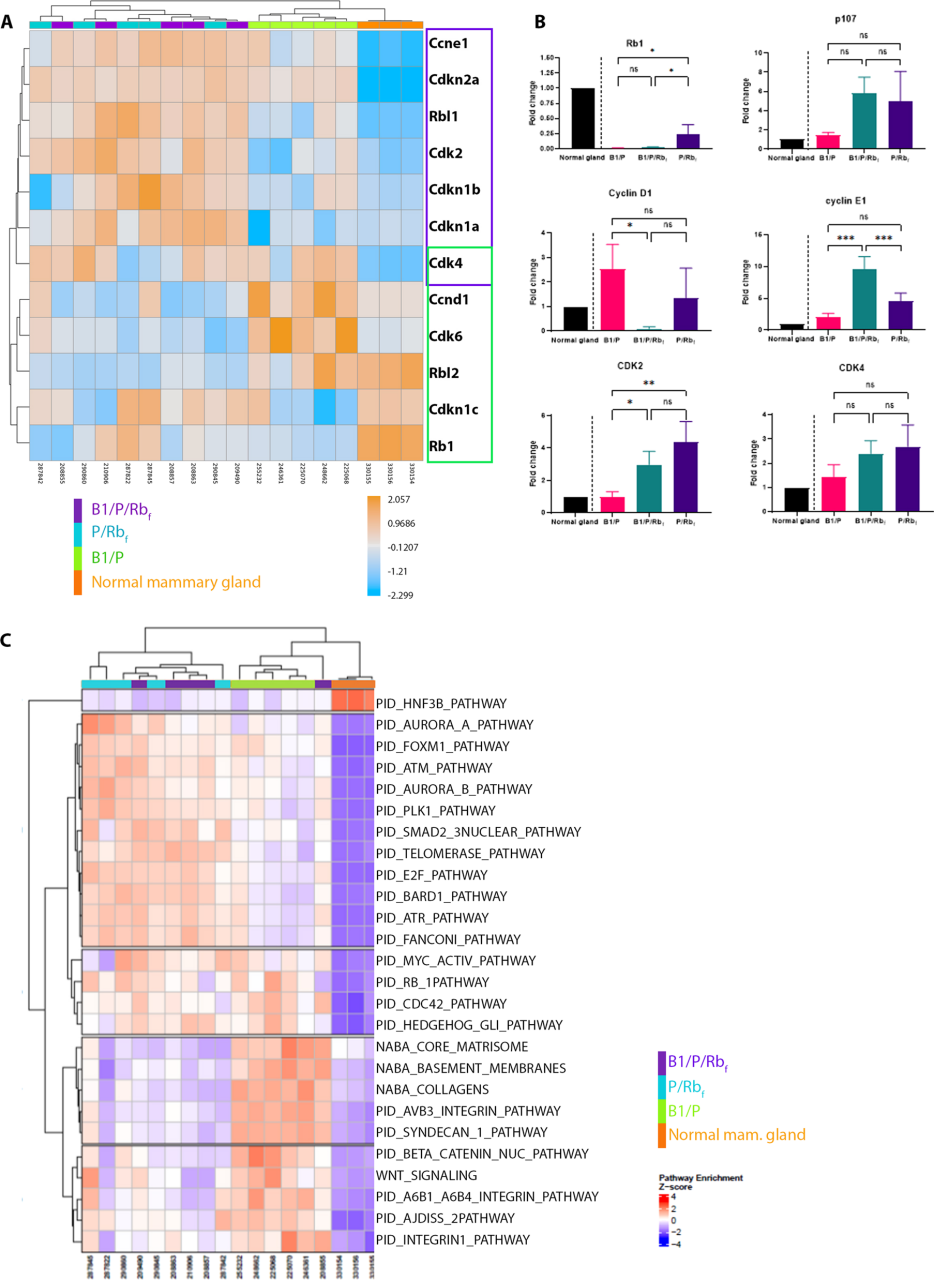
Pathway analysis reveals key differences in Rb pathway components and upregulation of druggable targets in mammary tumors. **A** Clustering of normalized RNA-seq data for genes in the Rb pathway revealed low levels of *Rb1* mRNA in the majority of tumors (regardless of genotype), and additional dysregulation of the pathway by increased expression of *Ccne1* (Cyclin E), *Cdkn2A (*Cyclin-dependent kinase inhibitor 2A; p16)*, Rbl1* (Retinoblastoma-like 1; p107)*, Cdk2* (Cyclin-dependent kinase 2), *Cdkn1b* (Cyclin-dependent kinase inhibitor 1B, p27)*, Cdkn1a* (Cyclin-dependent kinase inhibitor 1A; p21) and *Cdk4* (Cyclin-dependent kinase 4) (highlighted in purple frame) in tumors with Rb_f_ inhibition compared to the normal mammary glands and increased expression of *Ccnd1* (Cyclin D1)*, Cdk4, Rbl2* (Retinoblastoma-like 2; p130) and *Cdk6* (Cyclin-dependent kinase 6) (highlighted green frame) in B1/P tumors. **B** Expression of genes in the Rb pathway was analyzed by RT-qPCR on a set of 3 to 5 tumors from each genotype. Expression was normalized to normal mammary gland shown on the left side of each graph for illustration. Comparison of expression was performed between tumors of different genotype using One-tail ANOVA statistical analysis. **C** Single-sample GSEA (ssGSEA) heatmap highlights canonical pathways that were significantly enriched in mammary tumors

### Expression of *MCM* and other genes involved in cell cycle regulation and progression differentiate B1/P/Rb_f_, P/Rb_f_ and B1/P tumors

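Across 19186 genes, the log2 fold changes of B1/P/Rbf and of P/Rbf tumors relative to normal gland had a Pearson correlation of 0.902 and a Spearman correlation of 0.857, against a Pearson correlation of 0.760 between B1/P/Rbf and B1/P tumors. Genes are not independent replicates, and both changes share the same 3 glands, which alone gave a median correlation of 0.628 in 20 simulations of unchanged groups. Those simulations gave glands the same dispersion as tumors. Real pairs of glands differed less (chi-square of their counts per degree of freedom 27.0 to 99.4) than pairs of tumors of one model (210 to 562). The correlation due to shared glands alone may therefore be lower than 0.628. Of 5591 genes called in both comparisons, 5589 changed in the same direction. Between B1/P/Rbf and P/Rbf tumors 54 genes were called, 42 higher and 12 lower in B1/P/Rbf tumors, and 3083 had an unadjusted p of 0.05 or less. This count moved most with DESeq2, to 1026, of which 57.7% were higher against 77.8% of the 54, and in the simulation 26% of the DESeq2 calls were false. In a fit of these groups alone no gene was called, although 2791 had an unadjusted p of 0.05 or less, and with the library-set term in edgeR 5 were called, of which 1 was among the 54. Leaving out single tumors moved the count from 8, without P/Rbf tumor 287845, to 131, without B1/P/Rbf tumor 209490. Reg3b again rose most (log2 fold change 9.90, adjusted p = 0.0101 from edgeR), followed by the vomeronasal receptor gene Vmn1r32 (6.53, adjusted p = 0.0159 from edgeR), one of a family whose reads could be shared. Egfr fell most, with 7.85 ± 4.46 against 56.1 ± 40.2 CPM and a log2 fold change of −2.84 (adjusted p = 0.0311 from edgeR), and Stard4 had 8.44 ± 3.03 against 60.0 ± 28.2 CPM and −2.83 (adjusted p = 0.012 from edgeR), all 4 genes without overlap.

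No gene set was called higher in B1/P/Rbf than in P/Rbf tumors, and 6 of 41 were called lower. The MCM pathway alone had a positive score at an unadjusted p under 0.05 (0.0465, gene permutation). DNA replication had an NES of 1.37 (adjusted p = 0.193, gene permutation), the MCM pathway 1.51 (adjusted p = 0.155, gene permutation), nucleotide excision repair 0.61 and ribosome −0.64 (adjusted p = 0.999 each, gene permutation). The lowest scores were those of the aurora A (NES −2.24, adjusted p = 0.00424, gene permutation), aurora B (−2.16, adjusted p = 0.0056, gene permutation) and PLK1 pathways (−2.12, adjusted p = 0.00424, gene permutation). In this comparison camera called 3 sets and fry 1. Each library set holds only one of these genotypes, so the comparison rests on the B1/P tumors once the library-set term is added. With that term in limma-voom the signs of the ribosome and PLK1 scores turned, and the MCM pathway, DNA replication, nucleotide excision repair and ribosome sets were all called higher in B1/P/Rbf tumors (adjusted p = 0.00149 each, gene permutation). In edgeR with the term the same 4 sets were called, with adjusted p values of 0.00208 for all but nucleotide excision repair (0.0217). Without the term, limma-voom with quantile normalization called the MCM pathway and DNA replication (0.0126 each) and ribosome (0.0291), while fry gave ribosome an adjusted p of 0.991.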

Although B1/P/Rb_f_ and P/Rb_f_ tumors exhibited similar gene expression profiles when compared to normal mammary glands, GSEA on DEGs comparing the two HR-positive luminal models revealed that B1/P/Rb_f_ tumors had increased expression of genes of cell cycle, ribosome, nucleotide excision repair, and DNA replication gene sets compared to P/Rb_f_ tumors (Additional file 12: Table 4 and Additional file 13: Figure 9A–C). Notably, increased expression of genes in the minichromosome maintenance (Mcm) protein complex were common to the cell cycle and DNA replication gene sets that were differentially expressed in the two models (Additional file 12: Table 4; Additional file 13: Fig. 9D–E). 

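All 6 genes from Mcm2 to Mcm7 had a positive log2 fold change in B1/P/Rbf relative to P/Rbf tumors, with a median of 0.43, and none was called, over all genes tested or when adjusted over the list alone, while 1, Mcm6, had an unadjusted p under 0.05 in edgeR. The largest was that of Mcm2 (0.51, standard error 0.25, adjusted p = 0.337 from edgeR), and the smallest adjusted p was 0.188, for Mcm6 (0.45, standard error 0.17). For Mcm2, Mcm3, Mcm6 and Mcm7 every B1/P/Rbf tumor lay above every P/Rbf tumor (exact permutation test, unadjusted p = 0.00794 each, n = 5 and 5), and for Mcm4 4 of 5 did (exact permutation test, unadjusted p = 0.0159). Mcm5 had a log2 fold change of 0.33 (exact permutation test, unadjusted p = 0.119). Means in B1/P/Rbf tumors ranged from 235 CPM for Mcm5 to 446 CPM for Mcm6. Relative to B1/P tumors Mcm2, Mcm4, Mcm5 and Mcm6 were called higher in B1/P/Rbf tumors, with log2 fold changes of 1.24, 1.38, 1.26 and 1.36 (largest adjusted p = 0.00395 from edgeR) and no overlap. Mcm3 (0.63, adjusted p = 0.193 from edgeR) and Mcm7 (0.31, adjusted p = 0.482 from edgeR) were not called there, and their spread in B1/P tumors, 181 ± 139 and 245 ± 162 CPM, came largely from B1/P tumor 255232, at 427 and 532 CPM. Against normal gland all 6 genes were called higher in every tumor group, with median log2 fold changes of 3.26 in B1/P/Rbf, 2.26 in B1/P and 2.87 in P/Rbf tumors.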

The MCM complex, made up of six proteins, MCM2 through MCM7, is a DNA helicase essential for genomic DNA replication [42], and a direct association between MCM7 and proteins of the Rb family in vivo was shown previously to lead to inhibition of DNA replication [43]. In tumors with Rb_f_ suppression, release of MCM complex helicase activity thus may lead to increased DNA replication, as evidenced by decreased tumor latency observed in B1/P/Rb_f_ and P/Rb_f_ mice compared to B1/P mice. Several members of the Mcm family have been previously reported as highly expressed in malignancies including BC [44, 45], and have been proposed as prognostic markers and potential therapeutic targets [46, 47].

### Sensitivity of mammary tumors to targeted drugs

Luminal B1/P/Rb_f_ tumors were distinct from basal-like B1/P tumors by gene expression and HR-positivity status, yet they lacked sensitivity to hormone removal, and anti-hormonal therapy with tamoxifen was not effective. Thus, we explored alternate pathways for targeted therapeutics. 

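Relative to normal gland, 7108 genes were called in B1/P/Rbf tumors (3273 higher, 3835 lower), 6481 in B1/P tumors (3232 higher, 3249 lower) and 7230 in P/Rbf tumors (3333 higher, 3897 lower). The share of higher genes depended on the scaling, at 46.0%, 49.9% and 46.1% with TMM against 64.0%, 67.8% and 59.9% with library sizes only, which shifted the median log2 fold change of all genes by 0.37, 0.35 and 0.27. In the normal glands the 10 genes with the most counts held between 12.57% and 13.32% of the counts, against 3.55% to 5.87% in the tumors. With the library-set term in edgeR the counts were 3879, 5012 and 7448, and the first library set holds no gland, so B1/P/Rbf tumors could not be compared with glands within a set. Genes of fat and skeletal muscle were among the largest falls. Cyp2e1 was at least 22205-fold lower in B1/P/Rbf tumors and Pvalb at least 25622-fold lower in P/Rbf tumors, and Mup22, one of a family of near-identical genes, fell in B1/P tumors by a log2 fold change of −12.95 (adjusted p = 3.6e-06 from edgeR). Myh4 fell in B1/P/Rbf tumors (−17.54, adjusted p = 9.7e-05 from edgeR), Lrrc30 was at least 401-fold lower in B1/P tumors, and Mybpc1 was at least 7386-fold lower in P/Rbf tumors. The largest rises were Reg3b (at least 1325-fold) and Bpifa1 (at least 855-fold) in B1/P/Rbf tumors, Acan (at least 223-fold) and Fstl4 (at least 88.3-fold) in B1/P tumors, and Gm49394 (at least 814-fold) and Muc5b (log2 fold change 13.77, adjusted p = 0.00423 from edgeR) in P/Rbf tumors. Their spread was often wider than the mean, as for Bpifa1 (90.4 ± 121 CPM), Acan (23.5 ± 33.1 CPM), Fstl4 (9.33 ± 13.6 CPM) and most of all Muc5b (856 ± 1834 CPM, n = 5 each).

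Of the 41 gene sets, 33 were called higher and 2 lower than in normal gland in B1/P/Rbf tumors, 33 and 1 in B1/P tumors, and 34 and 2 in P/Rbf tumors. The study had listed these sets as enriched on these samples, many of them against these same glands, so the counts are not independent evidence. The PLK1 pathway had the highest score in each, with an NES of 3.15, 3.16 and 3.12. Collagens were called only in B1/P tumors (NES 2.39, adjusted p = 0.000512, gene permutation, against 0.90 and 0.61 in the other groups), and ribosome was lower in B1/P/Rbf (−2.19, adjusted p = 0.000627, gene permutation) and P/Rbf tumors (−2.10, adjusted p = 0.000512, gene permutation) but not in B1/P tumors (−0.69, adjusted p = 0.938, gene permutation). Between P/Rbf and B1/P tumors themselves 3684 genes were called, 1618 higher and 2066 lower, with Muc5b (log2 fold change 14.04, adjusted p = 0.00251 from edgeR; 856 ± 1834 CPM in P/Rbf tumors) rising and Col9a1 (−11.96, adjusted p = 0.000159 from edgeR; 245 ± 392 CPM in B1/P tumors) falling most among genes above 3 counts in both groups. Ribosome was lower there (NES −2.45) and collagens too (NES −2.34, adjusted p = 0.000919 each, gene permutation), and ribosome was also lower in B1/P/Rbf than in B1/P tumors (NES −2.34, adjusted p = 0.00117, gene permutation).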

GSEA analysis revealed several significantly enriched canonical pathways in mammary tumors (Additional file 14: Table 5). 

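Scores per sample were computed by the ssGSEA method with a rank weight of 0.25, and the 10 tumors with T121 were compared with the 5 B1/P tumors by an exact two-sided permutation test over 3003 splits, adjusted over 41 sets. Scores differed for 29 sets, 15 higher and 14 lower in tumors with T121, and for 18 when the mean z-score of the genes was used instead. The PLK1 pathway scored 0.341 ± 0.0204 (n = 10) in tumors with T121, 0.276 ± 0.0342 in B1/P tumors (n = 5) and 0.0891 ± 0.00129 in normal glands (n = 3; exact permutation test between tumors, p = 0.000333, adjusted 0.00341). Telomerase scored 0.297 ± 0.00702 against 0.279 ± 0.00764 (exact permutation test, p = 0.000666, adjusted 0.00341, n = 10 and 5). For aurora A the scores were 0.340 ± 0.0242 and 0.294 ± 0.0151 (exact permutation test, adjusted p = 0.00637) and for aurora B 0.350 ± 0.0214 and 0.317 ± 0.0192 (exact permutation test, adjusted p = 0.0248). With mean z-scores in its place the single-sample score of PID_AURORA_A_PATHWAY did not differ (exact permutation test, adjusted p = 0.0614), nor did the single-sample score of PID_AURORA_B_PATHWAY (exact permutation test, adjusted p = 0.0676), and the aurora B score was not called without B1/P tumor 225070 (exact permutation test, adjusted p = 0.0658). Among repair sets, homologous recombination scored 0.181 ± 0.0152 against 0.121 ± 0.0211 (exact permutation test, adjusted p = 0.00341) and nucleotide excision repair 0.236 ± 0.00959 against 0.209 ± 0.0201 (exact permutation test, adjusted p = 0.0079). All 10 tumors with T121 scored above every normal gland for each of these sets, and so did all 5 B1/P tumors. The study had chosen these sets on these samples.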

We used Single-sample GSEA (ssGSEA) to calculate separate enrichment scores for each pairing of a sample and a gene set, which were then plotted in a heatmap displaying pathway enrichment for each individual sample (Fig. 6C). ssGSEA in HR-positive tumors revealed enrichment for canonical pathways encompassing druggable targets, such as DNA repair, telomerase, aurora kinase, and PLK1 (Fig. 6C, Additional file 14: Table 5). 

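The genes drawn in both diagrams of Fig. 7 and found in the counts number 44 over the 2 pathways, 21 in PI3K/AKT and 23 in ERK/MAPK. Relative to normal gland, 1 PI3K/AKT gene was called higher and 4 lower in B1/P/Rbf tumors, 2 and 3 in B1/P tumors, and 2 and 4 in P/Rbf tumors, with the same counts when adjusted over the list alone. Of the ERK/MAPK genes, 3 were called higher and 3 lower in B1/P/Rbf tumors, 1 and 4 in B1/P tumors, and 4 and 2 in P/Rbf tumors (3 and 3, 0 and 3, and 3 and 2 when adjusted over the list alone, where 5 genes were higher in B1/P tumors at an unadjusted p under 0.05). With library sizes only, the PI3K/AKT genes called higher numbered 4 in B1/P/Rbf, 2 in B1/P and 5 in P/Rbf tumors, and the ERK/MAPK genes 6, 6 and 9. Akt1 was called higher in all 3 groups, with log2 fold changes of 0.91, 1.07 and 1.23 in B1/P/Rbf, B1/P and P/Rbf tumors (adjusted p = 0.0117, 0.00475 and 0.00152 from edgeR), and every tumor lay above every gland. Akt2 (−1.24, −1.78 and −1.38) and Eif4ebp1 (−2.25, −1.68 and −1.58) were called lower in all 3 groups, without overlap (largest adjusted p = 0.00676 from edgeR). The ERK/MAPK gene that fell most (−4.72, −5.72 and −4.81) is also on a list of adipocyte markers fixed beforehand. Since the glands held genes of fat and muscle that tumors lacked, these comparisons do not separate changes in tumor cells from the loss of other tissue. Ets2 was higher in B1/P/Rbf (2.11, adjusted p = 0.00116 from edgeR) and P/Rbf tumors (2.39, adjusted p = 0.000444 from edgeR), without overlap. Relative to B1/P tumors, where it was not called against normal gland, Ets2 was called higher in both groups (1.42 and 1.71, adjusted p = 0.011 and 0.004 from edgeR). Map2k1 was called only in B1/P/Rbf tumors (1.55, adjusted p = 0.00164 from edgeR), where its paralog Map2k2 was lower (−0.77, adjusted p = 0.0127 from edgeR). Map2k1 was also called higher in B1/P/Rbf than in B1/P tumors (1.26, adjusted p = 0.00579 from edgeR) but not than in P/Rbf tumors (0.87, adjusted p = 0.138 from edgeR). Pik3ca (largest absolute log2 fold change −0.18) and Mtor (0.40) were not called in any group (smallest adjusted p = 0.247 from edgeR).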

Key components of the PI3K and MAPK pathways were also upregulated in all three tumor types (Fig. 7A–B).

**Fig. 7:**
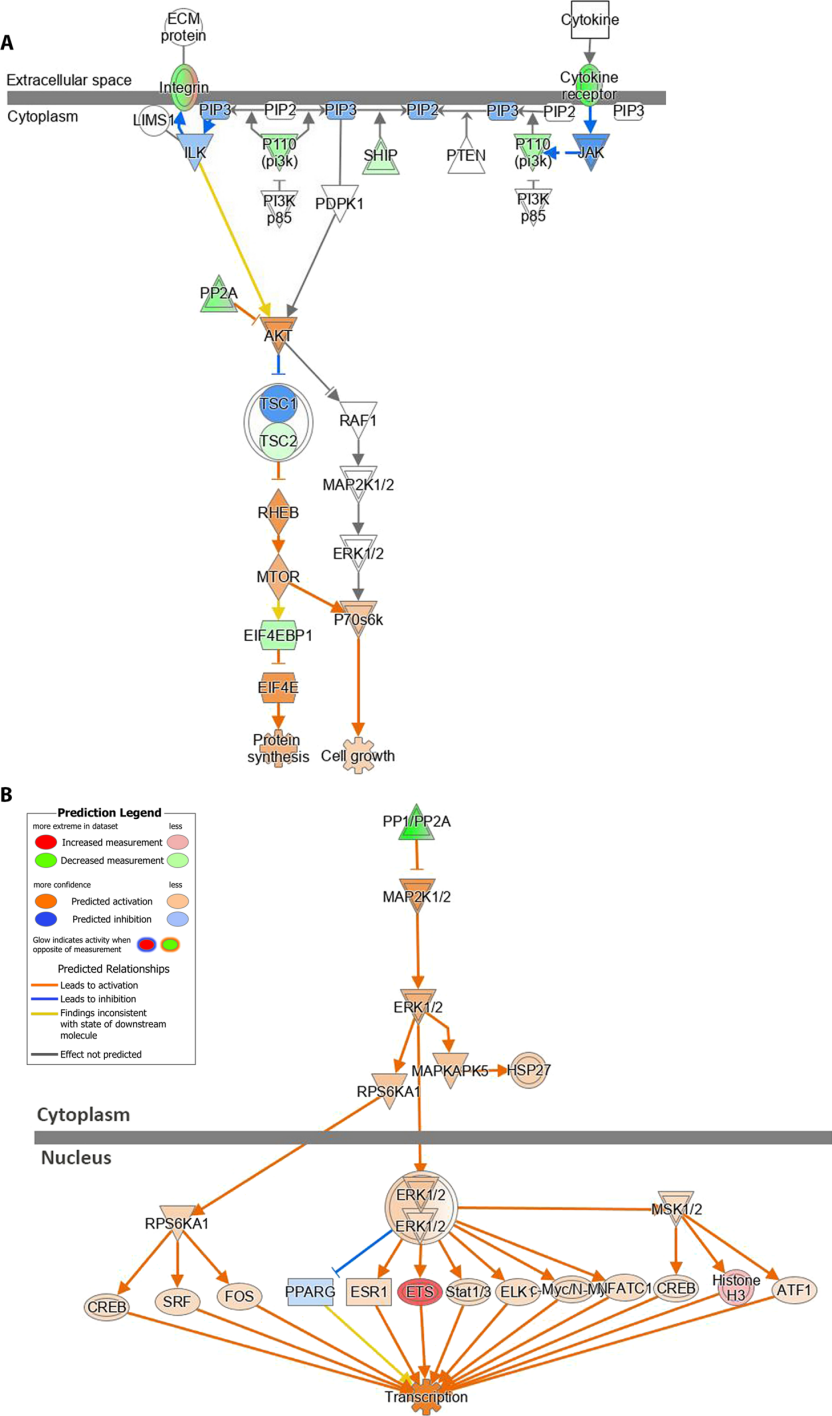
Upregulation of additional targetable pathways. Ingenuity Pathway Analysis diagrams illustrating alterations in PI3K/AKT **A** and ERK/MAPK **B** canonical pathways in B1/P/Rb_f_ tumors. Data were analyzed through the use of QIAGEN Ingenuity Pathway Analysis (*Bioinformatics*. 2014 Feb 15;30(4):523–30)

To assess the efficacy of therapeutics targeting these pathways, mammary cell lines derived from the primary tumors from basal-like and luminal models were subjected to in vitro potency assays (Fig. 8A–L). Standard-of-care chemotherapeutic agents targeting cell division and DNA repair, including anthracyclines (doxorubicin; a topoisomerase II inhibitor), taxanes (paclitaxel; a microtubule inhibitor) and SN38 (the active metabolite of irinotecan; a topoisomerase I inhibitor), were potent in tumor cell lines derived from both models (Fig. 8A–C). 

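The RB pathway set scored 0.269 ± 0.00906 in B1/P/Rbf tumors (n = 5), 0.282 ± 0.00757 in P/Rbf tumors (n = 5), 0.294 ± 0.0067 in B1/P tumors (n = 5) and 0.242 ± 0.00152 in normal glands (n = 3). All 15 tumors scored above every gland. The 10 tumors with T121 scored lower than the B1/P tumors by 0.0181 (exact permutation test, p = 0.005, adjusted 0.0102). With mean z-scores the single-sample score of PID_RB_1PATHWAY did not differ (exact permutation test, adjusted p = 0.708). In the ranked lists the set was higher than in normal gland in B1/P/Rbf (NES 1.96, adjusted p = 0.000627, gene permutation), B1/P (2.13, adjusted p = 0.000512, gene permutation) and P/Rbf tumors (2.01, adjusted p = 0.000512, gene permutation). Ranking by log2 fold change ended these calls (adjusted p = 0.555, 0.143 and 0.0959, gene permutation). Between B1/P/Rbf and B1/P tumors the set was not called (NES −1.29, adjusted p = 0.192, gene permutation), and it was lower in B1/P/Rbf than in P/Rbf tumors (−1.68, adjusted p = 0.0345, gene permutation).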

The RB pathway was enriched in B1/P/Rb_f_ tumors (Fig. 6C), but cells were not sensitive to the CDK4/6 inhibitor, palbociclib (Fig. 8D), confirming that inhibition of Rb_f_ by T121 results in activation of the pathway downstream of CDK4/6/cyclin D1. B1/P cells were resistant to palbociclib as well, likely as a consequence of *Rb1* downregulation (Fig. 6A). The EGFR/Her2 inhibitors afatinib and neratinib were not potent in B1/P/Rb_f_ tumor cells despite amplification and upregulation of Her2, indicating downstream activation of the pathway (Fig. 8E–F). The PI3K/mTOR pathway is frequently activated in endocrine-resistant BC and is correlated with resistance to CDK4/6 inhibitors [48, 49]. In cell lines from two models, only dual inhibition of PI3K and mTOR (by BEZ235 or gedatolisib) resulted in suppression of cell growth at low nM concentrations (Fig. 8G–H), while inhibition of PI3K (by alpelisib or buparlisib) or mTOR alone (by rapamycin) had no effect (Fig. 8I–K), likely due to feedback loops activated when only one pathway node is inhibited. Both cell lines were also sensitive to the MEK inhibitor trametinib (Fig. 8L), indicating that the MAPK pathway may play a pivotal role in cell proliferation in these models.

**Fig. 8:**
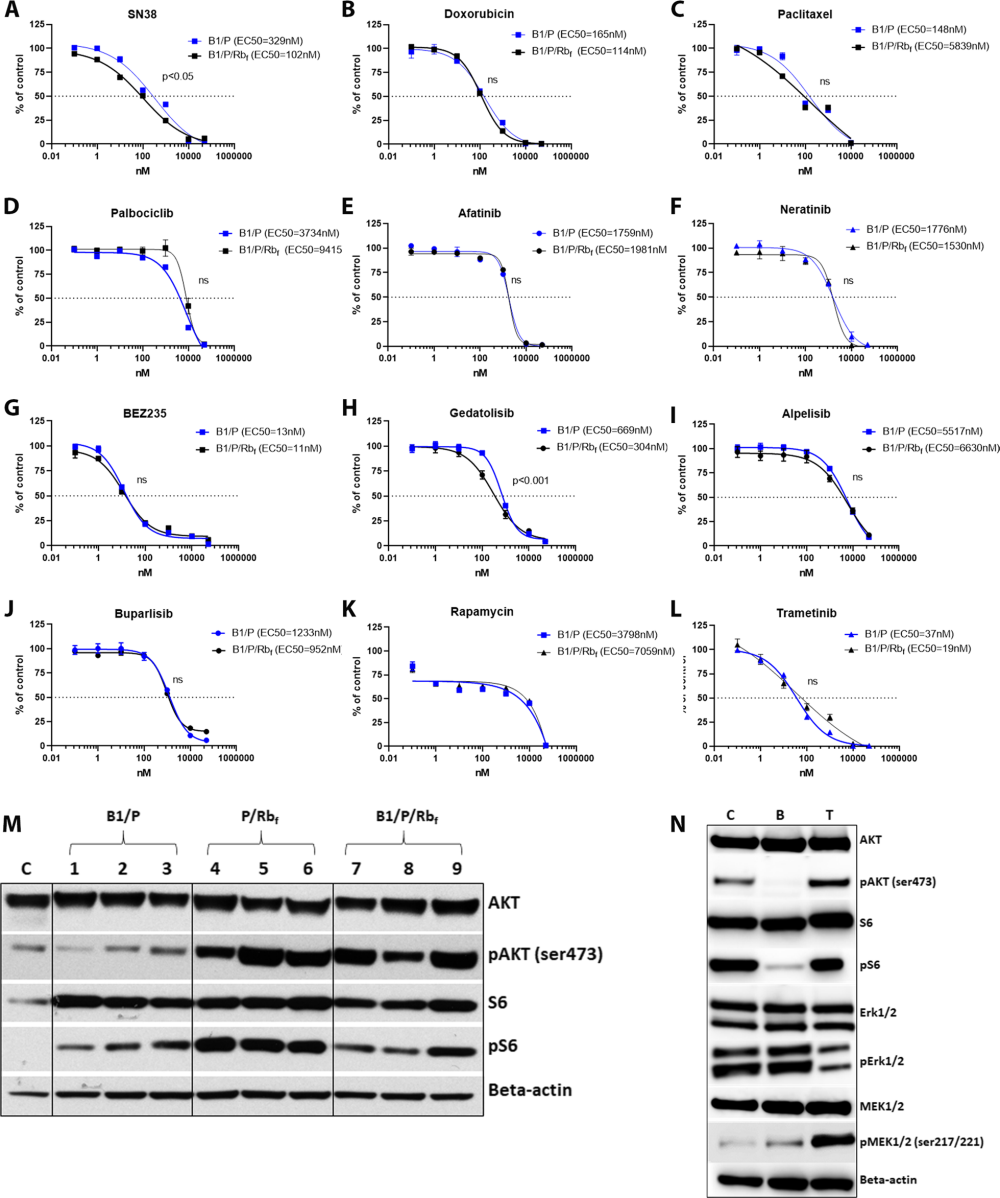
Mammary tumor cells respond to select targeted treatments. Black curves indicate potency in the B1/P/Rb_f_ cell line and blue curves potency in the B1/P cell line. Cells display sensitivity to chemotherapeutic agents, PI3K/mTOR dual inhibition, and MEK inhibition, and are resistant to CDK4/6 and EGFR/Her2 inhibition. **A** Topoisomerase I inhibitor, irinotecan/SN38. **B** Topoisomerase II inhibitor, doxorubicin. **C** Microtubule inhibitor, paclitaxel. **D** CDK4/6 inhibitor, palbociclib. **E**–**F**) EGFR/Her2 inhibitors, afatinib and neratinib. **G-H** PI3K/mTOR inhibitors, BEZ235 and gedatolisib. **I**–**J**) PI3K inhibitors, alpelisib and buparlisib. **K** mTOR inhibitor, rapamycin. **L** MEK inhibitor, trametinib. Differences between EC50 values were evaluated by extra sum-of-squares F test using Graph Pad Prism. **M** Western blot analysis shows activation of PI3K pathway by increased phosphorylation of AKT and S6 in mammary tumors of P/Rb_f_ and B1/P/Rb_f_ tumors compared to normal mammary gland, **N** Inhibition of PI3K and MEK pathways after 4 h of treatment with BEZ235 or Trametinib in B1/P/Rb_f_ cell line. *C* = control (DMSO-treated cells), *B* = BEZ235 (200 nM) treated cells, *T* = trametinib (200 nM) treated cells

We confirmed that pAKT and pS6 expression were increased in B1/P/Rb_f_ and P/Rb_f_ mammary tumors and pS6 was increased in B1/P tumors compared to normal mammary gland tissue (Fig. 8M). Short-term treatment of B1/P/Rb_f_ cells with BEZ235 effectively inhibited phosphorylation of AKT and S6 (Fig. 8N). However, while short-term treatment with trametinib inhibited pERK in B1/P/Rb_f_ cells, pMEK was concomitantly increased (Fig. 8N), indicating that efficacy might be limited due to incomplete inhibition of the pathway. Taken together, these data point to the potential for overcoming resistance to CDK4/6 inhibition via drugs targeting alternate signaling pathways, and to the utility of the mammary cancer models presented here for evaluation of therapeutic combinations that target these pathways.

## Discussion

Between 10 and 20% of breast cancers arising in BRCA1 mutation carriers are ER + , and evidence of both loss of heterozygosity and homologous recombination deficiency has been found in these tumors [50]. Hormone receptor positivity may even indicate a less favorable prognosis for young women, with a higher risk of distant relapses [51], therefore a tumor model for BRCA1 loss of function together with hormone receptor positivity is relevant for evaluating new treatment strategies. Here, we describe the development and characterization of novel genetically engineered mouse mammary cancer models representing the major histological subtype of BC, the ductal carcinoma. We observed segregation into two molecular subtypes based on induced genetic aberrations. Tumors expressing part of the large T antigen (T121), and thus inhibiting proteins of the Rb family, displayed the luminal subtype of breast cancer, and cells were positive for expression of hormone receptors and Her2, regardless of their *Brca1* status, while tumors with loss of *Trp53* and *Brca1* but without Rb_f_ suppression exhibited the triple-negative phenotype.

Induction of genetic events by intraductal adeno-Cre injection into adult glands bypasses dependence on promoters that may express very early in mouse mammary development in progenitor cells, or that require lactation prior to tumor development. It also avoids development of the lymphomas that were reported *for MMTV-Cre, Rb*^*fl/fl*^*, p53*^*fl/fl*^ mice [52]. The effects of loss of Trp53, Rb and Brca1function and the resulting molecular subtype of the tumor may be critically dependent on which progenitor mammary cells are induced. For example, previously reported mouse models incorporated similar genetic aberrations using *MMTV-Cre* and *WAP-Cre* lines but exhibited oncogenesis in different subpopulations of cells within the mammary stem cell hierarchy [52, 53]. MMTV promoter-driven deletion of Rb1, p107, and Trp53 was observed to result in a mixture of luminal and EMT/spindle-like tumors [52]. Similarly, *MMTV-Cre*- and *WAP-Cre*-driven deletion of *Rb* and *Trp53* in luminal or basal primary mammary epithelial cells ex vivo gave rise to spindle cell tumors [54] that were not observed in our P/Rb_f_ model, which retained a luminal B profile and HR + status.

There are two variables that likely contribute to the differences in our results compared to previous work. First is the extent of Rb suppression, namely all three proteins of the Rb family (pRb, p107 and p130) are suppressed in our models instead of pRb alone, as in Jones et al. [54]. Suppression of Rb activity, including functions of p107 and p130 that partly overlap with pRb [55], may affect expression of an alternative set of genes than *Rb1* loss alone (supported by our RNAseq data). Second, we utilized a different induction method than in previous studies; for example, Kumar et al. [13] used *WAP-Cre* directed expression of *MMTV-T121* to suppress Rb_f_, and when combined with Trp53 and Brca1 inactivation mice developed carcinosarcomas that variably expressed basal/myoepithelial lineage markers (Keratins-5, -14) and epithelial-to-mesenchymal transition (EMT) in addition to adenocarcinoma tumors*.* In our models, suppression of Rb_f_, via *K18-T121*, combined with loss of *Brca1 and Trp53,* leads solely to development of adenocarcinomas. Thus, *MMTV-T121* combined with *WAP-Cre* induction may differ from adeno-Cre mammary intraductal injection in the nature of the mammary epithelial cells that are targeted. Additionally, parity is necessary for WAP-Cre expression, whereas our intraductal injection of adeno-Cre virus occurred in virgin glands. In summary, the histological spectrum of tumors combining loss of *Trp53* and *Brca1* with Rb inhibition is likely dependent on a combination of two parameters, the extent of Rb suppression and the particular subpopulation of mammary cells in which the induction of these aberrations occurs.

It has been proposed that the two types of mature luminal cells, ER + PR + and ER-PR-, develop from separate progenitor cells and that these two lineages are independently maintained [56]. Thus, genetic aberrations induced by WAP-Cre may be initiated in ER-PR- luminal progenitors of alveolar cells rather than in ER + PR + luminal progenitors. Based on the observed ER + PR + hyperplasia and MIN in B1/P mice, and subsequent progression to ER-PR- tumors, we propose that basal-like and luminal BC in our models may arise from a common ER + luminal progenitor population. In our models expressing the *T121* transgene, early Rb_f_ inhibition prevents progression to the ER- basal-like subtype. Whether a common luminal progenitor cell gives rise to both ER + PR + and ER-PR- cell types in normal mammary gland development is not yet determined, but cellular plasticity is a known feature of oncogenic transformation in mammary epithelial cells, and can result in conversion of luminal cells to basal-like tumors [56].

Our results also suggest a possible relationship between ER and the Rb pathway that determines the expression of ER in T121-expressing tumors. Previously, the presence of a p130 (*Rbl2)* multimolecular complex on the estrogen receptor alpha (*Esr1*) promoter was strongly correlated with the methylation status of *Esr1* [57, 58]. 

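In individual B1/P tumors Rbl2 ranged from 34.1 to 123 CPM, so that only the highest exceeded all 3 normal glands (exact permutation test of B1/P tumors against glands, p = 0.25, n = 5 and 3). With single samples left out its log2 fold change relative to normal gland stayed between −0.71 and −0.24, and no alternative fit made it positive, while without B1/P tumor 248662 it was called lower than in the glands (−0.71, adjusted p = 0.0352 from edgeR). Relative to normal gland, Rbl2 was lower in B1/P/Rbf (−1.56, adjusted p = 0.000456 from edgeR) and P/Rbf tumors (−1.68, adjusted p = 0.000239 from edgeR), and every one of these tumors lay below every gland. The library-set term ended the first of these calls (adjusted p = 0.139 in edgeR and 0.0888 in limma-voom, against 4.9e-06 with DESeq2). Esr1 was lower in B1/P tumors than in normal glands, which had 122 ± 20.7 CPM (n = 3), by a log2 fold change of −3.53 (standard error 0.56, adjusted p = 0.000152 from edgeR), without overlap. In B1/P/Rbf tumors it was not called relative to normal gland (0.56, standard error 0.56, adjusted p = 0.457 from edgeR), nor in P/Rbf tumors, where it was lower (−1.20, standard error 0.54, adjusted p = 0.0899 from edgeR), every tumor lay below every gland, and limma-voom with quantile normalization called it (−1.56, adjusted p = 0.0181). Methylation of the Esr1 promoter was not measured by these libraries.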

The observed increased expression of p130 in our triple-negative model could lead, through this complex, to increased methylation of *Esr1* and thus to the observed ER-negative status. Conversely, decreased levels of p130 in B1/P/Rb_f_ tumors may lead to decreased *Esr1* promoter methylation and thus to increased expression of ER that was observed in this group of tumors. However, the interactions between ER and Rb pathways are not yet fully understood, and new roles of p107 and p130 in transcriptional control of various genes are still emerging [59]. For example, members of the E2F protein family, together with Rb family proteins, can form multiple complexes with different functions in controlling downstream transcription of cell cycle genes [59]. 

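The E2F pathway set was higher in B1/P/Rbf than in B1/P tumors, with an NES of 1.96 (adjusted p = 0.00117, gene permutation), 43 of 64 genes higher and a median log2 fold change of 0.39, and camera and fry kept this call. It was not called when genes were ranked by log2 fold change (adjusted p = 0.21, gene permutation). Relative to normal gland the set was higher in every tumor group, with an NES of 2.73 in B1/P/Rbf, 2.52 in B1/P and 2.77 in P/Rbf tumors. Scores per sample were 0.295 ± 0.0114 in tumors with T121 (n = 10) and 0.257 ± 0.0138 in B1/P tumors (n = 5; exact permutation test, adjusted p = 0.00341). Of 12434 genes listed in Table S6, 1999 were present in the copy used, so the table was not tested as a set.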

As p130 and p107 can form distinct complexes to regulate E2F promoter motifs [59], it follows that functional loss of all three pocket proteins in B1/P/Rb_f_ tumors results in a different expression profile than *Rb1* loss (Additional file 15: Table 6) in B1/P tumors (See Fig. 9A–B diagrams). We propose that de-repression of cell cycle genes as well as *Esr1* promoter repression differ in HR + and HR- tumor models due to the change in Rb_f_ status (Fig. 9).

**Fig. 9:**
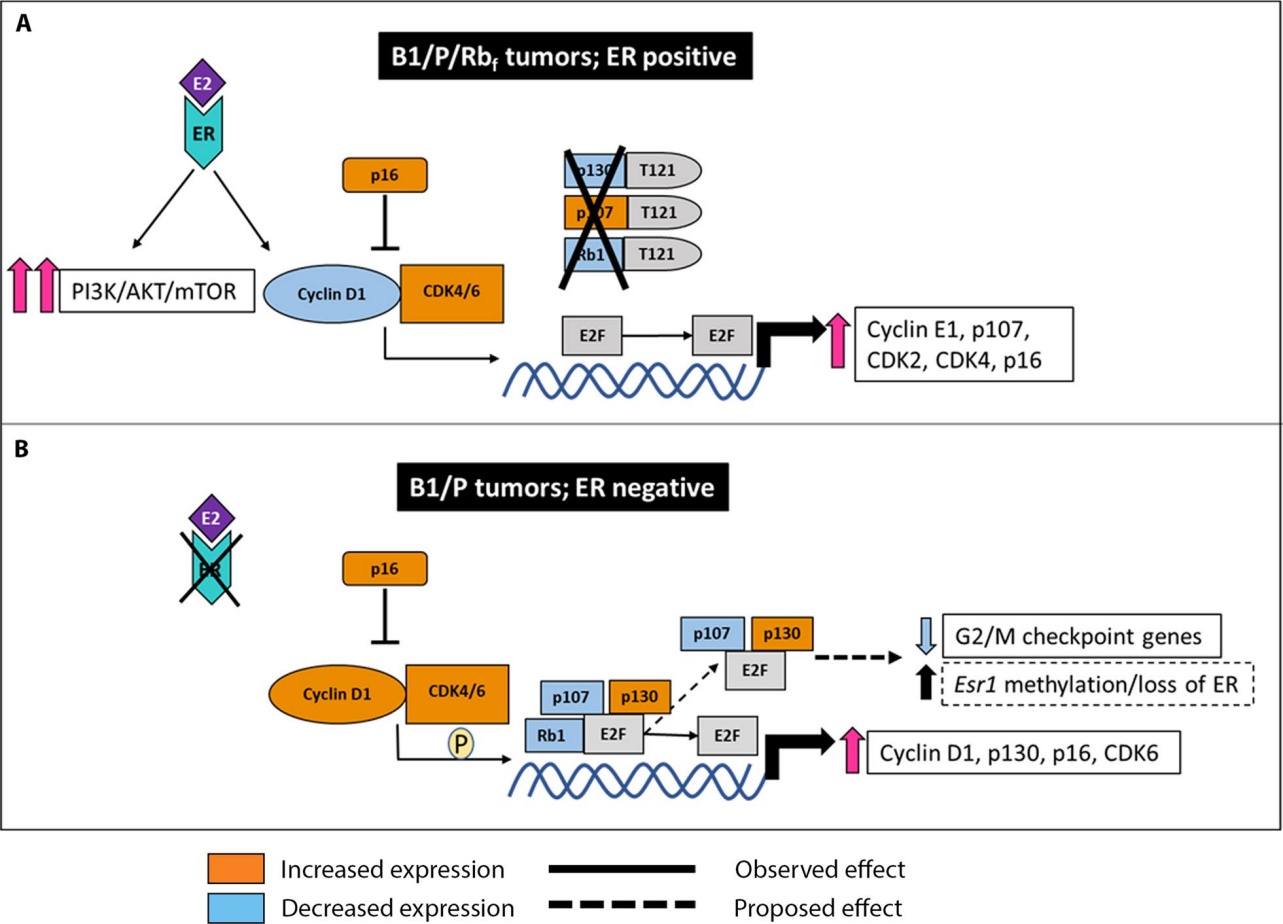
Proposed model for differences observed in the Rb pathway in ER + and ER- tumors. The blue and orange colors of the Rb pathway members indicate increased or decreased expression relative to normal mammary gland derived from RNAseq data. Black framed white boxes include observed and white boxes framed in dashed frames contain proposed outcomes of Rb pathway status. **A** In B1/P/Rb_f_ ER-positive tumors, binding of T121 suppresses the activity of pRb, p107 and p130 proteins, releasing E2F inhibition and allowing progression of transcription of multiple genes involved in cell cycle regulation, including increased expression of cyclin E1, p107, CDK2 and CDK4. Inhibition of p130 activity in particular may result in release of a p130 complex from the *Esr1* promoter that can lead to decrease in promoter methylation and thus to increased expression of ER. High ER levels, although not contributing to tumor proliferation directly via ER pathway, can still cross-activate additional pathways, such as PI3K/AKT/mTOR that were upregulated in tumors. **B** B1/P basal-like ER- tumors downregulated *Rb1.* Loss of pRb leads to release of E2F and to transcription of cell cycle regulating genes, including increased expression of cyclin D1, p130, and p16. Additional G2/M checkpoint genes can still be repressed by various complexes that p130 and p107 form with E2F proteins. Increased expression of p130 may lead to *Esr1* promoter methylation through a p130 complex on *Esr1* promoter, and thus to loss of ER expression

The HR + luminal tumor models may represent BC that is refractory or resistant to endocrine therapy. Despite the availability of newer therapeutics to treat hormone-positive breast cancers, development of resistance remains a significant problem. Over 75% of all BC fall into the Luminal A or B HR + subtypes [60] and are usually selected to receive some form of endocrine therapy such as selective estrogen receptor modulators, selective estrogen receptor down regulators or aromatase inhibitors. However, some of these patients are either nonresponsive to endocrine treatment or respond initially but later develop resistance. Interestingly, less than 10% of patients exhibit loss of ER in recurrent tumors [61], confirming that mechanisms other than lack of ER expression may be responsible for resistance to endocrine therapy. Endocrine resistance in patients has been attributed to complex pathway alterations, including activation or dysregulation of the PI3K/AKT/mTOR, RAF/MEK/ERK and Rb pathways [62, 63]. The cyclin D1-CDK4/6-INK4-RB pathway is the key regulator of the G1-S transition of the cell cycle [49] and increased expression of cyclin D1, phosphorylation of RB protein though CDK4/6/cyclin D1, and increased dissociation of RB from the E2F transcription factor are associated with emergence of endocrine resistance and warrant the use of CDK inhibitors [49]. Therapeutic approaches similar to those that have been successful in HR- subtypes may be required for the treatment of CDK4/6 inhibitor-resistant patients who have lost sensitivity to hormone expression. The PI3K/AKT/mTOR signaling pathway is activated in approximately 30–40% of BC, particularly in the HR + subtype [49]. AKT activation was previously found to be significantly associated with resistance to endocrine therapy in patients with metastatic breast cancer [64]. Furthermore, correlation of the PIK3/AKT/mTOR pathway with resistance to CDK4/6 inhibitors has also been reported [49]. The models presented here exhibit upregulation of PI3K signaling and sensitivity to pathway inhibition, presenting a platform for evaluation of combined targeted therapies to improve chemotherapeutic response in patients. Multiple mechanisms of resistance to CDK4/6 inhibitors activate the MAPK pathway in HR + metastatic breast cancer cells [65], thus the sensitivity of our model to MEK inhibition may be extended to additional agents that target the MAPK pathway.

Temporal control of induction allows for initiation of tumorigenesis in the fully developed mammary gland without the need for lactation, which recapitulates progression of cancer in patients more accurately. Thus, these mammary tumor models allow for the evaluation of cancer prevention strategies, especially targeted toward *Brca1* mutation carriers. Treatment with therapeutic candidates may be implemented as early as two weeks post-induction, prior to detection of the earliest lesions. One drawback of adeno-Cre mediated induction in the gland is potential variation in transduction efficiency throughout the ductal epithelium. Additional heterogeneity could be introduced by unequal levels of recombination of different floxed alleles. Sufficient cohort sizes must be employed in prevention studies to account for such variations and to allow for statistically significant results. However, for tumor growth inhibition studies, the orthotopic allograft model is a tractable platform in which recombination can be validated, while recapitulating the GEM histopathology features desired for translational research. (Additional file 16: Original uncropped Western blots; Additional file 17: Supplementary Methods).

## Conclusions

The mammary cancer models presented here recapitulate luminal and basal-like BC subtypes in patients based on histopathology features and gene expression profiles. Tumors of both B1/P/Rb_f_ and P/Rb_f_ HR-positive luminal models represent CDK4/6 inhibitor-resistant and endocrine therapy resistant BC. Together with the strain-matched B1/P HR-negative model, these mouse models are a valuable tool for exploration of combined targeted therapies for both types of drug resistance, as well as a platform for exploration of resistance mechanisms.

## Supplementary Information

**Additional file 1. Table S1.** List of antibodies and staining conditions that were used for immunohistochemistry.

**Additional file 2. Fig. S1.** Recombination of floxed alleles in tumors was confirmed by PCR specific for each recombined allele. **A** PCR results for recombination of *Trp53*, *TgK18GT*_*121*_ and *Brca1* in B1/P/Rb_f_ tumors. **B** PCR results for recombination of *Trp53*, and *Brca1* in B1/P tumors. **C** PCR results for recombination of *Trp53* and *TgK18GT*_*121*_ in P/Rb_f_ tumors. **D** Results of RT-qPCR for *Brca1* expression in mammary tumors that were used for RNAseq analysis. The expression was normalized to a P/Rbf tumor with wild type *Brca1* expression (#287845). Results confirm loss of Brca1 expression in all samples except #208863 where partial loss was observed.

**Additional file 3. Fig. S2.** Comparison of receptor expression in HR-positive and HR-negative tumors. Results from quantitative RT-PCR for ER (*Esr1*) and PR (*Pgr*) in B1/P/Rb_f_(*N*=5) and B1/P (*N*=3) mammary tumors indicate lack of expression for both receptors in B1/P tumors. Beta-actin was used as an internal control. Comparative Ct method was used to evaluate the relative quantity of the target genes using 2^-deltaCt^ method, where delta Ct= mean Ct_target_ gene -C_tactin_. ** indicates *p* < 0.01 by unpaired *t*-test.

**Additional file 4. Fig. S3.** Expression of basal marker p63 in mammary tumors of different genotypes. B1/P/Rb_f_ and P/Rb_f_ tumors exhibited few randomly scattered p63 positive cells, confirming categorization of tumors as adenocarcinomas of no specific type. B1/P tumors exhibited a variety of staining patterns with dense populations of positive cells, however, the histology was consistent with adenocarcinoma, not adenomyoepithelioma. Examples of p63 staining in tumors with squamous differentiation (asterisk) and mesenchymal differentiation is also shown. Scale bar 200µm.

**Additional file 5. Fig. S4.** B1/P/Rb_f_ tumors show amplification of *Erbb2* gene (Her2). FISH for murine *Erbb2* (green signal) detects an additional copy on chromosome 14 (labelled in orange) besides the 2 endogenous copies on chromosomes 11 (unlabeled).

**Additional file 6. Fig. S5.** Orthotopic allograft tumors recapitulate marker expression in GEM tumors. IHC analysis of molecular markers in mammary allograft tumors of B1/P/Rb_f_ (**A**) and B1/P (**B**) genotypes. ER=estrogen receptor, PR=progesterone receptor, Her2= human epidermal growth factor receptor 2, CK14=cytokeratin 14, CK18=cytokeratin 18, VIM=vimentin, Ki67= marker of cell proliferation Ki-67. Brown (DAB) or red stain (Nova red) indicate positive staining. Scale bar 200µm

**Additional file 7. Fig. S6.** Comparison of allograft models generated by intraductal versus mammary fat pad injection of cancer cells. **A**) IHC for estrogen (ER) and progesterone receptors (PR) show no major difference in expression in B1/P/Rbf tumors. Scale bar 200µm. **B**) Fat pad and intraductal injections generate allografts with comparable latency (shown in weeks)

**Additional file 8. Fig. S7.** RNAseq data analysis. **A**) Hierarchical clustering of normalized RNAseq data for the top 300 genes filtered by variance shows two distinct signatures in tumors. **B**) GSEA comparing B1/P and B1/P/Rbf tumors revealed significant differences in G2M checkpoint genes.

**Additional file 9. Table S2.** Differential expression of genes (DEG) analysis among tumor models. DEG was performed by applying Limma Voom package at p value threshold set to 0.001. Data are ordered by logFC values.

**Additional file 10. Table S3.** Gene Set Enrichment Analysis (GSEA) results for all models. GSEA against a ranked set of genes (MSigDB v6.2 Human/Mouse/Macaque) was performed for each contrast using C2 curated gene sets. Only significantly enriched gene sets are listed (*p* adj <0.05). Gene sets for which heat maps are shown in figures are highlighted in yellow.

**Additional file 11. Fig. S8.** IPA diagrams show aberrations in the Rb pathway in both B1/P/Rb_f_ (**A**) and B1/P (**B**) tumors. Purple rectangles highlight the major differences in Rb pathway gene expression betweenthe two tumor models. Data were analyzed through the use of Ingenuity Pathway Analysis (Bioinformatics. 2014 Feb 15;30(4):523-30).

**Additional file 12. Table S4.** Additional Gene Set Enrichment Analysis (GSEA) results with KEGG and Biocarta for the comparison of the two luminal models. GSEA against a ranked set of genes (MSigDB v6.2 Human/Mouse/Macaque) was performed for B1/P/Rb_f_compared to P/Rb_f_ tumors using BIOCARTA and KEGG curated gene sets. Only significantly enriched gene sets are listed (padj <0.05). Gene sets for which heat maps are shown in figures are highlighted in yellow

**Additional file 13. Fig. S9.** Several examples of pathways enriched in GSEA comparing B1/P/Rb_f_ and P/Rbf_f_ models. Relative enrichment was observed in cell cycle **A**, DNA replication **B** and nucleotide excision repair **C** gene sets. Differences in expression of Mcm gene family **D** were common for several of these pathways (orange rectangles in A and B). **E** Expression of genes in the Mcm family in all three tumor models and control mammary glands. Highest expression was observed in B1/P/Rb_f_ tumors.

**Additional file 14. Table S5.** List of significantly enriched canonical pathways obtained from GSEA for tumors of all three genotypes when compared to control mammary glands. Listed pathways were used in single-sample GSEA (ssGSEA) on all samples.

**Additional file 15. Table S6.** Differential expression of genes (DEG) analysis among tumor models. DEG was performed by applying Limma Voom package at p value threshold set to 0.05. Data are ordered by contrast and logFC values.

**Additional file 16.** Original uncropped Western blots.

**Additional file 17.** Supplementary Methods.

## Data Availability

The RNA sequencing datasets supporting the conclusions of this article are available in the NCBI Gene Expression Omnibus (GEO) repository under submission GSE206068.

## Abbreviations

B1/P/Rb_f_: Brca1^fl/fl^/Trp53^fl/fl^/TgK18GT_121_^Tg/+^
B1/P: Brca1^fl/fl^/Trp53^fl/fl^
BC: Breast cancer
BLG: Bovine *β*-lactoglobulin
Brca1: Breast cancer type 1 susceptibility
CK14: Cytokeratin 14
CK18: Cytokeratin 18
DEG: Differentially expressed genes
ER: Estrogen receptor
FISH: Fluorescence in situ hybridization
GEMM: Genetically engineered mouse model
GSEA: Gene set enrichment analysis
Her2: Human epidermal growth factor receptor 2
HR: Hormone receptor
IHC: Immunohistochemistry
MIN: Mammary intraepithelial neoplasia
MMTV: Mouse mammary tumor virus
p.i.: Post-induction
P/Rb_f_: Trp53^fl/fl^/TgK18GT_121_^Tg/+^
PR: Progesterone receptor
Rb: Retinoblastoma
T121: Part of the SV40 large T antigen (121 aa)
Trp53: Tumor protein 53
VIM: Vimentin
WAP: Whey acidic protein

# Supplementary material for: Loss of Brca1 and Trp53 in adult mouse mammary ductal epithelium results in development of hormone receptor-positive or hormone receptor-negative tumors, depending on inactivation of Rb family proteins
**Source:** Breast Cancer Res. 2022 Nov 4;24:75. doi: 10.1186/s13058-022-01566-4
**Supplement:** Supplementary file 16 — Additional file 16. Original uncropped Western blots.

## Slide 1
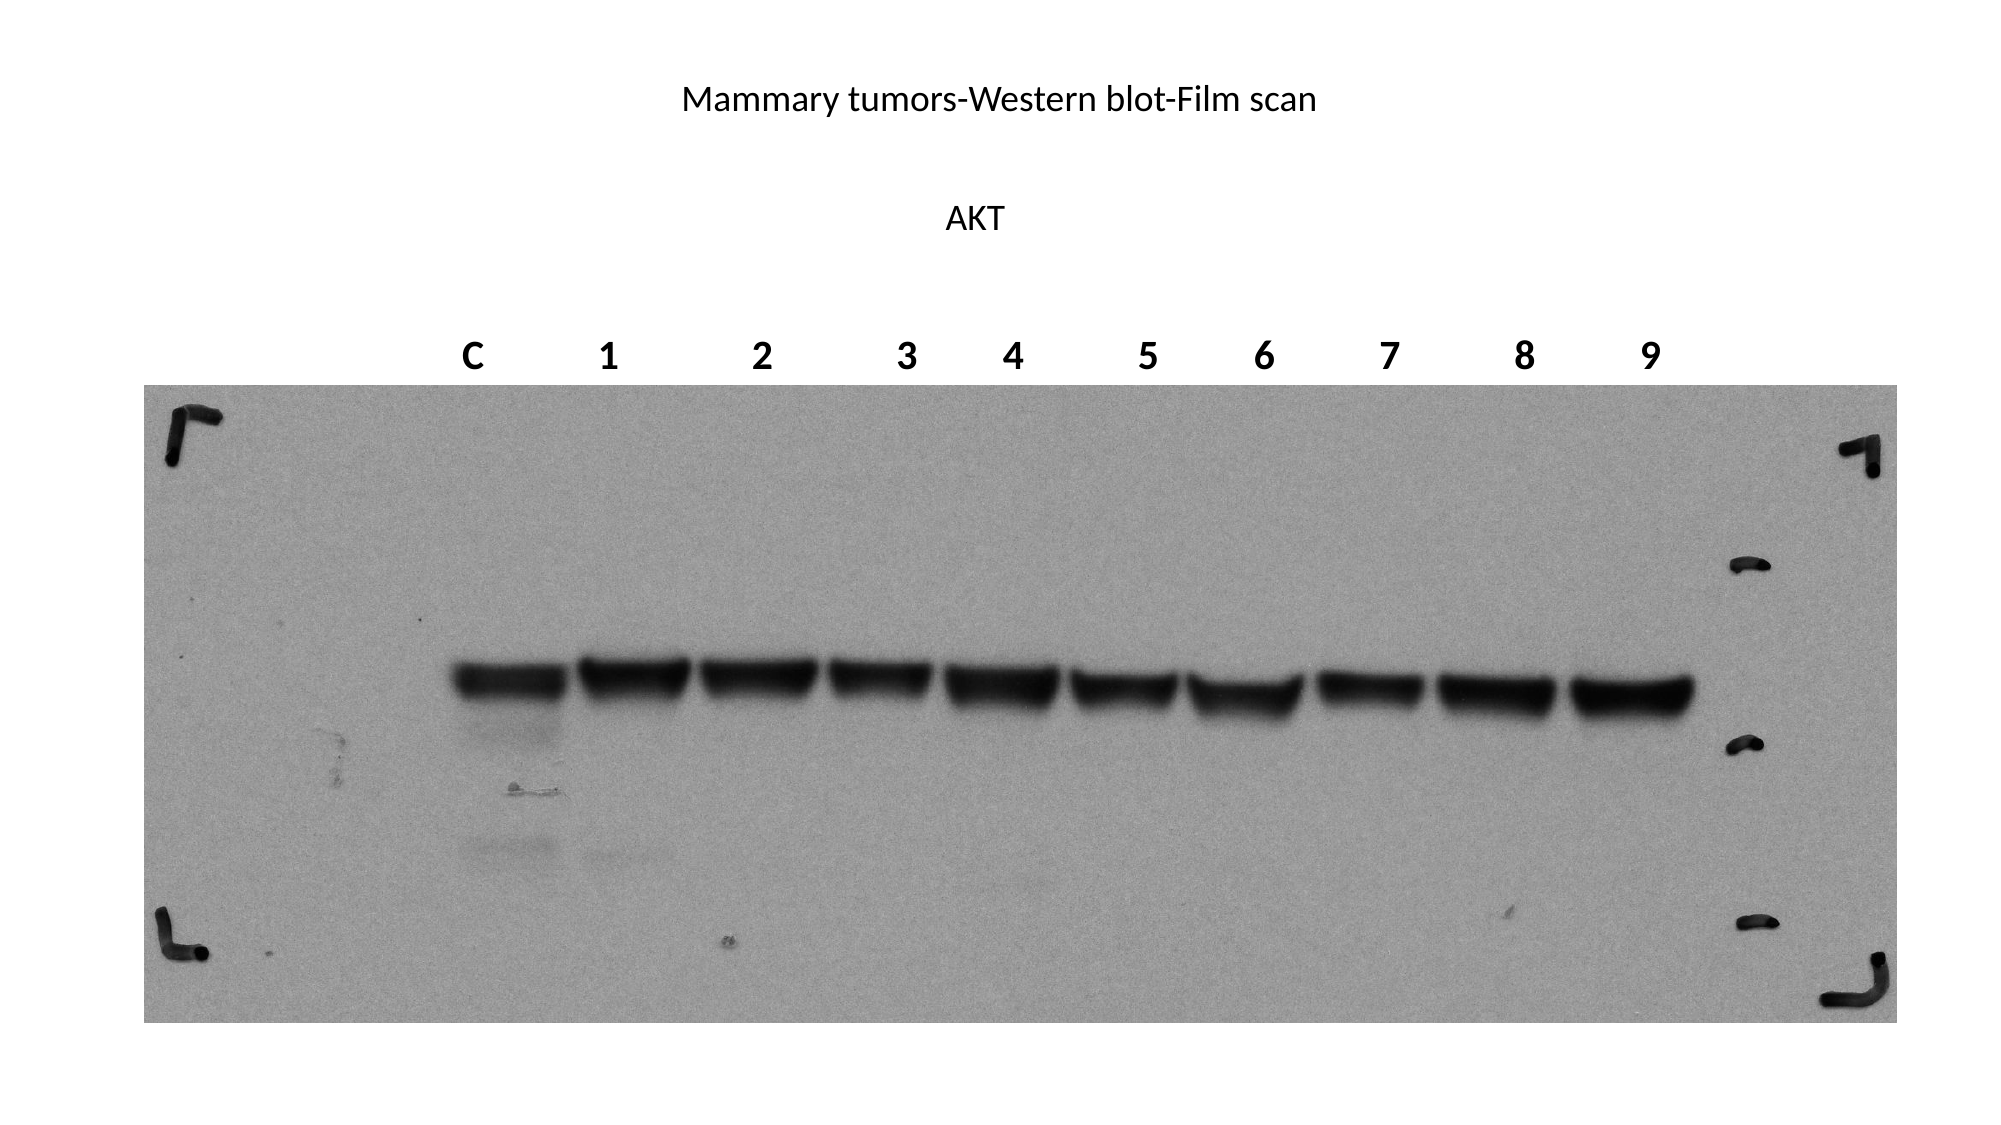

Mammary tumors-Western blot-Film scan
AKT
C 1 2 3 4 5 6 7 8 9

## Slide 2
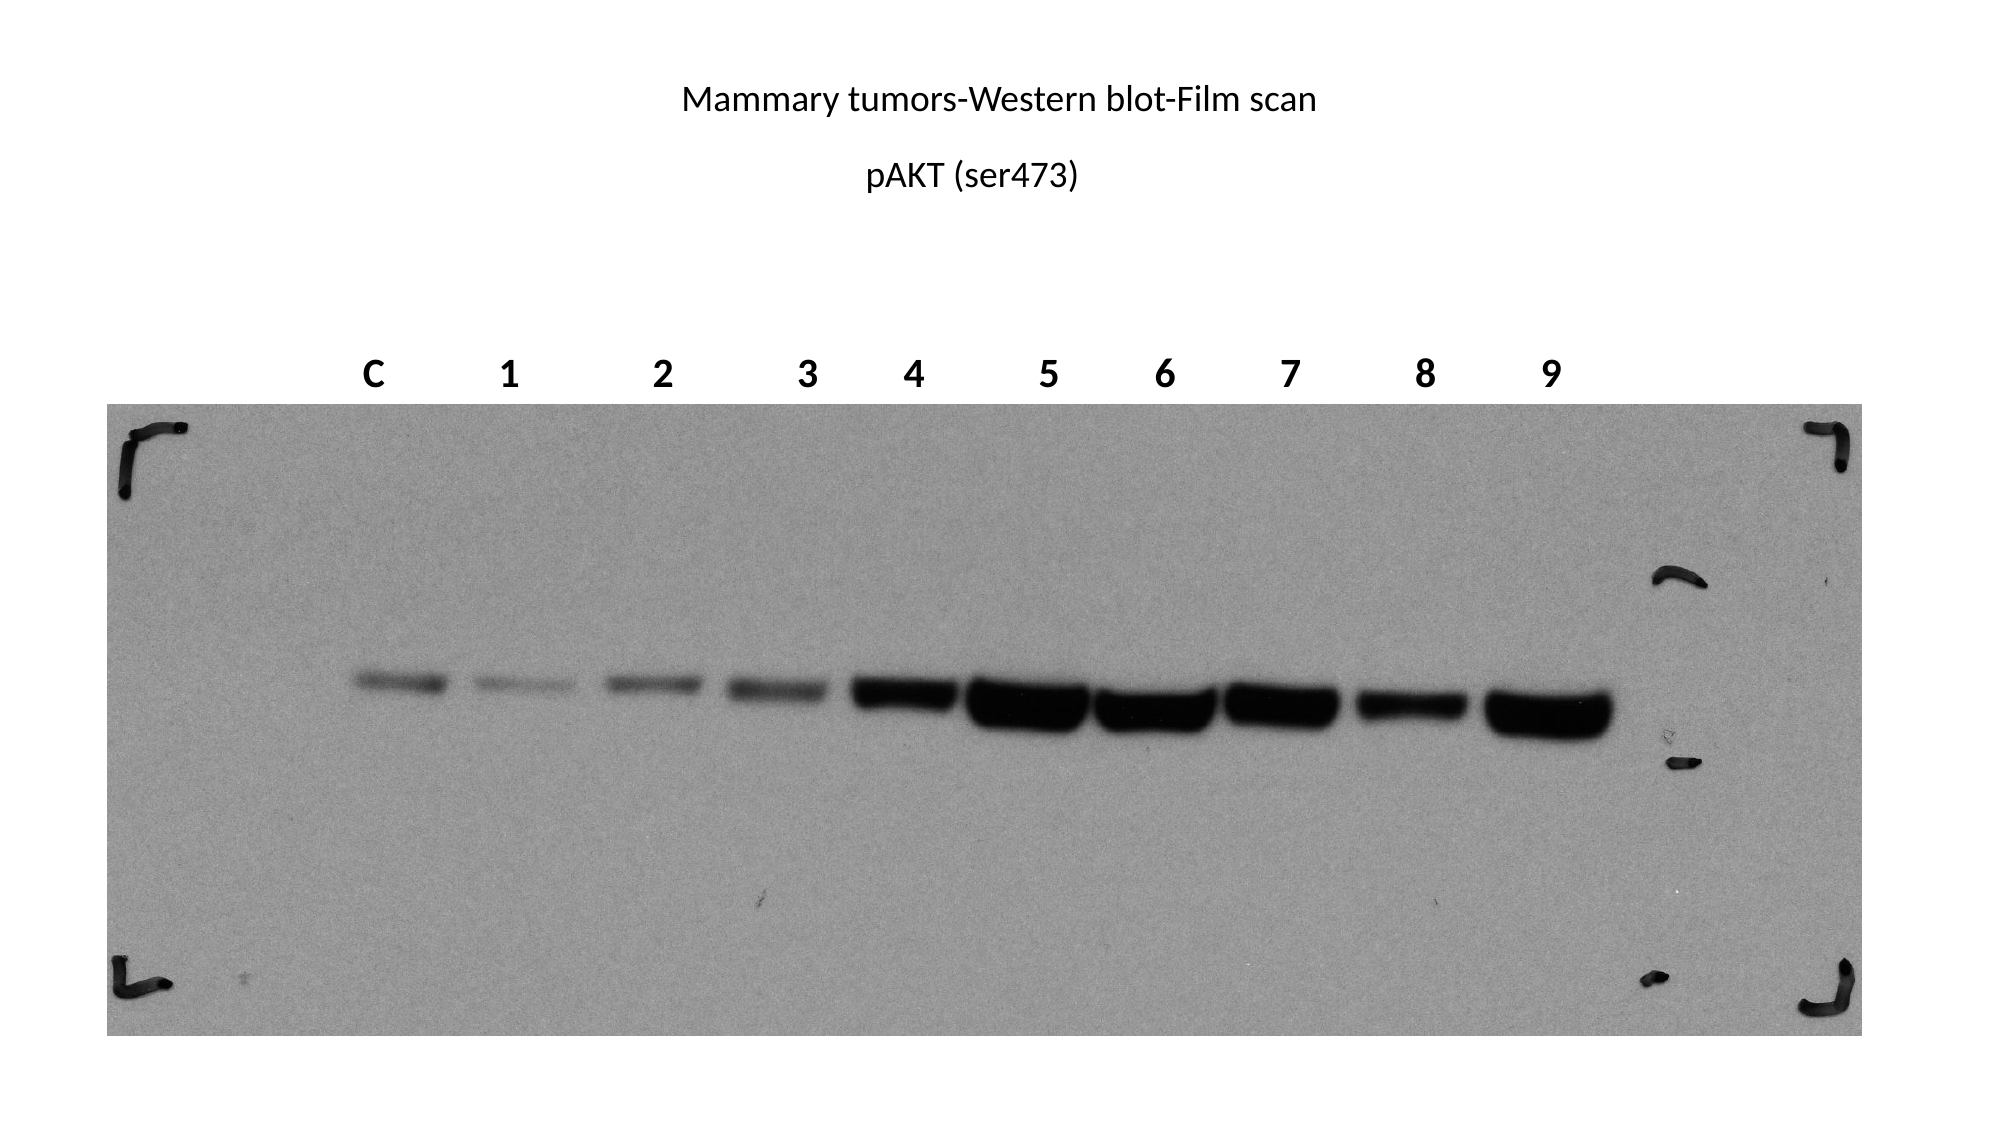

Mammary tumors-Western blot-Film scan
pAKT (ser473)
C 1 2 3 4 5 6 7 8 9

## Slide 3
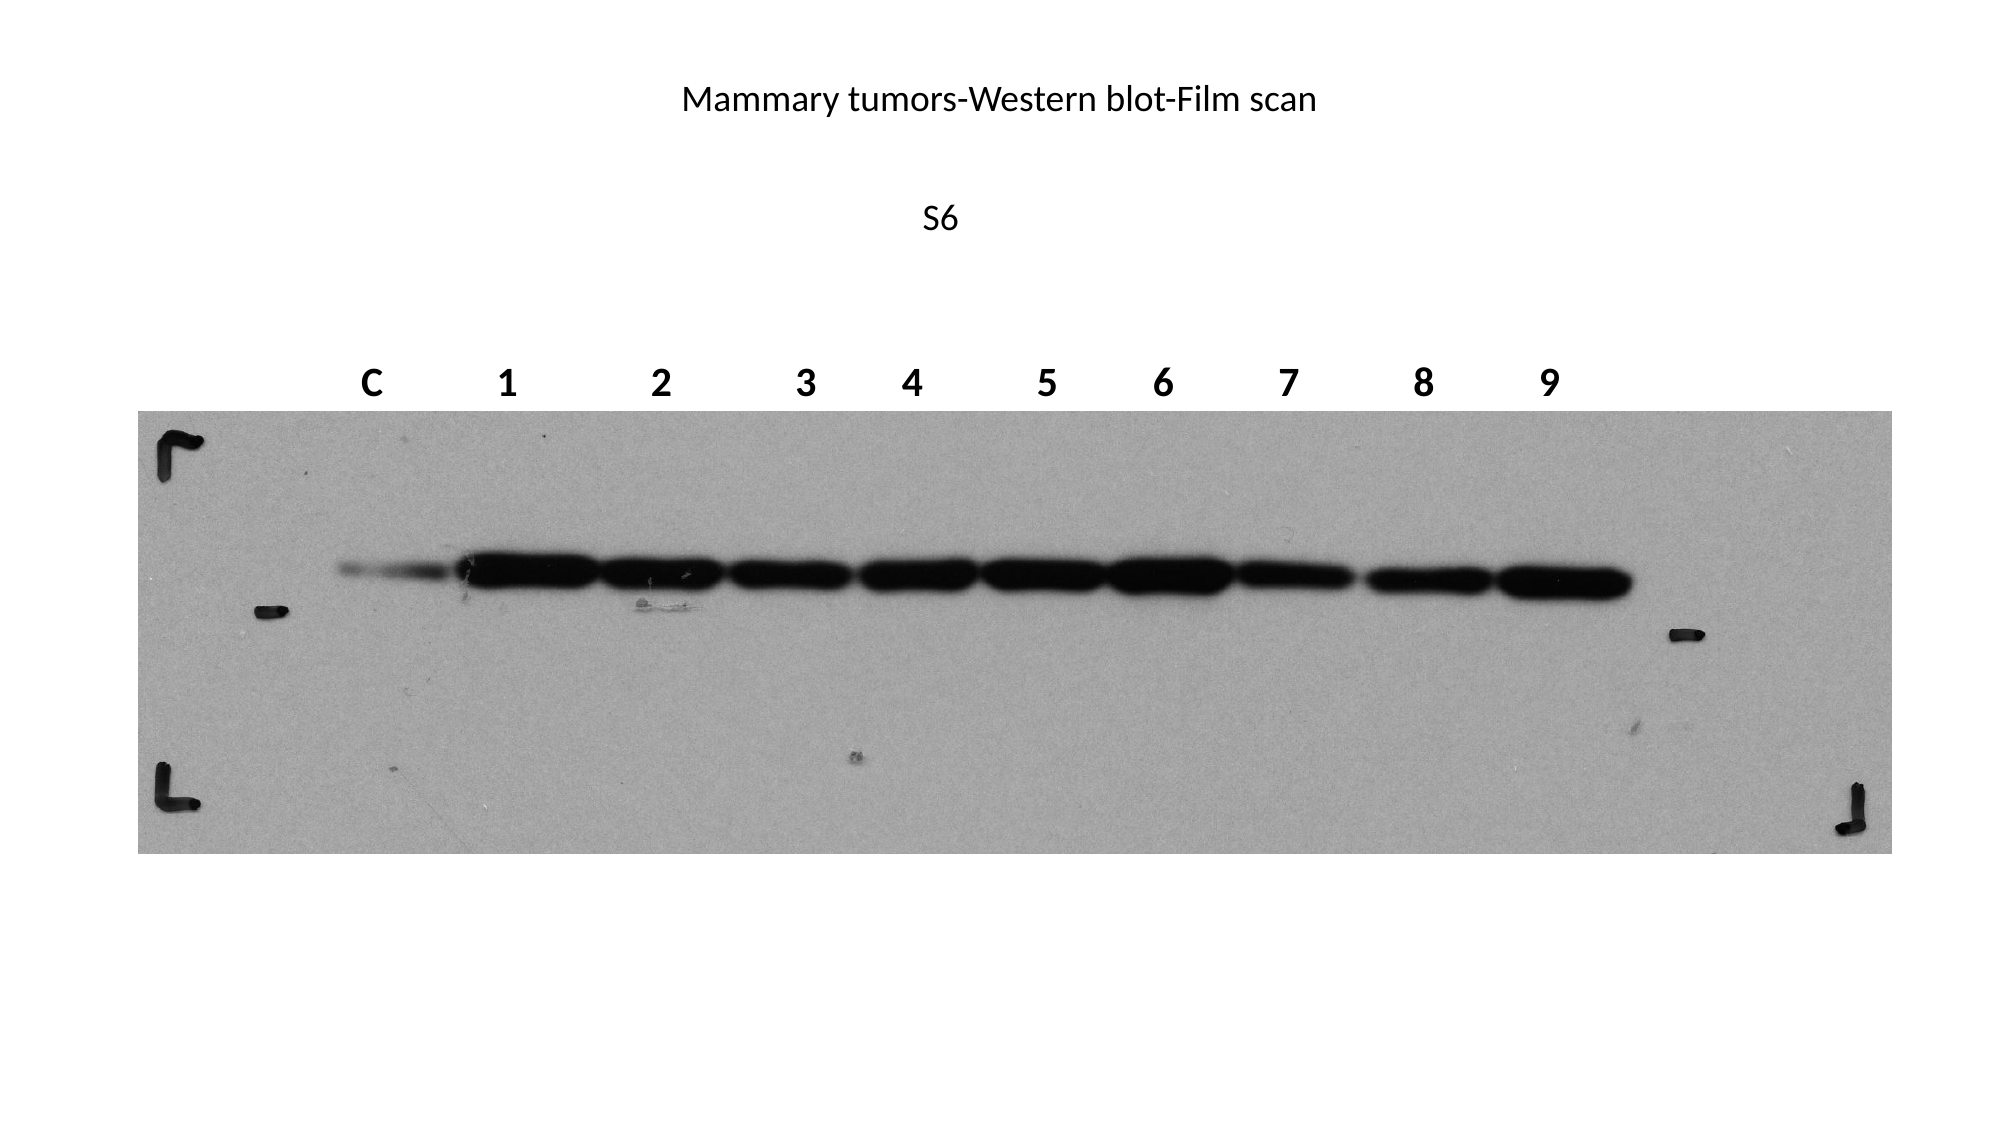

Mammary tumors-Western blot-Film scan
S6
C 1 2 3 4 5 6 7 8 9

## Slide 4
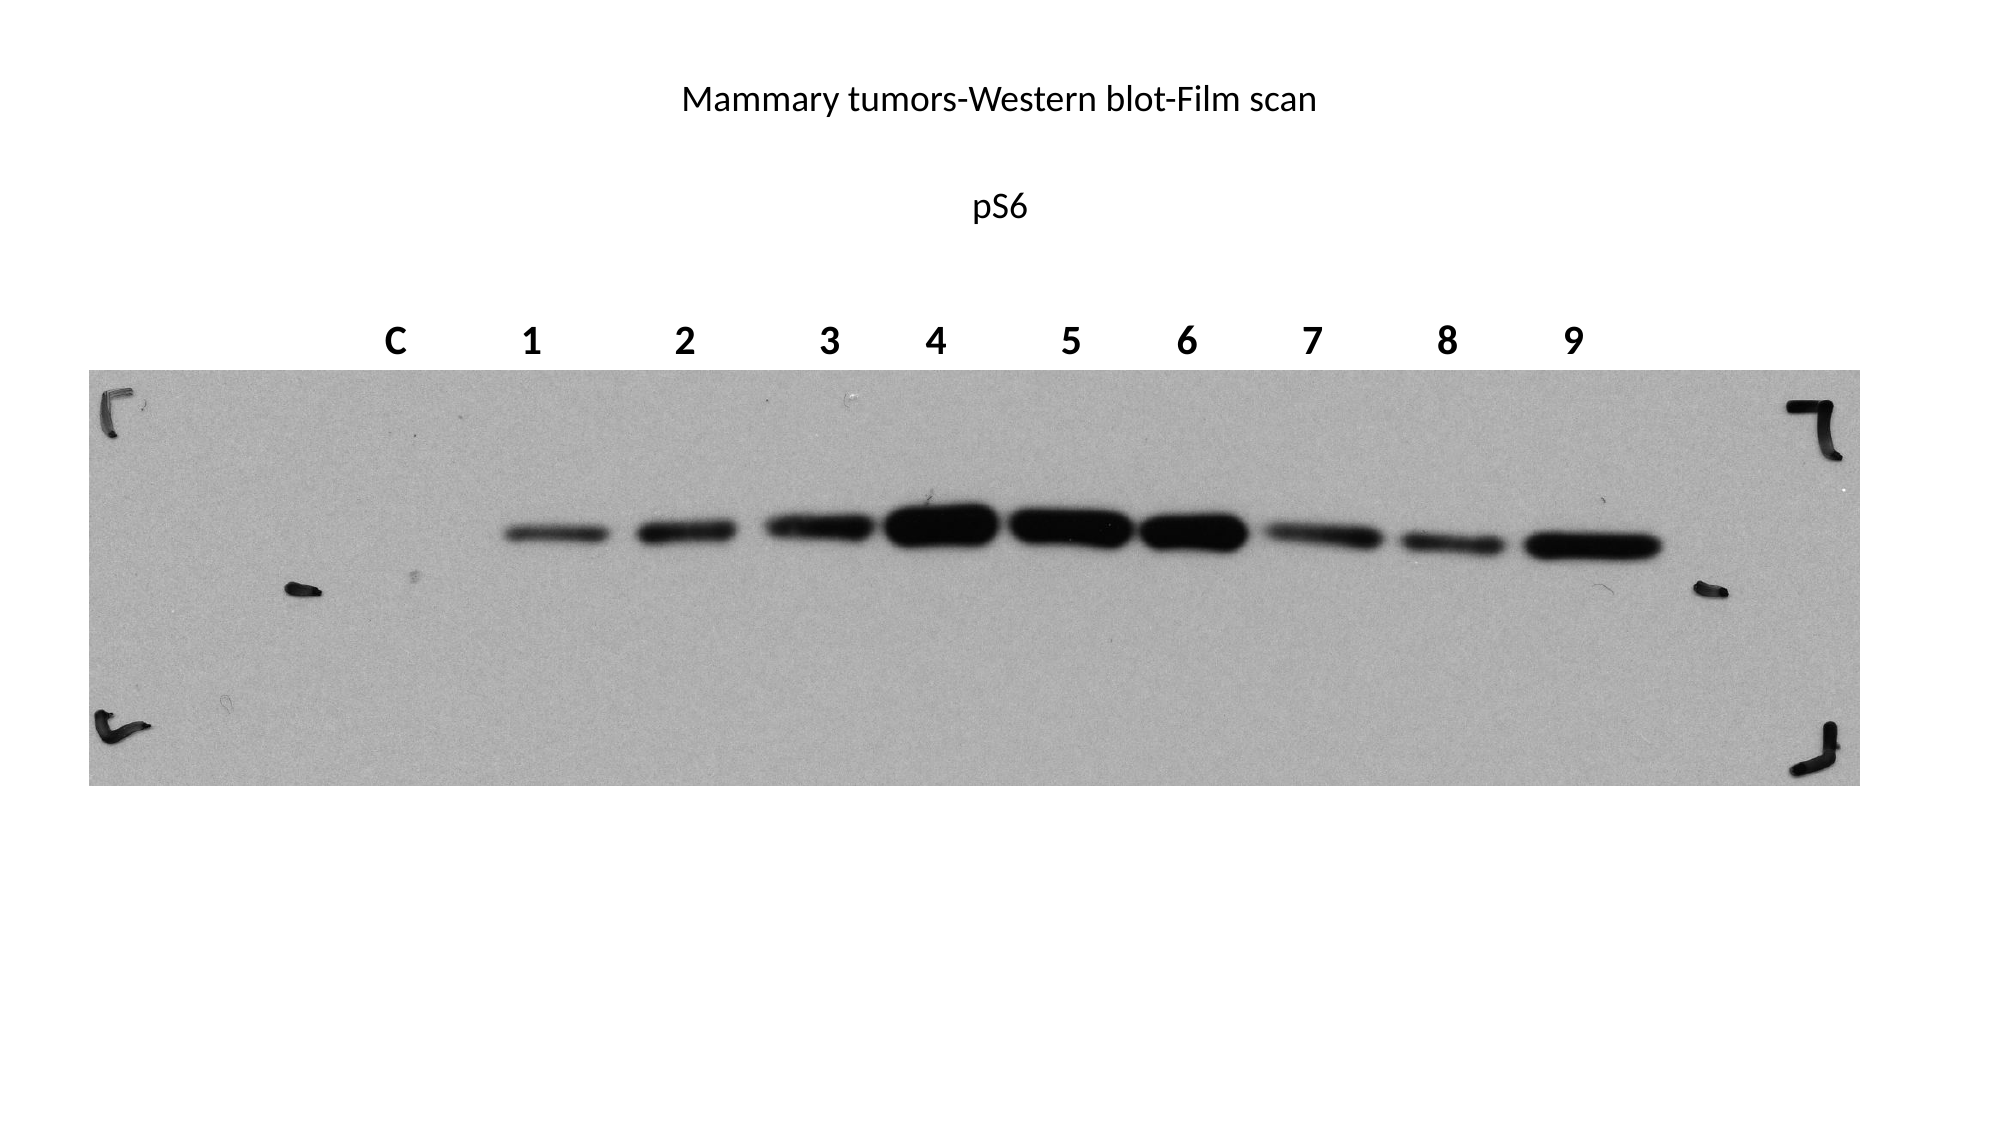

Mammary tumors-Western blot-Film scan
pS6
C 1 2 3 4 5 6 7 8 9

## Slide 5
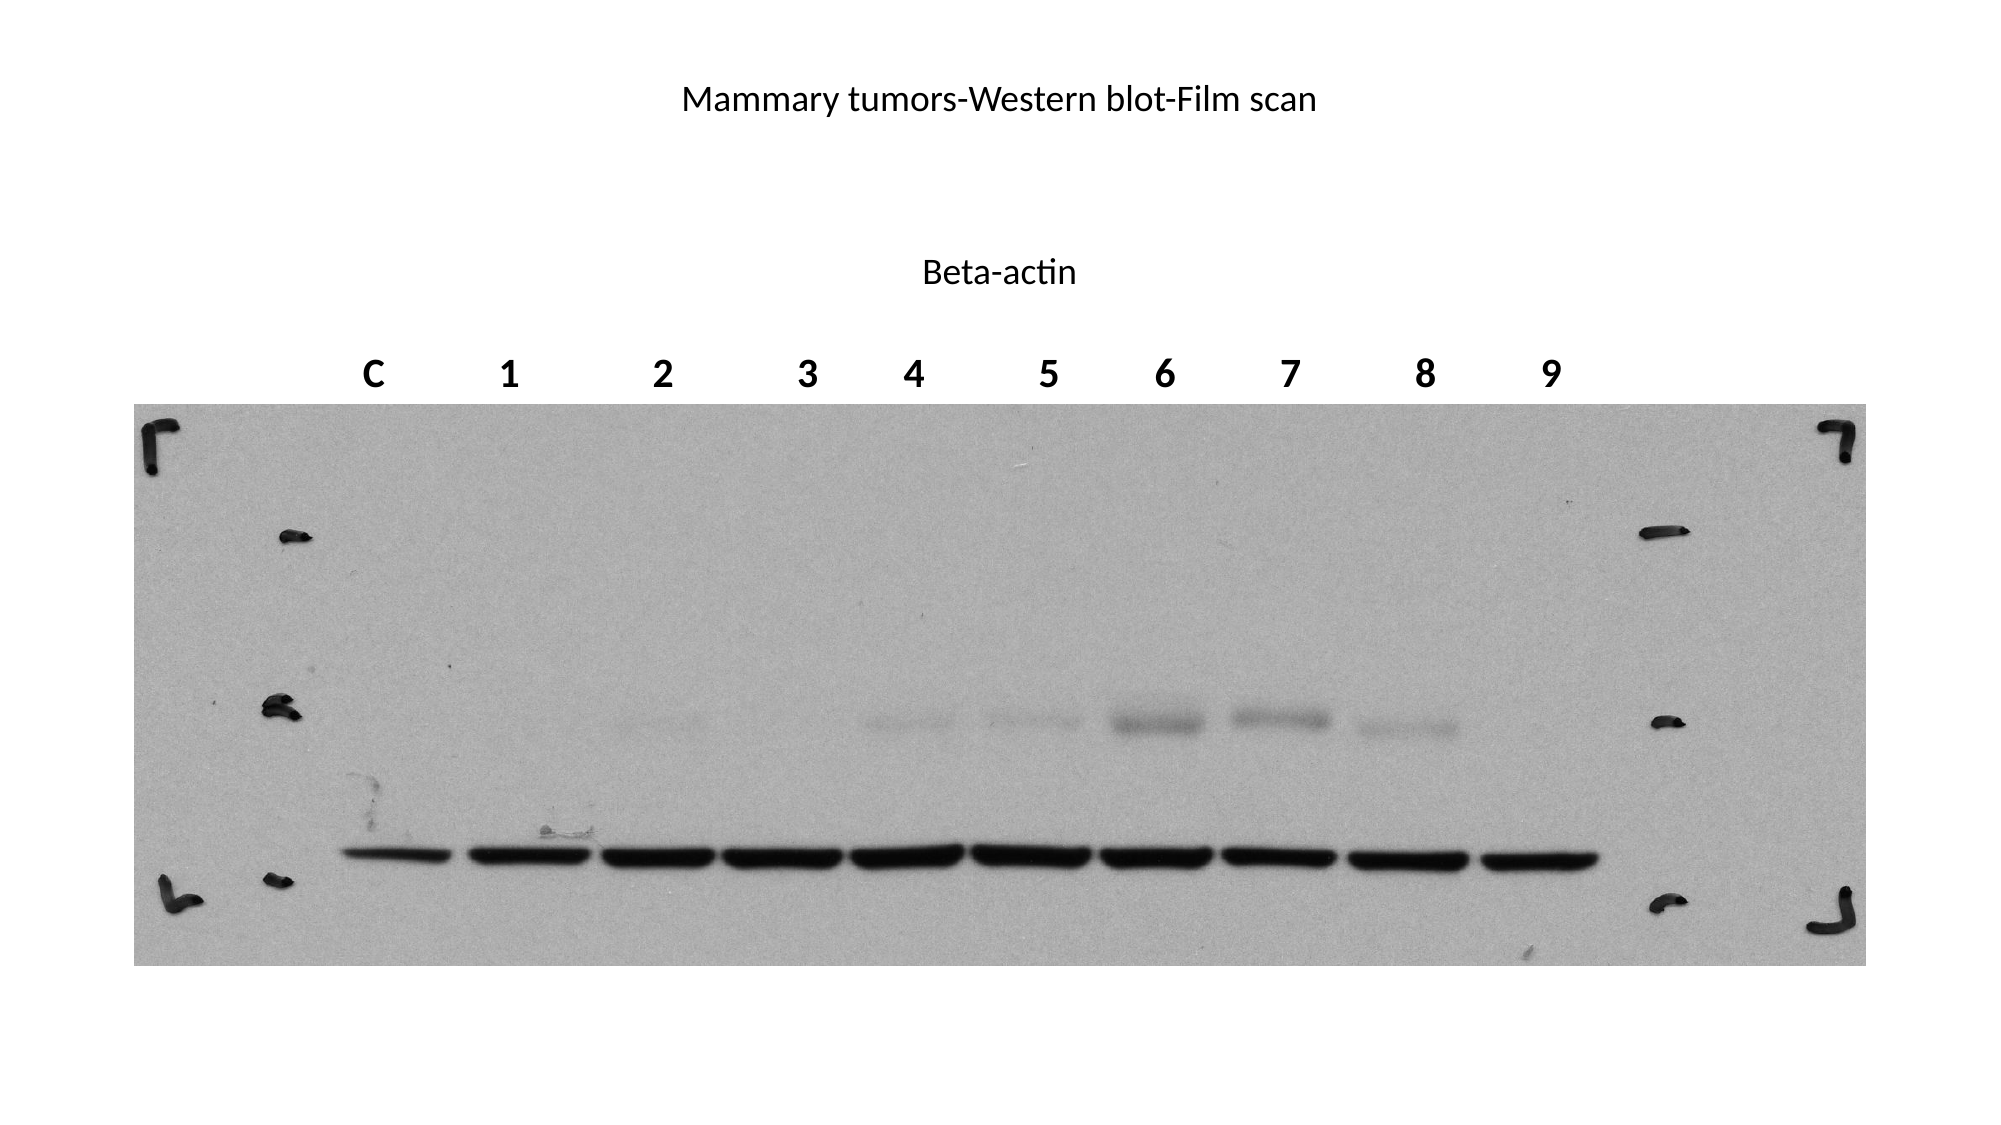

Mammary tumors-Western blot-Film scan
Beta-actin
C 1 2 3 4 5 6 7 8 9

## Slide 6
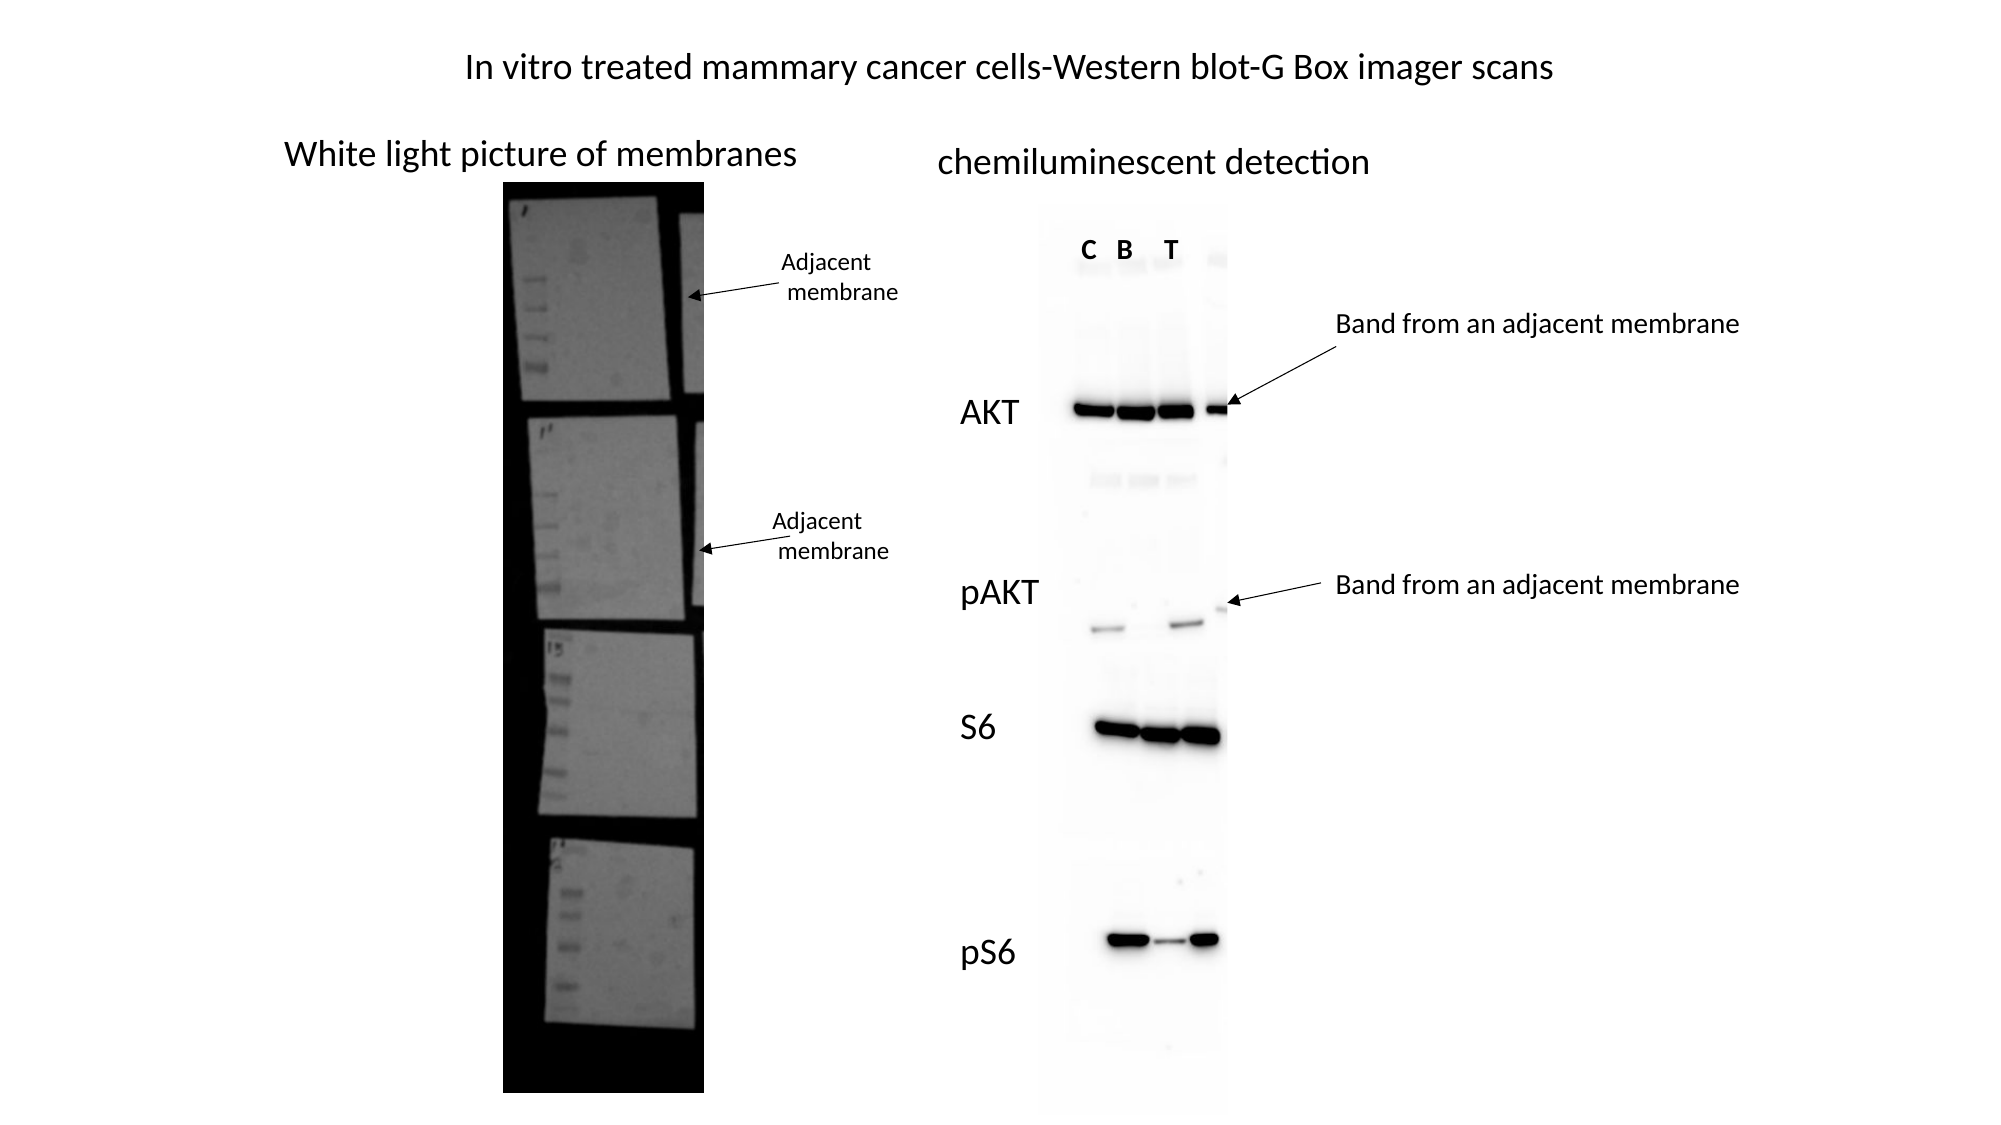

In vitro treated mammary cancer cells-Western blot-G Box imager scans
White light picture of membranes
chemiluminescent detection
C
B
T
Adjacent
 membrane
Band from an adjacent membrane
AKT
pAKT
S6
pS6
Adjacent
 membrane
Band from an adjacent membrane

## Slide 7
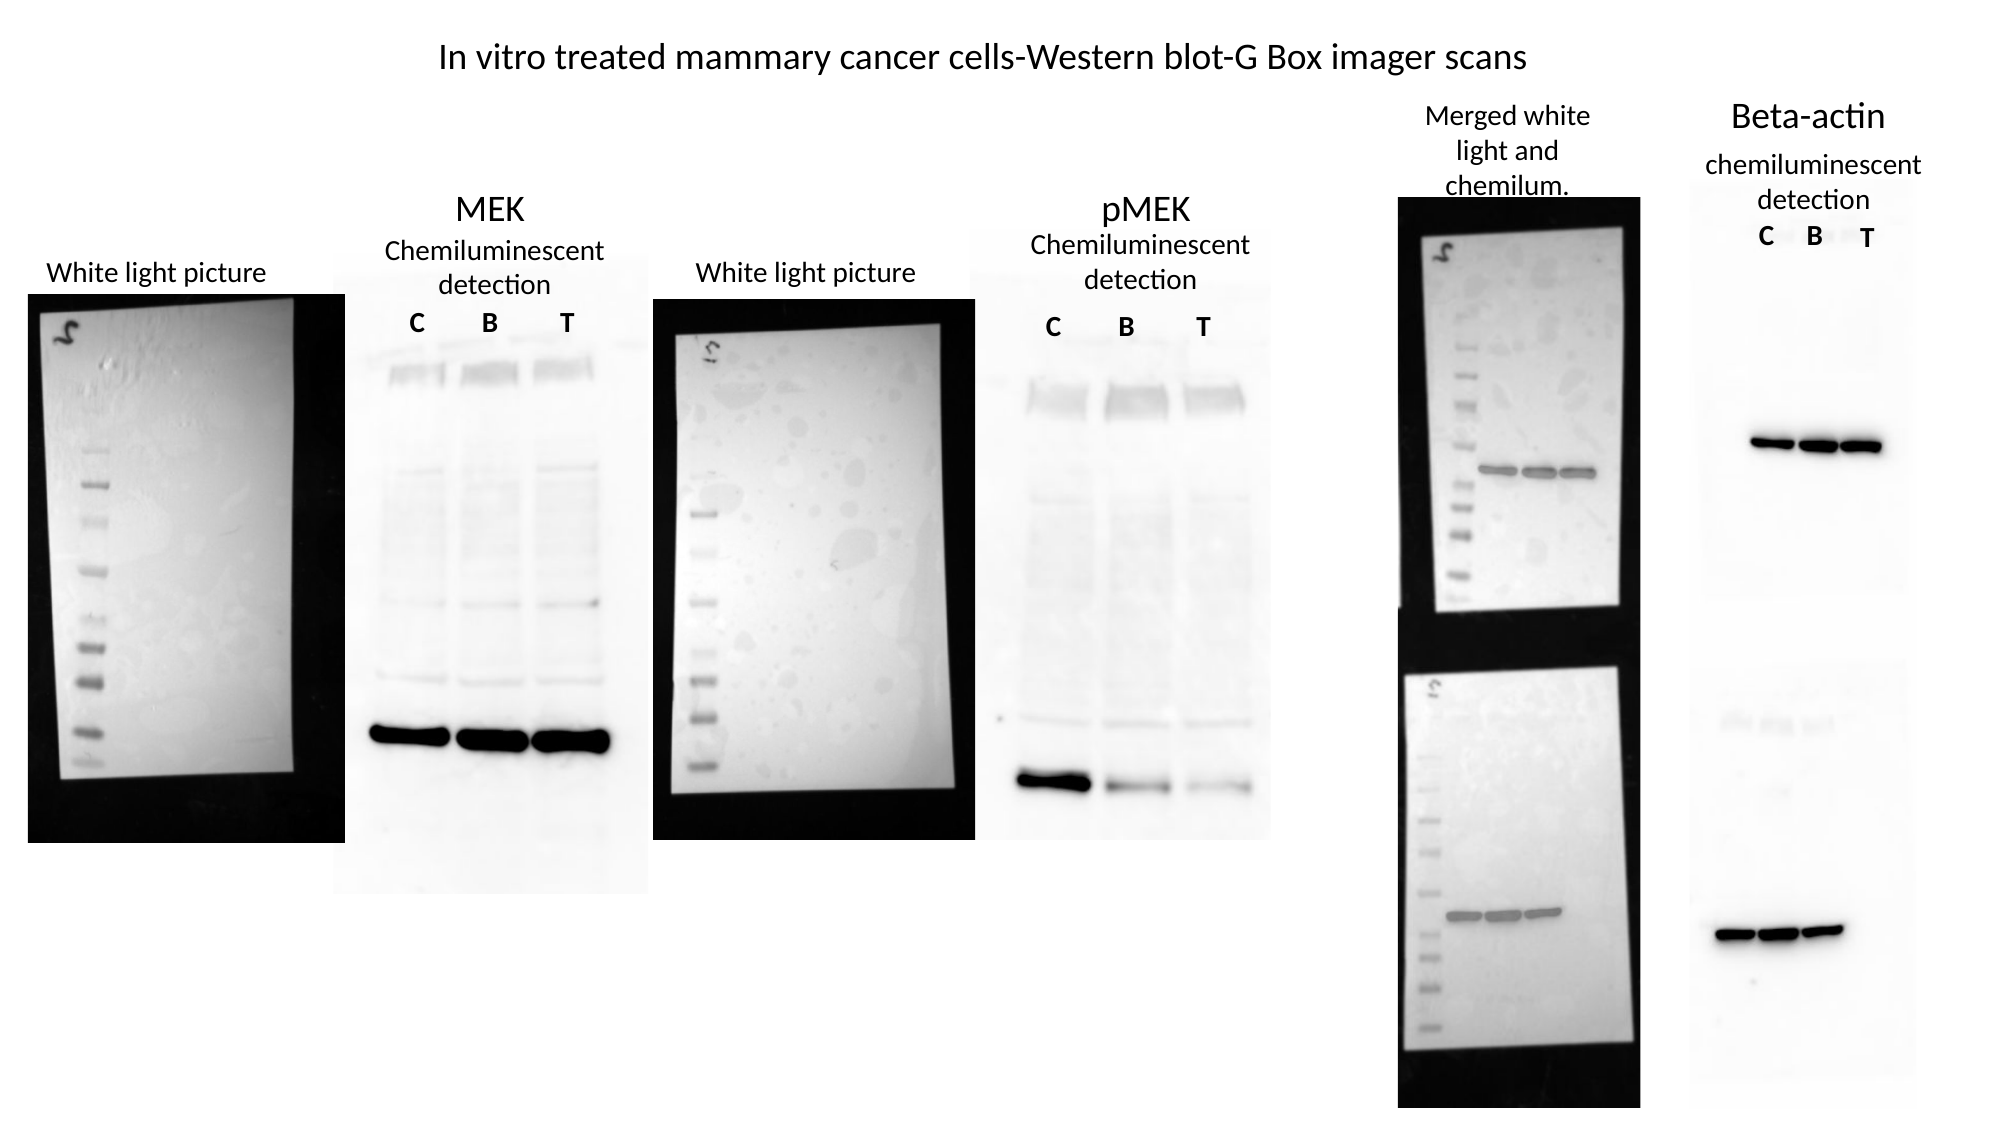

In vitro treated mammary cancer cells-Western blot-G Box imager scans
Beta-actin
Merged white light and chemilum.
chemiluminescent
detection
MEK
pMEK
C
B
T
Chemiluminescent
 detection
Chemiluminescent
 detection
White light picture
White light picture
C
B
T
C
B
T

## Slide 8
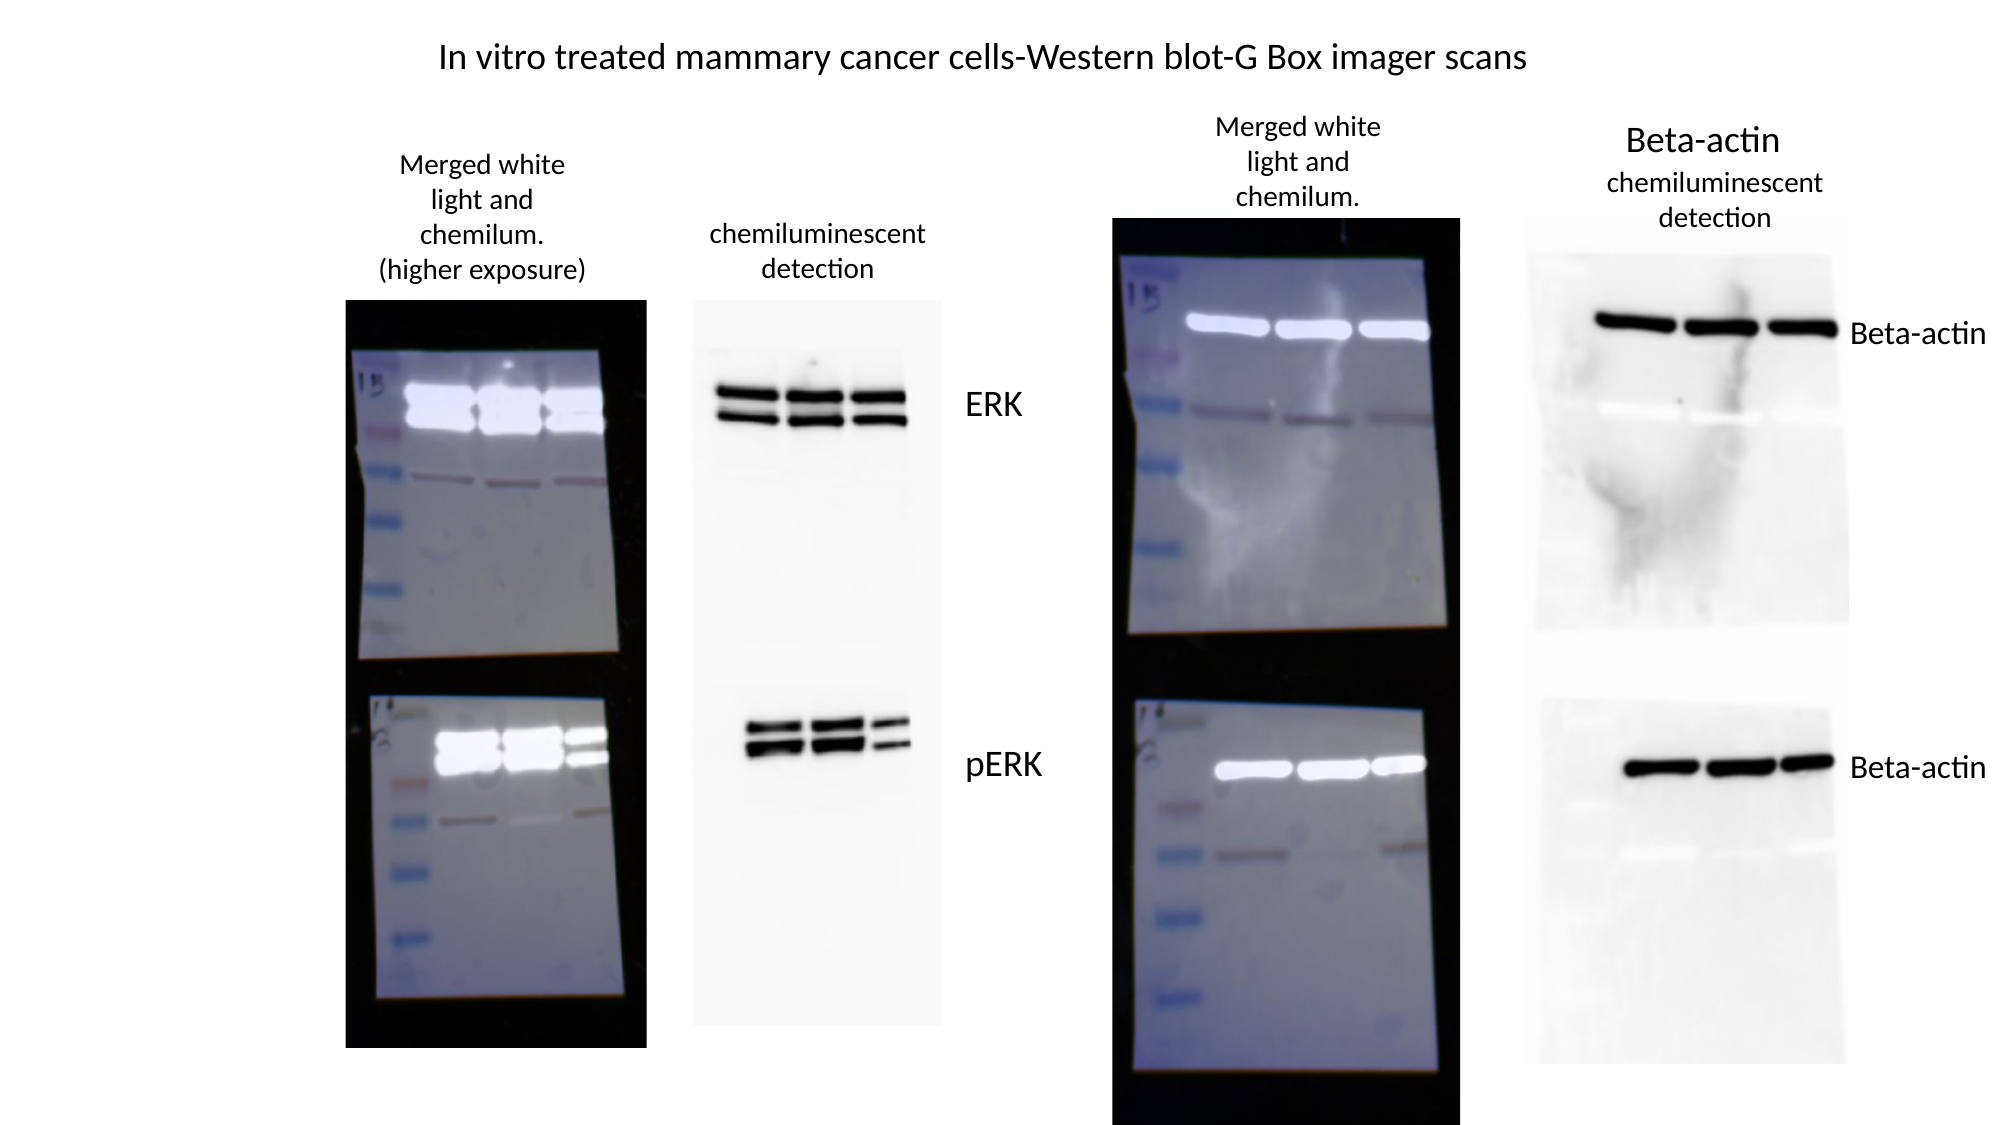

In vitro treated mammary cancer cells-Western blot-G Box imager scans
Merged white light and chemilum.
Beta-actin
Merged white light and chemilum. (higher exposure)
chemiluminescent
detection
chemiluminescent
detection
Beta-actin
ERK
pERK
Beta-actin

# Supplementary material for: Loss of Brca1 and Trp53 in adult mouse mammary ductal epithelium results in development of hormone receptor-positive or hormone receptor-negative tumors, depending on inactivation of Rb family proteins
**Source:** Breast Cancer Res. 2022 Nov 4;24:75. doi: 10.1186/s13058-022-01566-4
**Supplement:** Supplementary file 17 — Additional file 17. Supplementary Methods.

**Supplementary Methods**

Quantitative PCR

Quantitative PCR was used to assess the expression of ER and PR in mammary tumors. Total RNA was extracted from mammary tumors using standard protocols and residual DNA was eliminated by DNA-free DNase Treatment & Removal (Ambion by Life Technologies, Carlsbad, CA, USA). One microgram of RNA was used in the synthesis of cDNA by High-Capacity RNA-to-cDNA Kit (Applied Biosystems by ThermoFisher Scientific, Vilnius, Lithuania). cDNA was diluted 1:50 and 8µl of diluted cDNA was subsequently used in qPCR reaction using FastStart Universal SybrGreen Master Mix (Roche, Mannheim, Germany) and 500nM primers. Primer sequences used in qPCR were: ER: 5’- CCAGCAGGTGCCCTACTACC-3’ and 5’- TAGTCATTGCACACGGCACA-3’, PR: 5’-GGTGGGCCTTCCTAACGAG-3’ and 5’-GACCACATCAGGCTCAATGCT-3’, Rb1: 5’- CAGATGGAAGATGACCTGGTA-3’ and 5’- CGCTCCTGTTCTGACCTCTT-3’, P107: 5’- TTCGTGAGCGGATAGAAAGG -3’and 5’- ATACGGAAATTCCCCTTGGT-3’, Cyclin D1: 5’-5’- AACTACCTGGACCGCTTCCT -3’ and 5’- CCACTTGAGCTTGTTCACCA-3’, Cyclin E1: 5’- CTTTCATCCCCACCCCTAAC -3’ and 5’- AGGATGACGCTGCAGAAAGT-3’, CDK2: 5’- AAATTCATGGATGCCTCTGC -3’ and 5’- ACAGGGACTCCAAAGGCTCT-3’, CDK4: 5’- GGGACATCAAGGTCACCCTA -3’ and 5’- CAGCTTGACGGTCCCATTAC-3’, beta-actin: 5’-AGCCATGTACGTAGCCATCC-3’ and 5’-TTTGATGTCACGCACGATTT-3’. PCR was performed on Applied Biosystems 7500 Fast Real-Time PCR System machine using following protocol: initial denaturation at 95°C for 10 min, followed by 40 cycles of denaturation at 95°C for 15 secs, annealing and extension at 60°C for 1 min. The amplification was followed by the melting curve measurement: rapid heating of amplified samples to 95°C to denature the DNA; cooling to 60°C to let DNA strands to anneal; then slowly heating the samples to 95°C, where the change in fluorescence was measured at each 0.1°C rise for 1 second. Amplification of endogenous control, beta-actin, was performed for each sample. All samples were run in triplicates. Comparative C_t_ method was used to evaluate the relative quantity of the target genes using 2^-deltaCt^ method, where delta Ct= mean Ct_target gene_ -Ct_actin_.

PCR to detect recombined alleles

To detect recombination and excision of loxP flanked sequences in *Brca1fl/fl*; *p53fl/fl*; and *K18-T121tg/+* tumors arising from Adeno-Cre injected mammary glands genomic DNA was extracted from bulk tumors using DNeasy Blood & Tissue Kit (Qiagen, Germantown, MD, USA). Primers and primer sequences to detect Cre recombinase-mediated excision of LoxP flanked sequences in were: Brca1 fw: 5’- TATCACCACTGAATCTCTACCG-3’ and Rev: 5’-TCCATAGCATCTCCT TCTAAAC-3’, Trp53 Fw: 5’- CACAAAAACAGGTTAAACCCAG-3’ and Rev: 5’- GAAGACAGAAAAGGGGAGGG-3’ and K18-T121 Fw: 5’-CGTGTGCAGAAGTGGAGAAG-3’ and Rev: 5’-GCATCCCAGAAGCCTCCAAAG-3’. The cycling profile was 95°C for 15 min., 30 cycles of 95°C for 15 sec., 55°C for 30 sec., and 72°C for 30 sec.; the final incubation of 72°C was for 7 min.  PCR products for recombined alleles were resolved on 1% agarose gel in TAE buffer.

Brca1 status in mammary tumors

Brca1 status in tumors was assessed by RT-qPCR. Total RNA was extracted from mammary tumors using standard protocols and residual DNA was eliminated by DNA-free DNase Treatment & Removal (Ambion by Life Technologies, Carlsbad, CA, USA). One microgram of RNA was used in the synthesis of cDNA by High-Capacity RNA-to-cDNA Kit (Applied Biosystems by ThermoFisher Scientific, Vilnius, Lithuania). cDNA was diluted 1:50 and 8µl of diluted cDNA was subsequently used in qPCR reaction using FastStart Universal SybrGreen Master Mix (Roche, Mannheim, Germany) and 500nM primers. Primer sequences used in qPCR were: Brca1: 5’-GGAAGGGTAGCAGCAGTGAC-3’ and 5’-GGGAGTTTGCATTTGCAGTT-3’ and beta-actin: 5’-AGCCATGTACGTAGCCATCC-3’ and 5’-TTTGATGTCACGCACGATTT-3’. PCR was performed on Applied Biosystems 7500 Fast Real-Time PCR System machine using following protocol: initial denaturation at 95°C for 10 min, followed by 40 cycles of denaturation at 95°C for 15 secs, annealing and extension at 60°C for 1 min. The amplification was followed by the melting curve measurement: rapid heating of amplified samples to 95°C to denature the DNA; cooling to 60°C to let DNA strands to anneal; then slowly heating the samples to 95°C, where the change in fluorescence was measured at each 0.1°C rise for 1 second. Amplification of endogenous control, beta-actin, was performed for each sample. All samples were run in triplicates. Comparative C_t_ method was used to evaluate the relative quantity of the target genes using 2^-deltaCt^ method, where delta Ct= mean Ct_target gene_ -Ct_actin_. Expression in B1/P and B1/P/Rb_f_ tumors was normalized to the expression in mammary tumor with wild type Brca1.

Western blot

Mammary cancer cells at 80% confluency were treated with 200nM GSK1120212 (Trametinib (ChemieTek, Indianapolis, IN, USA) or BEZ235 (ChemieTek, Indianapolis, IN, USA) and harvested 4 hrs later for protein preparation. Protein lysates from cells or tumor tissue were prepared using lysis buffer (50mM Tris, pH 7.9, 150mM NaCl, 1mM EDTA, 1% NP40 and 10% glycerol) supplemented with Phosphatase Inhibitor Cocktail 2 and 3 (Sigma, Saint Louis, MO, USA), 1mM Na_3_VO_4_, Complete Mini Protease Inhibitor Cocktail tablets (Roche, Mannheim, Germany), 1mM DTT (Sigma, Saint Louis, MO, USA) and 1mM PMSF (Sigma, Saint Louis, MO, USA).

Western blots were performed by standard methods using the following antibodies: anti-ERK1/2 (p44/42 MAPK, #9101, Cell Signaling Technology, Beverly, MA, USA), anti-phospho-ERK (p44/42 MAPK, #9102, Cell Signaling Technology, Beverly, MA, USA), anti-AKT (clone C67E7, #4691, Cell Signaling Technology, Beverly, MA, USA), anti-phospho-AKT (#4058, Cell Signaling Technology, Beverly, MA, USA), anti-MEK (#9126, Cell Signaling Technology, Beverly, MA, USA), anti-pMEK1/2 (#9154, Cell Signaling Technology, Beverly, MA, USA), anti-S6 (#2215, Cell Signaling Technology, Beverly, MA, USA), anti-pS6 (#2217, Cell Signaling Technology, Beverly, MA, USA), anti-beta actin (#A5441, Sigma, Saint Louis, MO, USA), anti-rabbit IgG-HRP conjugated (#7074, Cell Signaling Technology, Beverly, MA, USA) and anti-mouse IgG HRP conjugated (#GENA931, Sigma, Saint Louis, MO, USA). ECL (#GERPN2209. Sigma, Saint Louis, MO, USA) was used to produce chemiluminescent signal that was detected on film or by G Box Chemi-XRQ imager (Syngene, Frederick, MD, USA).

Fluorescent in situ hybridization (FISH)

Chromosome preparations were obtained from established primary mouse mammary cancer cell lines. Slides were prepared and incubated overnight for use in FISH analysis of Her2 gene. For the detection of the *Her2* gene (*Erbb2*), a full length ORF clone for Mouse *Erbb2* (Sino Biological, Wayne, PA, USA) was obtained and labeled with ATTO 488-dUTP(green) by nick translation. Co-hybridization of *Erbb2* with WCP14, labeled with Orange 552 dUTP, (XMP, MetaSystems, Newton, MA, USA) was used for verification of the location of the cDNA clone. Hybridization was carried out in a humidity chamber at 37°C for 16 hours according to standard protocols. The post-hybridization rapid wash procedure was used with 0.4 x SSC at 72°C for 4 min. Detection was carried out following the manufacturer’s protocol. Spectral images of the hybridized metaphases analyzed using HiFISH 7.2 acquisition software (Genasis, Applied Spectral Imaging, CA). G-banding was simulated by electronic inversion of DAPI counterstaining. Twenty cells were scored.

How the deposited data were processed for this re-analysis (not part of the article)

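RNA sequencing libraries from 18 mice were analysed: 5 mammary tumors each of the B1/P/Rbf, B1/P and P/Rbf models and 3 normal mammary glands, with 1 library per mouse. No other samples were in the deposited count file. The authors made stranded libraries, pooled them, sequenced them in pairs of reads, trimmed the reads and counted them per gene with RSEM. The deposited values are RSEM's expected counts for 55450 genes, neither normalized nor filtered by the authors, and 5.61% of them are not whole numbers, since RSEM divides reads that match several genes. The methods name a human reference, while all 55450 identifiers, with their versions and symbols, are those of GENCODE release M21 on the mouse build GRCm38, and 22678 of the genes have no counts in any sample. Symbols shared by several identifiers number 108, and these genes were kept apart by identifier.

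Total expected counts per sample ranged from 27661173 to 37794889 with a median of 33802254. Differences between replicate pairs exceeded counting noise, with chi-square values per degree of freedom from 27.0 to 562, so the spread between mice limits the precision more than the depth does, except for genes with few counts. A group in which every sample had at most 3 counts of a gene was treated as at the floor, and folds against it are given as bounds.

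Counts were rounded and analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, after preparation in Python 3.11.15. Genes were kept by filterByExpr over the 4 groups with a minimum count of 10, which left 19186. A single fit of all 18 samples with the group as the only term (estimateDisp, glmQLFit and glmQLFTest after TMM scaling) gave 6 comparisons: the 3 pairs of tumor groups, and each tumor group against normal gland. Genes with a Benjamini-Hochberg adjusted p of 0.05 or less were called. Log2 CPM values were computed with a prior count of 2. Single values were compared by exact two-sided permutation tests over all splits of the samples.

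Genes were named by a rule: every gene that the paper names for these data in its text or in Figs. 4, 5, 6A, 7 and 9; the targeted genes Brca1 and Trp53; the genes of its immunohistochemistry markers; and in each comparison the 2 genes with the largest rise and the 2 with the largest fall among called genes with a mean of at least 5 CPM and no overlap between the groups. Any other gene was chosen after its values were seen, and is said to be so where it appears. Results for some single genes and segments are not reported here, while counts over lists include them. The gene lists of Figs. 4D, 4E, 5B to 5E, 6A and 7 and the Mcm genes were copied from the paper, and the study chose those of Figs. 4D to 5E on these samples. Marker lists for fibroblasts, macrophages, endothelial cells, lymphocytes, epithelial cells, adipocytes and skeletal muscle were written beforehand, and their mean log2 CPM was compared between groups.

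Gene sets were those of Tables S3 to S5, which list only sets that the study found enriched on these samples. Of 47 sets listed, 41 had complete member lists in the copy used and 6 did not and were left out. They were tested by preranked GSEA (fgseaSimple, 10000 permutations of genes, sizes 15 to 500) on the sign of the log2 fold change times the square root of F, with p values adjusted over the sets of one comparison. Single-sample scores used a rank weight of 0.25. Principal components were taken from scaled log2 CPM of all kept genes, and clustering used Euclidean distance and complete linkage on the 300 most variable genes and on 46 PAM50 genes. Shifts of whole chromosomes between B1/P/Rbf and P/Rbf tumors were tested on the medians of each tumor's genes. The correlation of profiles was set beside its value in simulated groups without changes that shared the same glands.

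Alternatives were DESeq2 with its size factors, limma-voom with quantile normalization, library sizes without TMM, no filter (32772 genes), a log2 CPM of at least 6 in at least 6 samples (4549 genes), a CPM of at least 6 in at least 6 samples (11988 genes), the thresholds of Table S2 (unadjusted p of 0.001 or less and an absolute log2 fold change of at least 1), a fit of only the groups compared, other rankings and tests of gene sets, other scores, distances and linkages, and leaving out each sample in turn. Fits with a term for 2 sets of libraries, implied by the fold changes of Table S2, were added after the data were seen. The same fits were tested on simulated data with 200 changed genes. There edgeR called 83 of them and 2 others, limma-voom with quantile normalization 86 and 0 others, and DESeq2 111 and 39 others.

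Subtype calls by PAM50 centroids (Fig. 4C), the immunohistochemistry, the RT-qPCR, the cell-line drug assays and the Charafe-Jauffret gene sets were not analysed here. Part of Table S2 for P/Rbf tumors against normal gland (1999 of 2011 genes), of Table S3 and of Table S6 lay outside the copy used, and these lists were not tested for overlap.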

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

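Both tests of the blocks of adjacent genes, and both tests of the scaling of samples far from their group, were chosen only after the result was seen.

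In 8 of the 105 groups formed by 35 named genes and 3 tumor models, 1 of the 5 tumors lay so far from the others that its gap to the nearest exceeded 0.71 of the group's range of log2 CPM. About 1 in 20 groups, or 5.25 of 105, does so by chance, and the exact binomial probability of 8 or more, which treats the genes as independent, was 0.156. In B1/P/Rbf tumor 209490, Bub3 was at 167 CPM (the other 4 tumors at 107 to 119.5), Ccnd1 at 93.6 CPM (21.8 to 31.8) and Mki67 at 1134 CPM (510.0 to 631). B1/P/Rbf tumor 208857 had 106 CPM of Erbb2 (177 to 211) and 0.621 CPM of Trp63 (12.1 to 28.0). B1/P tumor 255232 had 427 CPM of Mcm3 (97.7 to 142) and 532 CPM of Mcm7 (132 to 197), and P/Rbf tumor 287845 had 166 CPM of Foxa1 (381 to 503). Chance would give as many, so nothing beyond random variation needs to be assumed. When TMM was replaced by library sizes, 5 of the 8 still stood apart (Ccnd1, Foxa1, Mcm3, Mcm7 and Trp63). The gaps of Bub3, Erbb2 and Mki67 then fell to 0.581, 0.653 and 0.659 of the range, under the limit. Each of the 8 gaps was at least 3.47 times the largest difference between the log2 TMM factors of its group, which argues against TMM scaling as the whole cause of any of them. The design names no condition that separates these tumors from their group, and no biological explanation was tested.

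Outside the genes the paper discusses, 4 of the 15 tumors scanned held 8 blocks of at least 3 adjacent genes that were raised at least 8-fold over the median of the other tumors, with that median at 5 CPM or more, and that exceeded all 17 other samples. B1/P/Rbf tumor 208863 held 4 of them, of which 3 are described: on chromosome 3, Cers2, Setdb1 and Arnt (95314791 to 95497240, median ratio 30.0), Golph3l, Ensa, Mcl1 and Adamtsl4 (95588934 to 95687917, 32.0), and Wdr3, Gdap2, Tent5c and Man1a2 (100138180 to 100685503, 19.6). P/Rbf tumor 287842 held Pdia4, Zfp398, Zfp282 and Zfp212 on chromosome 6 (47796141 to 47932639, 18.0). P/Rbf tumor 287845 held 2 (median ratios 13.3 and 18.2), of which 1 is described: Adgre5, Adgrl1, Asf1b and Prkaca on chromosome 8 (83723251 to 83996443). In P/Rbf tumor 287822 this segment was also raised, by a median ratio of 8.53. B1/P/Rbf tumor 210906 held Clca3a1, Clca3a2 and Clca3b on chromosome 3 (144729677 to 144849357, 43.1), which are 1 gene family and were also raised in B1/P/Rbf tumors 208855, 208857 and 208863 (8.81, 19.4 and 4.58) but not in B1/P/Rbf tumor 209490 (0.479), while P/Rbf tumor 290845 had a median ratio of 2.59 and a highest of 101.

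In 1000 shuffles of gene positions per tumor, no tumor with blocks gave more than 1 block, against 4 in tumor 208863 and 2 in tumor 287845, which argues against raised genes independent of their position. Tumors 210906 and 287842 had 1 block each, and their shuffles gave 0. Extra copies of these segments are a candidate explanation, as a hypothesis only. Genes inside the segments with a median under 5 CPM, which had not been used to find them, were raised at least 8-fold in 4 of 7 cases (E330034L11Rik 28.1, Gm42868 47.2, Zfp786 27.5 and Gm10644 22.4, while the other 3, all in 1 block, had ratios of 0.711, 1.08 and 2.05), against 4.42% of 29510 such genes in the same tumors (hypergeometric p = 0.00012, an exact test). For the Clca3 genes, reads shared within the family and a regulation shared by several tumors stay open, and for all blocks strain variants and GC content were not tested. DNA was not measured in these samples.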

How the results depend on the processing

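Fits with the term for the 2 library sets, and fits that combine limma-voom with quantile normalization, a CPM of at least 6 and the thresholds of Table S2, were tests chosen only after the result was seen. No paired analysis was possible because every sample came from a different mouse and no label pairs the mice. All alternatives planned at the start were run.

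Counts of called genes are given in the order B1/P/Rbf against B1/P, B1/P/Rbf against P/Rbf, P/Rbf against B1/P, and B1/P/Rbf, B1/P and P/Rbf against normal gland, where the values reported were 3195, 54, 3684, 7108, 6481 and 7230. The 5 counts other than that of B1/P/Rbf against P/Rbf stayed within 1.5 times with DESeq2, limma-voom with quantile normalization, library sizes only and no filter, as they did when single samples were left out (2326 to 3476, 2762 to 3937, 5000 to 7320, 4361 to 6638 and 5155 to 7494). A log2 CPM of at least 6 in at least 6 samples left 886, 3, 867, 1763, 1601 and 1668 genes, and a CPM of at least 6 left 2097, 20, 2267, 4619, 4229 and 4492, since fewer genes were tested. With the thresholds of Table S2 the counts were 1358, 195, 1440, 3492, 3102 and 3652, which follows from the other thresholds. Adding the library-set term to edgeR moved B1/P/Rbf against P/Rbf to 5, P/Rbf against B1/P to 2008 and B1/P/Rbf against normal gland to 3879. In limma-voom with that term and a CPM of at least 6 the counts were 1420, 2, 1057, 2521, 3202 and 4194, and with the thresholds of Table S2 as well 592, 87, 566, 1213, 1526 and 2046. Without the term those settings gave 755, 703, 2149, 1847 and 1967 for the comparisons other than B1/P/Rbf against P/Rbf. For the changes that came with the term the cause was not tested.

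The count of B1/P/Rbf against P/Rbf moved most, to 1026 with DESeq2, 26 with limma-voom and quantile normalization and 0 in a fit of these groups alone, where 2791 genes had an unadjusted p of 0.05 or less. A fit of only the groups compared also lowered P/Rbf against B1/P to 1763. In the fit of fewer samples the dispersions rest on fewer mice, and for DESeq2 and limma-voom the cause was not tested. Leaving out single samples gave 8 genes without P/Rbf tumor 287845 and 131 without B1/P/Rbf tumor 209490.

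Gene sets were called in 15, 6, 24, 35, 34 and 36 cases. Ranking by log2 fold change gave 5, 0, 9, 21 and 19 in the first 5 comparisons, and in the second of them 5 sets had an unadjusted p under 0.05 (gene permutation). For B1/P/Rbf against P/Rbf camera called 3 sets and fry 1, and for P/Rbf against B1/P limma-voom with the library-set term gave 14. Leaving out single samples moved B1/P/Rbf against P/Rbf from 3 sets without P/Rbf tumor 290845 to 17 without P/Rbf tumor 287822. In B1/P/Rbf against B1/P tumors the collagens, the PLK1 pathway and DNA replication kept direction and call under every setting run. Ranking by log2 fold change ended the calls of the basement membranes (adjusted p = 0.21, gene permutation), the β1 (0.353) and αvβ3 integrin pathways (0.0781), homologous recombination (0.193), nucleotide excision repair (0.422) and the E2F pathway (0.21), as well as the PLK1 pathway in B1/P/Rbf against P/Rbf tumors (0.292) and the RB pathway against normal gland in B1/P/Rbf (0.555), B1/P (0.143) and P/Rbf tumors (0.0959). The β1 integrin pathway was not called by camera (0.0626) or fry (0.144), and the PLK1 pathway in B1/P/Rbf against P/Rbf tumors not by fry (0.179). With single samples left out the β1 value ranged from 0.000924 to 0.454 and the αvβ3 value from 0.000874 to 0.166 (gene permutation), both highest without B1/P tumor 225070. For none of these changes was the cause tested.

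Between B1/P/Rbf and P/Rbf tumors the set scores changed most. The MCM pathway and DNA replication became called with limma-voom and quantile normalization (0.0126 each, gene permutation), with the library-set term in edgeR (0.00208 each) and in limma-voom (0.00149 each), and nucleotide excision repair with the term (0.0217 and 0.00149). Ribosome changed direction with limma-voom (0.0291), fry (0.991) and the term (0.00208 and 0.00149), and nucleotide excision repair with the ranking by log2 fold change (0.999) and camera (0.93). The PLK1 pathway changed direction with the term (0.189 and 0.0521). Leaving out single samples gave ranges of 0.0283 (without 208855) to 0.443 (without 287842) for the MCM pathway, 0.0315 (without 287822) to 0.794 (without 287842) for DNA replication, 0.772 to 1 for nucleotide excision repair, with 1 change of direction, and 0.0384 (without 287822) to 1 for ribosome, with 3 changes of direction (gene permutation). What causes these changes was not tested.

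Principal components held 53.6% and 21.2% of the variance over the 500 most variable genes, 37.5% and 17.5% over unscaled genes, and 23.5% to 28.6% and 14.1% to 15.8% with single samples left out. The nearest neighbors and both clusterings kept all samples in place under every setting run. Single-sample scores differed in 18 sets by mean z-scores, against 29, and the aurora B value ranged from 0.0127 to 0.0658 with single samples left out (exact permutation test, highest without B1/P tumor 225070). The profile correlation was 0.857 by Spearman, 0.895 with DESeq2, and 0.882 to 0.905 with single samples left out. With library sizes only the PI3K/AKT genes called higher were 4 in B1/P/Rbf and 5 in P/Rbf tumors, and the ERK/MAPK genes called higher 6, 6 and 9, with 1 lower in B1/P/Rbf tumors, a shift in line with the median shift of all genes by 0.37, 0.35 and 0.27 that this scaling brings. Limma-voom gave 5 ERK/MAPK genes lower in B1/P/Rbf and 2 higher in B1/P tumors, and with single samples left out these counts ranged from 1 (without normal gland 330154) to 5 (without 225070) and from 0 (without 225070, with 3 at an unadjusted p under 0.05) to 3 (without 287845), while the PI3K/AKT genes higher in B1/P/Rbf tumors went from 1 to 2 (without 287845). Of the genes of Fig. 6A, 3 were called higher than in normal gland in B1/P/Rbf tumors by limma-voom with the library-set term, against 6. The causes of these changes were not tested, apart from the scaling.

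Among 81 named comparisons of single genes, Cdk4 in B1/P/Rbf against B1/P tumors changed sign with the library-set term (0.072 in edgeR and 0.089 in limma-voom, from −0.06) and ranged from −0.21 to 0.053 with single samples left out. DESeq2 changed 7 results (7 stronger), limma-voom 9 (3 weaker, 6 stronger), library sizes only 2 (1 weaker, 1 stronger), a fit of only the groups compared 9 (8 weaker, 1 stronger), the term in edgeR 14 (11 weaker, 2 stronger, and Cdk4) and in limma-voom 18 (14 weaker, 3 stronger, and Cdk4). Single samples left out changed 21 of the 81, with 52 weaker, 11 stronger and 2 reversed among 1458 values. The median log2 fold change over the genes of a marker list, a measure other than the mean log2 CPM, changed sign in 2 of 42 comparisons with limma-voom, for the endothelial list in B1/P/Rbf against B1/P tumors (from 0.00384 to −0.0496) and the lymphocyte list in P/Rbf against B1/P tumors (to 0.00926). In none of these was the cause tested.

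Depth limited only the genes with few counts, for which folds are bounds. With 5 tumors per group and 200 genes changed, 53.8% of simulated changes of at least 4-fold were called, a share that can differ where more genes change. A gene that was not called is not shown to be unchanged.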

Differences from the paper's values

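No tests here were chosen with the paper's values in view except the fits with a term for 2 library sets and those that combine limma-voom, quantile normalization, a CPM of at least 6 and the thresholds of Table S2, which were chosen after seeing the values. Of 5 counts, 23 fold changes and 27 set scores compared, 4, 3 and 21 differed from the paper's. Counts were taken to differ when more than 1.5 times apart and by more than a jackknife standard error over the samples, set scores when further apart than such an error, fold changes when further apart than the larger SD of log2 CPM between mice, and both of the latter whenever the signs differed. A gap is called closed when this no longer holds, which is a wide bound for the counts, with errors of 1383, 1294, 1381 and 502 in the order below.

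By the thresholds of Table S2, edgeR called 3652 genes in P/Rbf tumors against normal gland (the paper's count is 2011), 3102 in B1/P tumors (the paper's 1490), 3492 in B1/P/Rbf tumors (the paper's 1215) and 1358 in B1/P/Rbf against B1/P tumors (the paper's 633). Of the alternatives set before the data were examined, a log2 CPM of at least 6 in at least 6 samples closed each gap by these bounds, with 795, 715, 849 and 322 genes, all below the paper's counts, and so did a CPM of at least 6, with 2179, 1952, 2226 and 839, all above them. For B1/P/Rbf against B1/P a fit of only these groups did too, with 1060. Leaving out single samples closed the gap in 6, 3, 1 and 3 of 18 fits. DESeq2, limma-voom with quantile normalization, library sizes only and no filter did not close any of them, nor did a fit of only the groups compared against normal gland. With limma-voom, quantile normalization and a CPM of at least 6, combined after seeing the values, the counts were 1967, 1847, 2149 and 755, and with the library-set term, also chosen after seeing the values, 2046, 1526, 1213 and 592.

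The log2 fold change relative to normal gland of Ccne1 in B1/P/Rbf tumors was 3.11 (the paper's is 4.14), that of Trp53 was −2.06 in B1/P/Rbf tumors (the paper's −3.57) and −2.05 in B1/P tumors (the paper's −3.10). None of the alternatives set before the data were examined closed these gaps. With the library-set term, chosen after seeing the values, they were 4.02, −3.42 and −3.01 in edgeR and 4.14, −3.57 and −3.10 in limma-voom.

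Normalized enrichment scores between B1/P/Rbf and P/Rbf tumors were 1.51 for the MCM pathway (the paper's is 2.15), 1.37 for DNA replication (the paper's 2.21), 0.61 for nucleotide excision repair (the paper's 1.95) and −0.64 for ribosome (the paper's 2.14), where the gap lies within the jackknife error of 3.19 and only the sign makes it differ. Of the alternatives set before the data were examined, ranking by the moderated t of limma-voom with quantile normalization closed these 4 gaps, with 1.95, 1.95, 1.39 and 1.68, leaving out single samples did in 4, 3, 1 and 3 of 18 fits, and ranking by log2 fold change closed none. With the library-set term, chosen after seeing the values, the scores were 2.38, 2.11, 1.74 and 1.90 in edgeR and 2.15, 2.22, 1.95 and 2.15 in limma-voom.

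In B1/P tumors against normal gland the scores were higher than the paper's. They were 2.39 for collagens (the paper's 1.99), 2.24 for aurora A (the paper's 1.87), 2.66 for aurora B (the paper's 2.43), 2.21 for the αvβ3 pathway (the paper's 1.65), 2.52 for the E2F pathway (the paper's 2.21), 2.65 for the Fanconi pathway (the paper's 2.37), 2.10 for the β1 integrin pathway (the paper's 1.75), 3.16 for the PLK1 pathway (the paper's 2.60) and 2.13 for the RB pathway (the paper's 1.68). Of the alternatives set before the data were examined, ranking by log2 fold change closed the gap for collagens (2.14), the β1 integrin pathway (1.87) and the PLK1 pathway (2.49), and the moderated t of limma-voom for aurora A (2.03), aurora B (2.51), the Fanconi pathway (2.51) and the β1 integrin pathway (1.95). For the αvβ3, E2F and RB pathways none closed it, and leaving out single samples did so only for aurora B, in 3 of 18 fits. The library-set term, chosen after seeing the values, gave 1.97, 1.87, 2.46, 1.65, 2.22, 2.40, 1.72, 2.64 and 1.73 in limma-voom, and closed the gap in edgeR for collagens (2.05) and the β1 integrin pathway (1.90).

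In B1/P/Rbf tumors against normal gland the scores were 2.62 for aurora B (the paper's 2.32), 2.92 for the Fanconi pathway (the paper's 2.64) and 3.15 for the PLK1 pathway (the paper's 2.83). In P/Rbf tumors they were 2.54 for aurora A (the paper's 2.36), 2.77 for aurora B (the paper's 2.46), 2.77 for the E2F pathway (the paper's 2.42), 3.12 for the PLK1 pathway (the paper's 2.93) and 2.38 for telomerase (the paper's 2.01). Of the alternatives set before the data were examined, the moderated t of limma-voom closed the gap for aurora B in B1/P/Rbf tumors (2.39) and for all 5 sets in P/Rbf tumors (2.41, 2.55, 2.53, 3.04 and 2.07), and not for the Fanconi and PLK1 pathways in B1/P/Rbf tumors. Ranking by log2 fold change closed none of them, and leaving out single samples did so for aurora A (6 of 18 fits) and the PLK1 pathway (2 of 18 fits) in P/Rbf tumors. In limma-voom with the library-set term, chosen after seeing the values, the scores were 2.33, 2.66 and 2.84 in B1/P/Rbf and 2.31, 2.45, 2.41, 2.93 and 1.98 in P/Rbf tumors.

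The paper counts Krt19 among the genes raised in B1/P/Rbf over B1/P tumors. Here its log2 fold change of 2.41 was not called (adjusted p = 0.145 from edgeR). The paper's value is 7.02, and the gap lies within the larger SD between mice, 5.13. Without B1/P tumor 248662 the log2 fold change was 4.14 and was called (adjusted p = 0.0224 from edgeR). Limma-voom with quantile normalization called Krt19 (0.0347), and limma-voom with the library-set term, chosen after seeing the values, did too (0.016). The paper states that Bub1 and Bub3 are lower in B1/P tumors. Neither was called (adjusted p = 0.241 and 0.144 from edgeR), though Bub3 was called with the library-set term, chosen after seeing the values (0.0374 in edgeR and 0.034 in limma-voom). The paper lists Myc and Ccne1 among the genes overexpressed in B1/P/Rbf tumors. Myc was not called against normal gland (log2 fold change 0.58, adjusted p = 0.442 from edgeR) or against B1/P tumors (−0.89, adjusted p = 0.22 from edgeR). Ccne1 was called against normal gland but not against B1/P tumors (0.85, adjusted p = 0.0637 from edgeR), where DESeq2 (0.0374), limma-voom (0.0378) and, chosen after seeing the values, the library-set term (0.0176 in edgeR and 0.0191 in limma-voom) called it. The paper reports raised Cdkn1b in tumors with suppressed Rb family proteins. It was called in P/Rbf but not in B1/P/Rbf tumors (1.01, adjusted p = 0.0676 from edgeR), where DESeq2 (0.0499), library sizes only (0.016) and a fit of these groups alone (0.0102) called it. The paper describes Rbl2, which encodes p130, as raised in B1/P tumors. Against normal gland its log2 fold change was −0.42 (adjusted p = 0.282 from edgeR), and against B1/P/Rbf and P/Rbf tumors it was higher in B1/P tumors.

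For B1/P/Rbf against P/Rbf tumors the paper reports raised ribosome, nucleotide excision repair and DNA replication sets and raised Mcm genes. No set was called higher here, and 1 had an unadjusted p under 0.05 (gene permutation). None of the 6 Mcm genes was called, with a smallest adjusted p of 0.188 from edgeR, for Mcm6. All 6 Mcm genes had a positive log2 fold change, from 0.27 to 0.51. Every B1/P/Rbf tumor lay above every P/Rbf tumor for Mcm2, Mcm3, Mcm6 and Mcm7, but not for Mcm4 and Mcm5. Limma-voom with quantile normalization called the DNA replication (0.0126, gene permutation) and ribosome sets (0.0291, gene permutation), and nucleotide excision repair was called only with the library-set term, chosen after seeing the values. The paper describes the RB pathway as enriched in B1/P/Rbf tumors. Its single-sample score there (0.269) was above that of normal glands (0.242) and below that of B1/P tumors (0.294). The paper describes components of the PI3K and MAPK pathways as raised in all tumor types. Of 21 PI3K/AKT genes 1, 2 and 2 were called higher and 4, 3 and 4 lower in B1/P/Rbf, B1/P and P/Rbf tumors, and of 23 ERK/MAPK genes 3, 1 and 4 were called higher and 3, 4 and 2 lower. With library sizes only, 4, 2 and 5 PI3K/AKT genes and 6, 6 and 9 ERK/MAPK genes were called higher. Fat and muscle in the glands may account for part of the genes called lower.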

Other observations

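The tests of the fold changes of Table S2, of the divisions of the B1/P tumors, of the genes called with the library-set term, of the share of tumor cells and of the fibroblast markers, and the splits of the fit of all 18 samples, were chosen only after the result was seen.

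The fold changes listed in Table S2 differed from those of a limma-voom fit without further terms by medians of 0.210 for B1/P/Rbf against B1/P, 1.12 for B1/P/Rbf against P/Rbf, 0.536 and 0.278 for B1/P/Rbf and B1/P against normal gland, and 0.00059 for P/Rbf against normal gland. With a term for 2 sets of libraries the largest difference over all listed genes was 0.0605. The first set held all B1/P/Rbf tumors and B1/P tumors 225068, 225070 and 246361, and the second all other samples. The weight of each library was also recovered by regressing the listed fold changes of B1/P/Rbf against P/Rbf (86 genes) on the normalized values, without that fit. The B1/P tumors of the second set had a mean weight of 0.50, which argues against another scaling or filter as the whole cause, since these leave no weight to a group that is not compared. Each of the other 9 divisions of the B1/P tumors gave largest differences between 3.23 and 8.12. The values are consistent with a term of this kind in the fit behind Table S2, and the paper's text names neither the term nor what the sets are.

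Within the B1/P tumors, 30 genes differed between both library sets at an adjusted p of 0.05 or less in edgeR. Of the 10 divisions of these tumors into 3 and 2, the real one included, 2 gave as many genes, the other being 225070 and 246361 against the rest (186 genes). Whether a difference between library batches exists therefore cannot be told apart from variation between tumors, with 5 tumors in 10 divisions. Comparisons of B1/P/Rbf with P/Rbf tumors and with normal glands fall wholly between the sets, and a fit with the library-set term rests on the 5 B1/P tumors. Of the 7108 genes called in edgeR against normal gland, 3314 were also called with the term and kept their sign, which argues against a batch difference as the whole cause there, and for the others it stays open. Of the 54 genes called against P/Rbf tumors 1 was also called with the term, and for the rest a batch difference and the genotype cannot be told apart, since each set holds only 1 of these genotypes.

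Other splits of the same samples show how often chance gives as many called genes in a fit of only the groups compared. For B1/P/Rbf against B1/P, 1 of 100 splits, the real one, gave as many as 2381, and the largest other count was 10. For P/Rbf against B1/P, 1 of 100 gave as many as 1763, with a largest other count of 1. Against normal gland, 1 of 56 splits gave as many as 8839 in B1/P/Rbf (largest other 1), 6369 in B1/P (largest other 182) and 7560 in P/Rbf tumors (largest other 1153). For B1/P/Rbf against P/Rbf the real split gave 0, so that 100 of 100 gave as many, while at an unadjusted p of 0.05 or less its 2791 genes were more than in any other split (largest other 2617). In the fit of all 18 samples the real split gave 54, and 1 of 100 gave as many, with a largest other count of 53.

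Before the values of this comparison were known, the genes of Table S2 for B1/P/Rbf against P/Rbf appeared to lie near each other on some chromosomes, and a gain or loss of whole chromosomes in one genotype was taken as the hypothesis. Over 20 chromosomes the smallest adjusted p was 0.556 (exact permutation test, n = 5 and 5), with 0 at an unadjusted p under 0.05. Chromosomes 7 and 14 came nearest, with median log2 fold changes of 0.20 and −0.28 (exact permutation test, unadjusted p = 0.0556 each), and none of 141 windows of 20 Mb passed (smallest adjusted p = 0.42, exact permutation test). The smallest unadjusted p that these tumors allow is 0.00794, and changes carried by only some tumors would go undetected, so the data do not decide for or against the hypothesis.

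Collagens were lower in B1/P/Rbf than in B1/P tumors. If the mix of other cell types stayed the same, a lower share of tumor cells in B1/P tumors would raise all their markers alike. The fibroblast list fell further than the endothelial list, by a difference of −1.36 (exact permutation test, p = 0.00794, n = 5 and 5). That argues against such an even rise as the whole cause, though the difference from the macrophage list, −1.03, was not clear (exact permutation test, p = 0.0794). A lower share of tumor cells that comes with more fibroblasts stays open. The macrophage, endothelial and lymphocyte lists differed by −0.51, −0.19 and 0.10 (exact permutation tests, p = 0.365, 0.675 and 0.929). More fibroblasts in B1/P tumors are a candidate explanation, as a hypothesis: the 9 fibroblast markers other than collagens were lower by −1.53 in B1/P/Rbf tumors (exact permutation test, p = 0.0397). Of the 12 fibroblast markers 3 are collagens, which the study's lists also hold. The most abundant genes of the list were Col3a1, at 614 ± 585 CPM in B1/P/Rbf and 2073 ± 1936 CPM in B1/P tumors, and Col1a2, at 558 ± 469 and 1477 ± 1119 CPM, and both spreads are wide. One of the markers, Dcn, did not differ (log2 fold change 0.02). Tumor cells that themselves express these genes stay open, since Vim was also lower in B1/P/Rbf tumors (125.2 ± 60.3 against 433 ± 168 CPM, log2 fold change −1.79, adjusted p = 0.00254 from edgeR, without overlap) and the epithelial list higher (1.25, exact permutation test, p = 0.00794), of whose 10 genes the study's lists hold 5 (Krt18, Cdh1, Cldn4, Cldn7 and Elf3). In the paper's immunohistochemistry, B1/P tumors expressed vimentin, while in B1/P/Rbf tumors it was seen in stroma and not in tumor cells. In P/Rbf against B1/P tumors the fibroblast list fell by 1.74 and the epithelial list rose by 1.52 (exact permutation tests, p = 0.00794 each).

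Normal glands held genes of fat and muscle that tumors lacked. The adipocyte list was lower in B1/P/Rbf, B1/P and P/Rbf tumors by −9.18, −9.88 and −11.34, and the skeletal muscle list by −13.21, −11.79 and −13.69 (exact permutation tests, p = 0.0179 each, the smallest that 5 samples against 3 allow, n = 5 and 3). Car3 stood at 12134 ± 3066 CPM and Myh4 at 11292 ± 3783 CPM in the glands, against at most 12.9 ± 21.5 and 47.7 ± 102 CPM in a tumor group. Fat and muscle in the dissected gland are in line with these values and may account for part of the genes lower in tumors, as a hypothesis. The lymphocyte list was also lower, by −5.69, −5.79 and −6.20 (exact permutation tests, p = 0.0179 each), with Cd79a at 105 ± 14.8 CPM in the glands and at most 0.601 ± 0.545 CPM in a tumor group, though Lck fell less, from 79.05 ± 17.6 CPM in the glands to 26.6 ± 34.7 CPM in B1/P/Rbf tumors, and a lymph node in the gland was not tested. The endothelial list was lower by −1.52, −1.34 and −1.85 and the macrophage list differed by 0.64, 1.15 and 0.23 (exact permutation tests, largest p = 0.0357 and smallest p = 0.107). The epithelial list was higher in B1/P/Rbf and P/Rbf tumors by 1.82 and 2.09 (exact permutation tests, p = 0.0179 each) but not in B1/P tumors (0.57, exact permutation test, p = 0.214).

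For the genes of the immunohistochemistry markers, which the paper stained in tissue sections, Krt18 had 968 ± 382 CPM in B1/P/Rbf, 302 ± 143 CPM in B1/P and 2014 ± 1244 CPM in P/Rbf tumors, and was higher than in B1/P tumors in both (log2 fold changes 1.68 and 2.74, adjusted p = 0.0128 and 0.000952 from edgeR, without overlap). Krt14 had 59.9 ± 62.3, 403 ± 215 and 280.2 ± 319 CPM, and was not called between B1/P/Rbf and B1/P tumors (−2.75, adjusted p = 0.0676 from edgeR, 4 of 5 tumors below), though it was with DESeq2 (adjusted p = 0.0114), limma-voom with quantile normalization (adjusted p = 0.0329) and edgeR without B1/P/Rbf tumor 209490 (−3.56, adjusted p = 0.0382). Trp63 was lower than in B1/P tumors in both groups (−3.17 and −2.99, adjusted p = 0.0358 and 0.0408 from edgeR), with 1 and 3 of 5 tumors below every B1/P tumor, and was not called in fits of only the groups compared (adjusted p = 0.055 and 0.0877 from edgeR), nor in 7 and 9 of 18 fits with single samples left out. Mki67 had log2 fold changes of 0.76 and 0.99 (adjusted p = 0.181 and 0.0763 from edgeR). Erbb2 was higher than in normal gland in all 3 groups (1.45, 0.89 and 1.13, largest adjusted p = 0.0117 from edgeR, without overlap). Between tumor groups Erbb2 was not called relative to B1/P tumors, in B1/P/Rbf (0.56, adjusted p = 0.0794 from edgeR, 4 of 5 tumors above every B1/P tumor) or in P/Rbf tumors (0.23, adjusted p = 0.462 from edgeR), and the first was called without B1/P/Rbf tumor 208857 (0.70, adjusted p = 0.031 from edgeR).

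The following genes were chosen after their values were seen, and no explanation was tested. D130009I18Rik, on chromosome 14, had 14.1 to 24.9 CPM in B1/P/Rbf and 11.6 to 39.0 CPM in P/Rbf tumors, and no counts in B1/P tumors or normal glands (at least 257-fold higher in P/Rbf than in B1/P tumors), while the ranges of its neighbors Rbm26 and Rnf219 overlapped between all 3 tumor groups. Another neighbor, Ndfip2, overlapped between B1/P/Rbf (29.4 to 45.2 CPM) and B1/P tumors (32.8 to 43.8 CPM) but was higher in every P/Rbf tumor (48.5 to 87.1 CPM). Gng12, on chromosome 6, had 305 to 1109 CPM in the 5 B1/P/Rbf tumors, against 88.2 to 152 CPM in B1/P tumors, 81.6 to 188 CPM in P/Rbf tumors and 105 to 200.3 CPM in glands. Vmn1r32, close to it, had 5.43 to 34.3 CPM in B1/P/Rbf tumors and at most 0.511 CPM in other tumors. Between Vmn1r32 and Gng12 lie Vmn1r34, Vmn1r35, Vmn1r38 and Vmn1r39, of the same family, whose reads could be shared. Each of them was higher in every B1/P/Rbf tumor than in any other sample. Vmn1r38, for example, had 3.67 to 41.5 CPM, against at most 0.885 CPM in other tumors and 2.85 CPM in glands. The ranges of the genes on either side of this stretch, Mad2l1 and Serbp1, overlapped with those of the other tumor groups. Met stood at 8116 CPM in P/Rbf tumor 287842, against at most 125.1 CPM elsewhere.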
